# Epigenetic profiling of hematopoietic stem cells from male mice identifies KDR and PU.1 as regulators of aging transcriptome and caloric restriction response

**DOI:** 10.1038/s41467-026-69718-0

**Published:** 2026-02-20

**Authors:** Le Zong, Bongsoo Park, Ferda Tekin-Turhan, Wakako Kuribayashi, Mayuri Tanaka-Yano, Keefer Li, Isabel Beerman

**Keywords:** Haematopoietic stem cells, Molecular medicine, Histone post-translational modifications

## Abstract

Caloric restriction (CR) provides anti-aging benefits but has also been reported to be associated with reduced immune function, and how hematopoietic stem cells (HSCs) potentially contribute to this decline remains unclear. Using lifelong and short-term CR in male mice, we found reducing the energy supply decreases total white blood cell production and shifts hematopoiesis towards myeloid and thrombo-erythroid lineages, prioritizing cells essential for survival (red blood cells, platelets, innate immune cells) over adaptive immunity. HSCs under CR enter cell cycle to support myeloid differentiation rather than self-renewal. Lifelong CR inhibits age-associated transcriptome changes in HSCs, though age-associated profiles appear shortly after ad libitum feeding. Epigenetic profiling identified KDR as a key CR response regulator, and *Kdr* knockdown in aged HSCs recapitulated the youthful transcriptome of lifelong CR HSCs. Finally, we show PU.1 acts as an intracellular regulator of CR response, controlling HSC self-renewal and differentiation through increased target gene binding under CR conditions.

## Abstract (web summary)

Caloric restriction (CR) extends lifespan but may impair immunity, with unclear hematopoietic stem cell (HSC) contribution. Here, the authors show that lifelong CR in male mice reduces white blood cells, shifts hematopoiesis toward myeloid cells, and preserves youthful HSC transcription via epigenetic KDR changes and increased PU.1 binding.

## Introduction

Caloric restriction (CR) is defined as a significant reduction in caloric intake without malnutrition (commonly applied as 20% − 40% reduction) and has been reported to extend lifespan and delay age-associated diseases in multiple species^1^. Experimental paradigms using different levels of restriction, timing of the restriction, and composition of the diets show that each of these parameters can contribute to some extent of positive benefits, but overall dietary restriction is associated with mostly beneficial effects on aging phenotypes^2^. C57BL/6J male mice on 40% CR showed increased median and maximum lifespan, whereas this lifespan extension was not seen in female C57BL/6J^3^. 40% CR on male C57BL/6 J mice also improved metabolic efficiency^4^ and 30% reduction in these male mice was associated with more robust metabolic flexibility and carbohydrate utilization^5^. While this level of restriction in C57BL/6 males mitigated the loss of splenic CD8^+^ T-cells in aged mice, with increased cycling after stimulation (compared to old ad libitum fed)^6^, CR has also been associated with suppressed immune response^7–9^.

Aging of the hematopoietic system (which is responsible for immune response) is associated with decreases in lymphoid potential, bias toward myeloid cell generation, increased inflammation, and increased susceptibility to infection and disease. As tissue-specific stem cells are responsible for the maintenance and repair of their system throughout life, age-associated changes in the hematopoietic stem cell (HSC) compartment are thought to contribute to these hematopoietic alterations. While CR studies have shown positive benefits on various other adult tissue-specific stem cell compartments such as intestinal stem cells, skeletal muscle stem cells, and neural stem and progenitor cells during aging^10–13^, manuscripts examining the effect of dietary restriction on HSCs have conflicting findings^9,14,15^. Variations in these studies included the duration of caloric restriction (9-21 months), the level of restriction (30%-40%), and potentially the sex of the animals.

As positive life- and health-span benefits have been consistently reported at 40% CR in C57BL/6 J males, we sought to investigate this level of lifelong dietary restriction on hematopoiesis, with a focus on the aged HSC compartment’s response to this sustained stress to understand the molecular signatures that may arise contributing to global effects on the blood system.

## Results

### Reduced white blood cell production in lifelong CR male mice

To investigate the impact of CR on the hematopoietic system during aging, C57BL/6 J male mice were subjected to lifelong 40% CR (60% of ad libitum diet) starting at the age of 3–4 months (Fig. 1a). Additionally, short-term CR (4 weeks) was performed to examine the effects of CR without the influence of aging (Supplementary Fig. 1a). Complete blood count analysis of peripheral blood (PB) isolated from old mice (24–26 months) showed lifelong CR (OCR, Old Caloric Restricted) resulted in a significant reduction in white blood cell (WBC) production compared to lifelong ad libitum (ad lib) access to chow (OAL, Old Ad Libitum) (Fig. 1b). We also evaluated the response to 4 weeks ad lib access to food after lifelong CR (OCRRF, Old Caloric Restricted Re-Fed) and found WBC production restored to levels similar to the OAL mice (Fig. 1b). Lifelong CR affected the production of both myeloid (neutrophil) and lymphoid (lymphocyte) PB cells, with a larger reduction in lymphocyte numbers (Fig. 1c, d). Consistently, the weight of the spleen, an organ that produces lymphocytes, was significantly reduced in OCR mice and recovered after refeeding (Fig. 1e). These changes in PB parameters were mirrored in the short-term CR (YCR, Young Caloric Restricted) results (Supplementary Fig. 2a–d). Age associated changes were also observed, with reduction in red blood cells and increase in platelets in ad lib fed old mice compared to ad lib fed young mice (Fig. 1f, g). However, the number of red blood cells and platelets in PB were maintained under CR conditions (Fig. 1h, i).

**Fig. 1:**
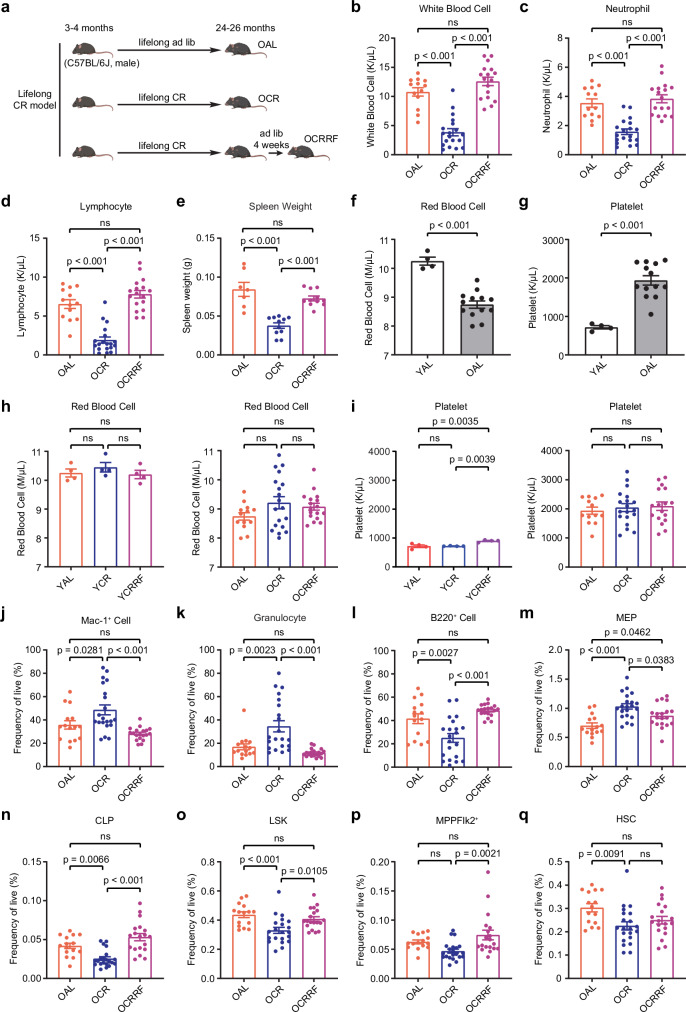
Lifelong CR leads to reduced white blood cell production and myeloid-biased differentiation. **a** Lifelong CR paradigm. OAL (Old Ad Libitum), lifelong ad libitum feeding; OCR (Old Caloric Restricted), lifelong CR; OCRRF (Old Caloric Restricted Re-Fed), 4 weeks ad libitum access to food after lifelong CR. Created in BioRender. Ma, F. (https://BioRender.com/fdntz9h). **b**–**d** Complete blood count of white blood cells (**b**), neutrophils (**c**), and lymphocytes (**d**) in OAL (*87* = 13), OCR (*n* = 19), and OCRRF (*n* = 17) mice. Data are represented as mean ± SEM, one-way ANOVA. Source data are provided as a Source Data file. **e** Spleen weight of OAL (*n* = 7), OCR (*n* = 11) and OCRRF (*n* = 11) mice. Data are represented as mean ± SEM, one-way ANOVA. Source data are provided as a Source Data file. **f**, **g** Complete blood count of red blood cells (**f**) and platelets (**g**) in YAL and OAL mice. Data are represented as mean ± SEM, YAL (*n* = 4), OAL (*n* = 13), two-tailed t test. Source data are provided as a Source Data file. **h**,** i** Complete blood count of red blood cells (**h**) and platelets (**i**) in young and old CR mice. Data are represented as mean ± SEM, young (*n* = 4), OAL (*n* = 13), OCR (*n* = 19), OCRRF (*n* = 17), one-way ANOVA. Source data are provided as a Source Data file. **j**, **l** Frequency of Mac-1^+^ cells (**j**), granulocytes (**k**), and B220^+^ cells (**l**) in the peripheral blood (PB) of OAL (*n *= 15), OCR (*n* = 21), and OCRRF (*n* = 19) mice. Data are represented as mean ± SEM, one-way ANOVA. Source data are provided as a Source Data file. **m**–**q** Frequency of megakaryocyte-erythroid progenitors (MEP) (**m**), common lymphoid progenitors (CLP) (**n**), Lin^-^Sca-1^+^c-Kit^+^ cells (LSK) (**o**), lymphoid-biased multipotent progenitors (MPPFlk2^+^) (**p**), and hematopoietic stem cells (HSCs) (**q**) in the bone marrow of OAL (*n* = 15), OCR (*n* = 21), and OCRRF (*n* = 19) mice. Data are represented as mean ± SEM, one-way ANOVA. Source data are provided as a Source Data file.

### Biased differentiation towards myeloid cells in lifelong CR mice

To further examine changes in the frequency of specific blood cell types, we analyzed blood cell frequencies using flow cytometry (Supplementary Fig. 1b). The results showed an increase in Mac-1^+^ myeloid cells (Fig. 1j and Supplementary Fig. 2e), particularly granulocytes (Fig. 1k and Supplementary Fig. 2f), and a decrease in B cells in both lifelong and short-term CR mice (Fig. 1l and Supplementary Fig. 2g). The frequency of T cells was largely maintained, although the absolute number of T cells was reduced under both short-term and lifelong CR (Supplementary Fig. 2h, i). In contrast, CR decreased both the absolute number and frequency of B cells (Fig. 1l, Supplementary Fig. 2g and j), suggesting that B cells are more selectively suppressed than T cells under CR conditions. Overall, the mice maintained a myeloid-biased PB composition under CR conditions (Supplementary Fig. 2k). Analysis of whole bone marrow (WBM) cells revealed an increased frequency of megakaryocyte-erythroid progenitors (MEP) in CR mice (Fig. 1m, and Supplementary Fig. 1c and 3a), consistent with the maintained red blood cell and platelet production in PB (Fig. 1h, i). The frequencies of common myeloid progenitors (CMP) and granulocyte-monocyte progenitors (GMP) remained unchanged under CR conditions (Supplementary Fig. 3b, c). However, the frequency of common lymphoid progenitors (CLP) was reduced (Fig. 1n and Supplementary Fig. 3d), along with decreased frequencies of Lin^-^Sca-1^+^c-Kit^+^ (LSK) cells and MPPFlk2^+^ cells (lymphoid-biased multipotent progenitors) in CR mice (Fig. 1o, p and Supplementary Fig. 3e, f), consistent with the reduced lymphoid output seen in the PB (Supplementary Fig. 2k). Interestingly, lifelong CR ameliorated age-dependent HSC expansion (Fig. 1q and Supplementary Fig. 3g), a well-defined HSC aging phenotype^16^. CR also altered HSC composition, with a decreased frequency of CD150^high^ (myeloid-biased) HSCs and maintenance of CD150^low^ (balanced lineage output) HSCs (Supplementary Fig. 3h). Upon refeeding, the frequency of CD150^high^ HSCs returned to ad lib levels, whereas CD150^low^ HSC frequency decreased (Supplementary Fig. 3h). These results suggest that under CR, myeloid-biased CD150^high^ HSCs are preferentially consumed to sustain myeloid differentiation, while CD150^low^ HSCs contribute to the burst of lymphoid differentiation upon refeeding. Importantly, overall bone marrow cellularity remained largely unchanged after CR (Supplementary Fig. 3i), in contrast to the peripheral blood, where total white blood cell counts were significantly reduced under CR (Supplementary Fig. 2a). This distinction highlights a key difference between the bone marrow and peripheral blood in their responses to CR. Together, our data indicate that myeloid differentiation is preferentially maintained, while lymphoid differentiation is repressed under CR conditions, despite an overall reduction in white blood cell output (Supplementary Fig. 3j). These results suggest that, under CR stress, male mice modify their differentiation programs to prioritize the production of cell types essential for survival.

### CR drives HSCs into cell cycle to maintain myeloid differentiation rather than self-renewal

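HSCs were sorted from the bone marrow of male mice as lineage-negative, Sca-1-positive, c-Kit-positive cells without CD34 and Flk2 and with CD150. Old mice of 24 to 26 months had been fed ad lib (OAL, n = 4 libraries), kept on lifelong 40% CR (OCR, n = 4), or kept on CR and then refed for 4 weeks (OCRRF, n = 2). Young mice of 3 to 4 months had been fed ad lib (YAL, n = 4), kept on short-term CR, with a milder restriction in the first week and 40% CR from then on (YCR, n = 4), or refed for 4 weeks after it (YCRRF, n = 4). The paper names a SMART-Seq kit for the cDNA and the sample labels name a SMARTer total RNA kit. The authors trimmed the reads, aligned them with STAR to the mouse genome mm10 and counted them on GENCODE M22 genes with featureCounts, and the deposited values were whole-number counts per gene without normalization. In the old groups, 30235212 to 33772852 reads per library were counted on genes in OAL HSCs (median 31571966), 27979109 to 34385179 in OCR HSCs (median 30874577.5), and 23497989 and 29180038 in the OCRRF libraries. In the young groups, these totals were 17454892 to 35676728 in YAL HSCs (median 25938973), 17194907 to 31941766 in YCR HSCs (median 25361471), and 11102898 to 36579392 in YCRRF HSCs (median 33480770.5), where replicate 4 alone lay under 33420651. The old libraries held reads on 42071 to 46646 genes and the young libraries on 22209 to 33496 genes. Reads on 1752 olfactory and vomeronasal receptor genes, summed as a measure of background, made up 531 to 754 CPM (counts scaled by library size) in OAL, 562 to 1260 CPM in OCR, 1163 to 1490 CPM in OCRRF and 66.6 to 475 CPM in the young libraries.
Counts were normalized with edgeR's TMM method, genes were filtered with edgeR's filterByExpr, and each comparison was fitted on its own groups with edgeR's quasi-likelihood test. DEGs had a fold change above 1.2 and a Benjamini-Hochberg adjusted p below 0.05, the thresholds of the paper. Numbers of genes at an unadjusted p below 0.05 kept this fold change threshold. Levels of single genes are given as CPM without TMM factors, mean ± SD over the libraries of a group. Fold changes are given as log2 values with the standard error (SE) of the fit. Each fold change carries the TMM factors of its own comparison. It can therefore differ in size from the ratio of the levels, and in sign near 0. Other processing choices included DESeq2, the program behind the paper's DEG lists, in place of edgeR. Others were DESeq2's size factors in place of TMM, no filter, a minimum of 10 counts in every library, and leaving out each library in turn. No 2 libraries of a group differed by as little as counting noise. Counts were simulated on the real means and library sizes, with 200 genes of a mean of at least 5 CPM changed 2-fold. Of these genes, 98.5% were recovered for OCR versus OAL, 57.5% for YCR versus YAL and 34.5% for YCRRF versus YAL. Recovery of genes with lower means was not simulated.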

We then performed RNA-seq on HSCs (LSK CD34⁻Flk2⁻CD150⁺) isolated from both lifelong and short-term CR mice to investigate how CR regulates HSC function. 

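In a PCA of the 500 most variable genes on the log2 CPM scale, PC1 held 31.1% of the variance among the OAL, OCR and OCRRF libraries and PC2 held 15.0%. The OCR libraries lay between -18.0 and 20.7 on PC1, the OAL libraries between -18.5 and -4.71, and the OCRRF libraries at 15.5 and 28.0, so that the OCR and OAL ranges overlapped (exact permutation test, two-sided p = 0.229). The choice of scale moved this most. On DESeq2's variance stabilizing transformation, PC1 held 61.3% of the variance, with OCR at 7.47 to 14.4, OAL at -8.73 to -6.43, and both OCRRF libraries at -7.61 and -6.53, inside the OAL range (exact permutation test for OCR against OAL, p = 0.0286, the smallest p that 4 libraries against 4 allow). With the 500 most variable genes drawn only from genes with a mean of at least 5 CPM, a choice made after the data were seen, PC1 held 53.9% and also parted OCR from OAL (exact permutation test, p = 0.0286), with OCRRF at -8.23 and -5.58 and OAL from -14.1 to -6.58. Among the young libraries, PC1 of the 500 most variable genes held 18.0% of the variance, and the YCR range of -8.01 to 29.7 and the YAL range of -7.16 to 19.2 overlapped, with YCRRF at -36.2 to -16.8. The YCR and YAL ranges on PC1 also overlapped on the variance stabilized scale, where PC1 held 36.9% (exact permutation test, p = 0.0571).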

Principal component analysis (PCA) showed that samples from the same treatment group clustered together, and samples from the refeeding group were closer to the ad lib group (Fig. 2a and Supplementary Fig. 4a). 

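Of 27150 genes tested for OCR versus OAL HSCs, 1511 passed both DEG thresholds, 689 higher and 822 lower in OCR. The share of higher genes was 45.6%, and an exact binomial test against 50% gave p = 0.000679, with the reservation that genes are not independent. The share changed sides with the scaling. With TMM factors computed only from genes with a mean of at least 5 CPM, a setting chosen after the data were seen, 894 genes were higher and 698 lower, a share of 56.2%. Of the settings that kept all libraries, DESeq2 moved the total most, to 1927 DEGs with 840 higher and 1087 lower. With each library left out in turn, the total ranged from 1054 (without OAL replicate 4) to 1653 (without OCR replicate 3). All 887 tested genes of the paper's upregulated list and all 735 of its downregulated list (Supplementary Data 1) changed in the listed direction, and 560 and 617 of them were among the DEGs here. Among DEGs with a mean of at least 5 CPM and no overlap between the groups' libraries, the largest increases were those of Pimreg (ENSMUSG00000020808, log2 fold change 2.16, SE 0.185, edgeR adjusted p = 4.34e-09), Ccnb2 (ENSMUSG00000032218, 2.13, SE 0.134, adjusted p = 2.95e-11) and Kif18b (ENSMUSG00000051378, 2.06, SE 0.165, adjusted p = 1.42e-09). The largest decreases were those of Pdk4 (ENSMUSG00000019577, -2.40, SE 0.215, adjusted p = 7.76e-09), Gpr183 (ENSMUSG00000051212, -1.53, SE 0.104, adjusted p = 1.52e-10) and Car11 (ENSMUSG00000003273, -1.45, SE 0.200, adjusted p = 1.09e-05). Pdk4 fell from 10.2 ± 2.62 CPM in OAL to 1.97 ± 0.631 CPM in OCR (SD, n = 4 each).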

Differentially expressed gene (DEG) analysis identified similar number of up- and down-regulated genes (up 897 vs down 743) in OCR HSCs (Fig. 2b, and Supplementary Data 1). However, although the overall number of DEGs in YCR HSCs was lower compared to OCR HSCs, we observed a significant bias toward down-regulation of transcripts in YCR versus YAL (31 up vs 105 down of 136 DEGs; two-sided exact binomial test, *p* = 1.33 × 10^-10^) (Supplementary Fig. 4b, Supplementary Data 1). 

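For YCR versus YAL HSCs, 68 of 18680 tested genes were DEGs, 17 higher and 51 lower in YCR (exact binomial test against 50%, p = 4.45e-05, across genes that are not independent). The share of higher genes was 25.0%. The count depended on the processing. DESeq2 called 454 genes, 184 higher and 270 lower, and edgeR without the filter on low counts called 368, 134 higher and 234 lower. Leaving out any 1 of the 8 libraries brought the total to between 6, without YCR replicate 2, and 27, without YCR replicate 1 or YAL replicate 1. Of the paper's lists (Supplementary Data 1), 9 of 30 tested upregulated genes and 48 of 104 tested downregulated genes were DEGs here, and all 30 and all 104 changed in the listed direction. DEGs lost by all of these omissions included the lncRNA 6530402F18Rik (ENSMUSG00000079499, log2 fold change 1.62, SE 0.286, edgeR adjusted p = 0.0474) and Gm48582 (ENSMUSG00000114501, 2.23, SE 0.347, adjusted p = 0.0270). Runx3 (ENSMUSG00000070691, 1.31, SE 0.222, adjusted p = 0.0408) and Fas (ENSMUSG00000024778, -2.05, SE 0.321, adjusted p = 0.0281) each kept their calls in 1 of the 8 fits with a library left out. Slfn2 (ENSMUSG00000072620) fell from 118.9 ± 14.4 CPM in YAL to 29.0 ± 7.36 CPM in YCR (SD, n = 4 each, log2 fold change -2.05, SE 0.183, edgeR adjusted p = 0.00117), and Socs2 (ENSMUSG00000020027) from 69.5 ± 15.9 to 17.3 ± 3.55 CPM (-2.02, SE 0.210, adjusted p = 0.00330), and both were called with every library left out in turn. Of the 689 genes raised in OCR, 678 were tested in the young groups and 573 of these (84.5%) were higher in YCR, with a median log2 fold change of 0.30. Of the 822 genes lowered in OCR, 810 were tested and 654 (80.7%) were lower in YCR, with a median of -0.30.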

The transcriptome largely reverted to the levels of similarly aged ad lib HSCs after refeeding for both YCR and OCR groups (Fig. 2b and Supplementary Fig. 4b). 

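In refed old HSCs, 94.8% of 1509 DEGs of OCR versus OAL lay closer to their OAL level than in OCR. No value of this share without reversal was simulated, so the share alone cannot show reversal. A line through the origin of the log2 fold changes of OCRRF versus OAL on those of OCR versus OAL had a slope of 0.259, with 0.231 for OCRRF replicate 1 alone and 0.314 for replicate 2 alone. Over the paper's own lists of OCR DEGs in place of the DEGs called here, the slope was 0.146. Because both comparisons share the OAL libraries, such a slope lies above 0 even where refeeding restores the transcriptome in full. In 20 simulations, refed libraries drawn at the OAL level gave slopes of 0.124 to 0.168 and libraries drawn at the OCR level gave slopes of 0.835 to 0.894. The slope over the paper's lists lay within the range of full reversal and the slope over the DEGs called here above it, and the simulations used the DEGs called in each of them. In refed young HSCs, all 68 DEGs of YCR versus YAL lay closer to YAL, a share with the same limit. The slope was 0.200, and 0.162 to 0.244 when each YCRRF library was left out in turn. With a YCR or YAL library left out it ranged from 0.0391 (without YCR replicate 1) to 0.260 (without YAL replicate 1). Over the DEGs of DESeq2 it was 0.272. Simulated full reversal gave 0.0716 to 0.246 there and no reversal gave a median of 0.816. Some of these slopes thus lay outside the range of full reversal, on either side, and all lay far below that median.
OCRRF versus OCR gave 1110 DEGs, 226 higher and 884 lower in OCRRF, and 341 higher and 573 lower with TMM factors from genes with a mean of at least 5 CPM. That added scaling moved the median log2 fold change of all genes from 0.11 to 0.24. OCRRF versus OAL gave 1316 DEGs, 528 higher and 788 lower. This count and its split changed with the filter and the scaling. The genes with a mean of at least 5 CPM gave 55 DEGs, a filter chosen after the data were seen, and a minimum of 10 counts in every library gave 800 higher and 393 lower genes. DESeq2's size factors gave 849 higher and 2366 lower genes, and the added TMM scaling gave 754 higher and 54 lower genes with a median of all genes of 0.26 in place of 0.12. Leaving out OAL replicate 2 reduced the DEGs of OCRRF versus OAL to 101, and leaving out replicate 3, where the count stayed highest, to 386. In young HSCs, edgeR gave 0 DEGs for YCRRF versus YAL, with 706 genes past the fold change threshold at an unadjusted p below 0.05. For YCRRF versus YCR it gave 2 DEGs, both higher after refeeding. DESeq2, and edgeR without the filter on low counts, called more genes in both comparisons. The cell cycle genes described below were lower as a set in YCRRF than in YAL.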

Surprisingly, pathway analysis revealed that upregulated genes in OCR HSCs were significantly enriched in cell cycle related pathways (Fig. 2c and Supplementary Fig. 4c). 

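As a test over pathways that uses every tested gene, mouse Reactome gene sets of 15 to 500 genes were compared between OCR and OAL HSCs with limma's camera test at its preset correlation of 0.01. Of 748 sets, 131 were shifted up and 23 down at a Benjamini-Hochberg adjusted p below 0.05. This number alone does not separate CR from chance, since 15 of the 35 ways to split the 8 libraries, the real one included, gave as many sets. Under limma's fry test, which estimates the correlation between genes from these libraries, 13 sets were up and 5 down. Mitotic Prometaphase had the smallest camera p (101 genes, median log2 fold change 0.37, camera adjusted p = 2.28e-70 and fry adjusted p = 0.0396, both from limma). Resolution of Sister Chromatid Cohesion (93 genes, median 0.37) and G2 M Checkpoints (52 genes, median 0.36) followed with limma fry adjusted p = 0.0396 and 0.0474. Of sets tied to DNA synthesis, Activation of the pre-replicative complex (29 genes) had a median of 0.67 and E2F mediated regulation of DNA replication (28 genes) a median of 0.68, both with a limma fry adjusted p = 0.0396. The gene ontology terms and the DAVID program of the paper were not used here.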

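A list of 43 S phase genes and a list of 54 G2/M genes were tested for OCR versus OAL HSCs. The median log2 fold change of the S phase genes was 0.76, with 42 of 43 genes higher in OCR and 35 of them DEGs, or 36 when adjusted over the list alone. For the G2/M genes the median was 1.21, with 53 of 54 genes higher and 48 DEGs, or 49 when adjusted over the list alone. Both shifts passed limma's camera test (adjusted p = 4.69e-96 and 5.43e-177) and held under fry (limma adjusted p = 0.000607 and 0.000230) and under camera with a correlation estimated from the libraries. A score per library was taken as the median over the list of the log2 CPM minus the OAL mean. S phase scores were 0.776 ± 0.202 in OCR (SD, n = 4), from 0.586 to 1.03, against -0.0568 to 0.0622 in OAL (exact permutation test, two-sided p = 0.0286). The G2/M scores were 1.20 ± 0.206 in OCR, from 0.987 to 1.40, against -0.0476 to 0.0930 in OAL (exact permutation test, p = 0.0286). The OCRRF libraries scored -0.239 and -0.144 for S phase and -0.0107 and -0.0096 for G2/M. Of 10000 random gene lists matched in size, mean expression, exon length and GC content, none reached either median. The central 95% of the random medians lay from -0.07 to 0.05 for S phase and from -0.07 to 0.04 for G2/M.

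**Figure D1:**
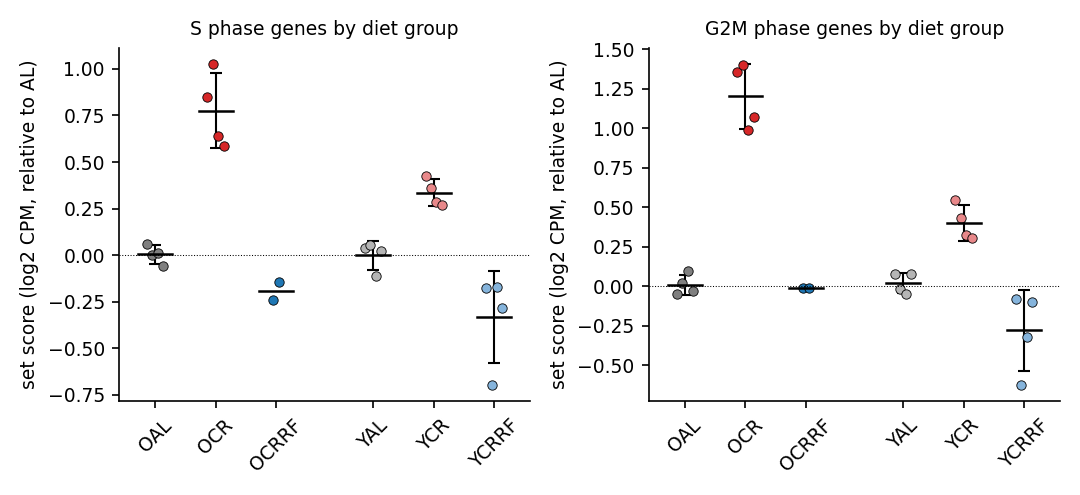
Scores of S phase and G2/M genes (vertical axes, median log2 CPM over the list minus the ad lib mean of the same age) by feeding group, with a point for each library, a horizontal line for the group mean and error bars of ± 1 SD where a group has more than 2 libraries. The OCR libraries lie at 0.586 or above for S phase and 0.987 or above for G2/M, and the refed libraries lie at or below -0.0096.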

Gene Set Enrichment Analysis (GSEA) confirmed that OCR HSCs were enriched for the expression of cell cycle and checkpoint related genes (Fig. 2d). Analysis of short-term CR data showed that YCR HSCs were also enriched for the expression of cell cycle and checkpoint related genes, although to a lesser extent compared to OCR HSCs (Supplementary Fig. 4d). 

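In YCR versus YAL HSCs, the S phase genes had a median log2 fold change of 0.30 with 42 of 43 genes higher, and the G2/M genes a median of 0.35 with 45 of 54 genes higher. Both sets passed limma's camera test (adjusted p = 2.73e-14 and 1.46e-12) and held under fry (limma adjusted p = 0.000688 and 0.00256). Single genes seldom passed. The DEGs among them were 0 of the S phase list and 1 of the G2/M list, against 7 and 2 when adjusted over the list alone. Of all tested genes, 1568 passed the fold change threshold at an unadjusted p below 0.05. Scores relative to the YAL mean were 0.335 ± 0.0718 for S phase and 0.400 ± 0.112 for G2/M (SD, n = 4), above every YAL library (exact permutation test, two-sided p = 0.0286 each). After refeeding, the YCRRF scores were -0.342 ± 0.248 and -0.291 ± 0.258 (SD, n = 4), below every YAL library (exact permutation test, two-sided p = 0.0286 each). The difference between the old and the young response was tested as an interaction in 1 fit of the 4 groups. The median of the difference, old minus young, was 0.42 for the S phase genes and 0.76 for the G2/M genes (limma camera adjusted p for G2/M = 6.76e-36). In the Reactome sets, YCR versus YAL gave 37 sets up and 11 down of 683 under camera and 0 sets under fry. Mitotic Prometaphase again had the smallest camera p (99 genes, median 0.21, camera adjusted p = 7.50e-06 and fry adjusted p = 0.0741, both from limma).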

Direct examination of cell cycle (including *Mki67*, *Cdk1*, and *Ccna2*) and checkpoint (including *Chek1*, *Chek2*, and *Brca1*) related transcripts confirmed their upregulation in OCR HSCs (Fig. 2e, f and Supplementary Fig. 4e, f). These results were unexpected as CR led to an overall reduction in white blood cell production and reduced age-dependent HSC expansion (Fig. 1b,q). 

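Among the 6 cell cycle and checkpoint genes named by the paper, all were higher in every OCR library than in every OAL library, an arrangement with an exact permutation p of 0.0286. Mki67 (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361 of mm10), which encodes the proliferation antigen Ki-67, rose from 35.2 ± 3.44 CPM in OAL to 123.4 ± 15.9 CPM in OCR (SD, n = 4 each), a log2 fold change of 1.79 (SE 0.107, edgeR adjusted p = 1.30e-11). With each library left out in turn it stayed between 1.67 and 1.89. Cdk1 (ENSMUSG00000019942, chromosome 10 from 69335146 to 69352938) rose from 16.4 ± 0.914 to 45.0 ± 5.82 CPM (1.44, SE 0.113, edgeR adjusted p = 1.17e-09), and Ccna2 (ENSMUSG00000027715, chromosome 3 from 36564865 to 36572150) from 30.1 ± 1.56 to 77.8 ± 10.1 CPM (1.35, SE 0.104, edgeR adjusted p = 8.48e-10). Of the checkpoint genes, Chek1 (ENSMUSG00000032113, chromosome 9 from 36708482 to 36727065) rose from 10.8 ± 1.70 to 24.4 ± 4.16 CPM (1.16, SE 0.142, edgeR adjusted p = 1.79e-06) and Brca1 (ENSMUSG00000017146, chromosome 11 from 101488764 to 101551955) from 10.9 ± 1.12 to 27.6 ± 1.58 CPM (1.32, SE 0.120, edgeR adjusted p = 9.59e-09). Chek2 (ENSMUSG00000029521, chromosome 5 from 110839979 to 110874145) rose from 38.1 ± 2.40 to 46.9 ± 3.63 CPM, a log2 fold change of 0.28 (SE 0.0963) that missed the threshold in the genome-wide test (edgeR adjusted p = 0.100). It passed at an adjusted p of 0.0130 when adjusted over the list alone, here the genes the paper names for these experiments. The paper picked them on these libraries, so that value is not independent evidence. It also passed with DESeq2 (adjusted p = 0.0422), with a minimum of 10 counts in every library (edgeR adjusted p = 0.0336), and without OCR replicate 3 (edgeR adjusted p = 0.0320). All 6 genes were lower in OCRRF than in OCR with log2 fold changes of -1.76 to -0.70, each a DEG. Between OCRRF and OAL, 5 of the 6 were not DEGs, and Chek2 was lower (-0.39, SE 0.107, edgeR adjusted p = 0.0470), a call lost without any 1 of the OAL libraries. In YCR versus YAL, the 6 genes were all higher, by 0.03 to 1.07, and none was a DEG. From its RNA data and from Ki67 reporter mice, the paper proposes that CR drives HSCs into the cell cycle.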

To confirm HSCs were indeed cycling more under CR conditions, we restricted young Ki67-RFP reporter mice with a CR diet for three months then examined the ratio of Ki67^+^ cycling HSCs (Supplementary Fig. 4g). The result showed that CR led to an ~2-fold increase in the ratio of actively cycling HSCs compared to ad lib feeding (Supplementary Fig. 4h). We then investigated whether the increased cycling HSCs were involved in self-renewal or differentiation. CellRadar (software to visualize cell-type gene enrichment based on normal mouse or human hematopoiesis expression) analysis of up- and down-regulated genes in OCR HSCs showed downregulated genes were mainly enriched for long-term HSC (LT-HSC) related genes, while the upregulated genes were enriched for short-term HSC (ST-HSC), granulocyte progenitor (pre-GM and GMP), and erythrocyte progenitors (CFUE, ProE) (Fig. 2g). In short-term CR mice, the downregulated genes in YCR HSC were also mainly LT-HSC related genes, and the upregulated genes were specifically enriched in ST-HSC and pre-GM (Supplementary Fig. 4i). These results suggest under CR stress, HSCs enter cell cycle and preferentially express transcripts directing differentiation over self-renewal. Together, our data suggest that CR drives HSCs into the cell cycle to maintain myeloid differentiation rather than self-renewal.

**Fig. 2:**
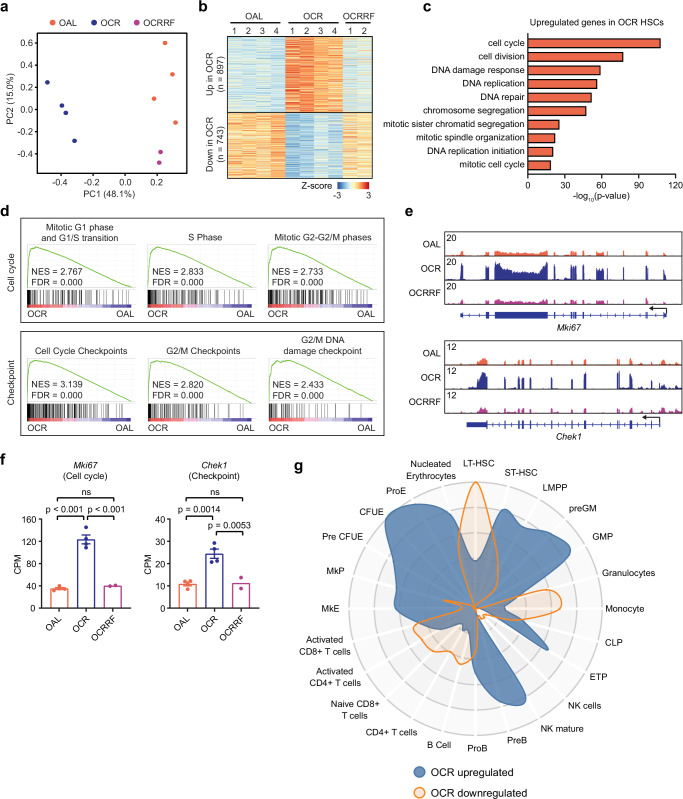
HSCs are driven into the cell cycle to maintain myeloid differentiation rather than self-renewal. **a** PCA plot of RNA-seq datasets from OAL (*n* = 4), OCR (*n* = 4), and OCRRF (*n* = 2) HSC samples. **b** Heatmap of differentially expressed genes (DEGs) in OAL versus OCR comparison (FC > 1.2, FDR < 0.05). RNA-seq data of HSCs purified from OAL (*n* = 4), OCR (*n* = 4), and OCRRF (*n* = 2) mice were used. **c** Pathway analysis of upregulated DEGs in OCR HSCs. Gene Ontology enrichment was performed using DAVID. Enrichment p-values correspond to the DAVID EASE Score (modified one-sided Fisher’s exact test) without correction for multiple testing. **d** GSEA analysis of cell cycle and checkpoint related pathways using RNA-seq data from OAL and OCR HSCs. **e** Integrative Genomics Viewer (IGV)^52^ view of *Mki67* and *Chek1* expression using RNA-seq data from OAL, OCR, and OCRRF HSCs. **f** Expression levels of *Mki67* and *Chek1* in OAL (*n* = 4), OCR (*n* = 4), and OCRRF (*n* = 2) HSCs. Data are represented as mean ± SEM, one-way ANOVA. **g** CellRadar plot derived from DEGs of OAL versus OCR comparison (FC > 1.2, FDR < 0.05). RNA-seq data of HSCs purified from OAL (*n* = 4), OCR (*n* = 4).

### Lifelong CR preserves a youthful transcriptome in aged HSCs

We next investigated whether CR explicitly affects established age-associated changes in the HSC transcriptome. Towards this, we used the previously defined HSC aging signature (AS) gene list, a consensus group of differentially expressed transcripts identified by at least four independent studies^17^. 

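The AS list of the paper holds 180 genes upregulated and 39 genes downregulated in aged HSCs, all of which were tested for OCR versus OAL. The upregulated AS genes had a median log2 fold change of -0.38, and 25 of the 180 were higher in OCR. The downregulated AS genes had a median of 0.26, and 31 of the 39 were higher. A score per library, computed in the same way as for the cell cycle genes, was -0.393 ± 0.0861 for the upregulated AS genes in OCR (SD, n = 4), from -0.518 to -0.321, against -0.0595 to 0.0419 in OAL. For the downregulated AS genes it was 0.333 ± 0.105 in OCR, from 0.198 to 0.426, against -0.0312 to 0.0610 in OAL. Each difference had an exact permutation p of 0.0286 (two-sided). In the refed OCRRF libraries the scores were -0.225 and -0.196 for the upregulated AS genes, between the OAL and OCR ranges, and -0.031 and 0.132 for the downregulated AS genes.

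**Figure D2:**
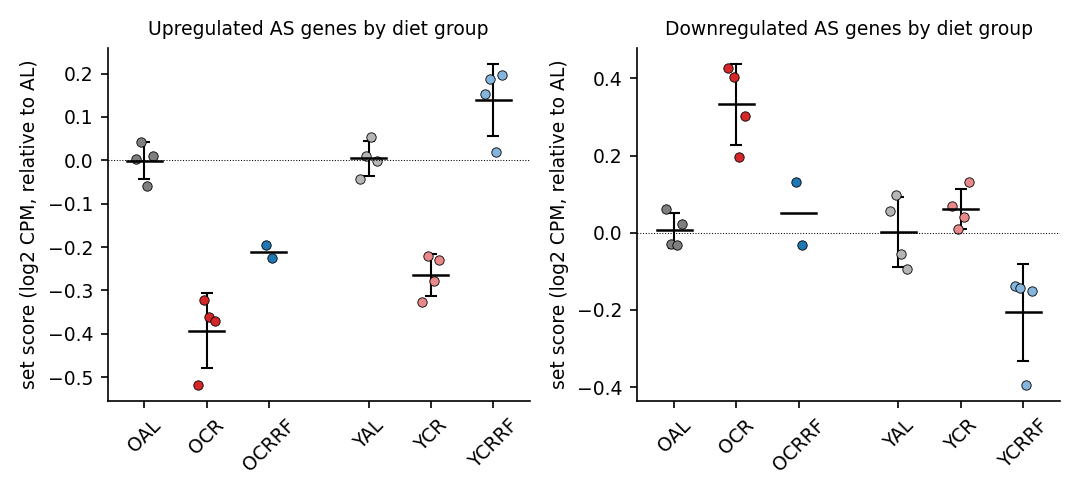
Scores of upregulated and downregulated AS genes (vertical axes, median log2 CPM over the list minus the ad lib mean of the same age) by feeding group, with a point for each library, a horizontal line for the group mean and error bars of ± 1 SD where a group has more than 2 libraries. All OCR libraries lie at -0.321 or below for upregulated AS genes and at 0.198 or above for downregulated AS genes.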

Our results showed that lifelong CR significantly reduced the expression of AS genes upregulated in aged HSCs and significantly increased the expression of AS genes downregulated in aged HSCs (Fig. 3a and Supplementary Data 2). GSEA analysis confirmed that OCR HSCs exhibited lower expression of upregulated AS genes and were enriched for higher expression of downregulated AS genes (Fig. 3b). 

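In place of GSEA, gene set tests of limma were used. For OCR versus OAL, camera gave an adjusted p of 1.02e-67 for the upregulated AS genes and 1.27e-12 for the downregulated AS genes. With the correlation between genes taken from the libraries, fry gave 0.000230 and 0.000966 and camera gave 0.00157 and 0.00647 (limma adjusted p). None of 10000 random gene lists matched in the same way reached either median, and the central 95% of the random medians lay from -0.05 to 0.01 and from -0.10 to 0.04. In OCRRF versus OAL, the upregulated AS genes still had a median of -0.21, past the threshold under fry (limma adjusted p = 0.0264), while the downregulated AS genes had a median of 0.09 that did not pass under camera (limma adjusted p = 0.830). The matched random lists themselves had medians below 0 there, centred on -0.15 for the upregulated AS genes, with the central 95% from -0.17 to -0.13, and on -0.11 for the downregulated AS genes, from -0.17 to -0.04, and none of 10000 reached the observed median of either list. In YCR versus YAL, the upregulated AS genes had a median of -0.29 (limma fry adjusted p = 0.000423) and the downregulated AS genes a median of -0.01 (limma camera adjusted p = 0.835). The sign of that last median changed with several settings.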

PCA revealed that lifelong CR shifted the transcriptome toward the young HSC state along PC1 (Supplementary Fig. 5a). 

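In a PCA of the YAL, YCR, OAL and OCR libraries on the 500 most variable genes, PC1 held 49.4% of the variance and parted the ages, with the old libraries at 25.9 to 38.0 and the young libraries at -46.8 to -7.52. On this axis 3 of the OCR libraries lay at 25.9 to 28.8, below the OAL libraries at 29.6 to 31.5, and OCR replicate 3 lay above them at 38.0. PC1 parted the old from the young libraries under every setting tried, with 42.2% to 59.7% of the variance. PC2 held 10.6%. The old and young libraries also differed in their background, in the number of genes with a read and in the level of Lars2, which was 11910 to 15940 CPM in the old and 1765 to 5080 CPM in the young libraries. The distance between the ages on PC1 therefore holds any difference in library preparation along with the difference in age.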

Unsupervised clustering analysis showed that YAL and YCR grouped together, while OAL and OCR formed a separate cluster (Supplementary Fig. 5b). Nonetheless, the transcriptomic profile of OCR HSCs clearly shifted toward - but did not fully converge with - the YAL state, indicating a partial transcriptional reversion under CR. 

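The same AS genes were tested between OAL and YAL HSCs. The upregulated AS genes had a median log2 fold change of 0.83, with 175 of 180 higher in OAL and 124 DEGs, and the downregulated AS genes a median of -1.02, with none of 39 higher and 33 DEGs. OAL scores relative to the YAL mean were 0.890 ± 0.0488 for the upregulated and -0.985 ± 0.104 for the downregulated AS genes (SD, n = 4, exact permutation test, two-sided p = 0.0286 each). The shifts of OCR versus OAL given above, with the opposite sign, were smaller in size than these shifts of OAL versus YAL. In all, 3486 of 23525 genes were DEGs between OAL and YAL, 1620 higher and 1866 lower in OAL. DESeq2's size factors gave 1687 higher and 1328 lower genes, and TMM factors from genes with a mean of at least 5 CPM, chosen after the data were seen, gave 1872 higher and 784 lower genes and moved the median of all genes from 0.05 to 0.16. Without OAL replicate 1, 2, 3 or 4 the total was 1475, 1810, 1840 or 1546, and without YAL replicate 4 it was 5357. From the position of OCR between OAL and YAL, the paper reasons that the transcriptome reverted in part under CR.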

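Of the 180 upregulated AS genes, 97 were DEGs with lower expression in OCR than in OAL HSCs and 1 was a DEG with higher expression. Adjusted over the list alone, these counts were 113 and 2. Among the 39 downregulated AS genes, 17 were DEGs with higher expression and 3 with lower expression in OCR, and adjusted over the list alone 18 and 3. The list came from other studies of aged HSCs.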

Examining the AS genes which were differentially expressed in the opposite direction in OCR compared to OAL HSCs showed that nearly half of the AS genes exhibited a significant mitigation in expression changes under CR conditions (Fig. 3c). This included *Clu* and *Osmr*, which are upregulated HSC aging signature genes (Fig. 3d). 

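Clu (ENSMUSG00000022037, chromosome 14 from 65968483 to 65981547 of mm10) fell from 200.7 ± 13.0 CPM in OAL to 104.9 ± 18.7 CPM in OCR (SD, n = 4 each). The log2 fold change was -0.97 (SE 0.0887, edgeR adjusted p = 1.13e-08) and stayed between -1.06 and -0.91 with each library left out in turn. Osmr (ENSMUSG00000022146, chromosome 15 from 6813577 to 6874969) fell from 31.0 ± 3.50 to 16.6 ± 2.07 CPM, a log2 fold change of -0.93 (SE 0.114, edgeR adjusted p = 1.53e-06). For both genes every OCR library lay below every OAL library (exact permutation test, p = 0.0286). After refeeding, Clu stood at 201.3 ± 8.18 CPM and Osmr at 26.2 ± 2.36 CPM (SD, n = 2), and neither was a DEG against OAL. Clu was also a DEG in YCR versus YAL (-1.37, SE 0.203, edgeR adjusted p = 0.0248), where it fell from 75.3 ± 11.3 to 29.5 ± 7.96 CPM (SD, n = 4 each). That call was kept in 2 of the 8 fits with a library left out.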

*Clu* (clusterin) encodes a secreted glycoprotein that drives myeloid bias in aged HSCs by regulating mitochondrial function^18^, while *Osmr* (oncostatin M receptor) encodes a cytokine receptor involved in the maintenance of erythroid and megakaryocyte progenitors^19^. In contrast, *Ect2* and *Mcm5* are downregulated HSC aging signature genes (Fig. 3e). 

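Ect2 (ENSMUSG00000027699, chromosome 3 from 27097222 to 27153878 of mm10) rose from 8.95 ± 1.33 CPM in OAL to 22.5 ± 2.53 CPM in OCR (SD, n = 4 each), a log2 fold change of 1.31 (SE 0.137, edgeR adjusted p = 1.08e-07). Mcm5 (ENSMUSG00000005410, chromosome 8 from 75109569 to 75128439) rose from 78.1 ± 8.48 to 173.6 ± 31.6 CPM, a log2 fold change of 1.14 (SE 0.111, edgeR adjusted p = 3.83e-08). Each gene was higher in all OCR libraries than in all OAL libraries (exact permutation test, p = 0.0286). The OCRRF libraries held 10.4 ± 1.32 CPM of Ect2 and 68.8 ± 14.8 CPM of Mcm5 (SD, n = 2), and neither gene was a DEG between OCRRF and OAL. Adjusted over all genes the paper names for these experiments, 2 of the 4 genes Clu, Osmr, Ect2 and Mcm5 passed as lower in OCRRF than in OAL.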

*Ect2* (epithelial cell transforming 2) encodes a guanine nucleotide exchange factor required for cytokinesis and cell cycle progression, whereas *Mcm5* (minichromosome maintenance complex component 5) encodes a subunit of the MCM helicase complex essential for DNA replication initiation and serves as a marker of proliferative potential. Additionally, elevated expression of transposable elements (TEs) has been reported in aged HSCs^20^. In OCR HSCs compared to OAL, we observed mostly downregulation of TE expression (Fig. 3f), again suggesting that lifelong CR helps preserve a more youthful transcriptome in HSCs.

**Fig. 3:**
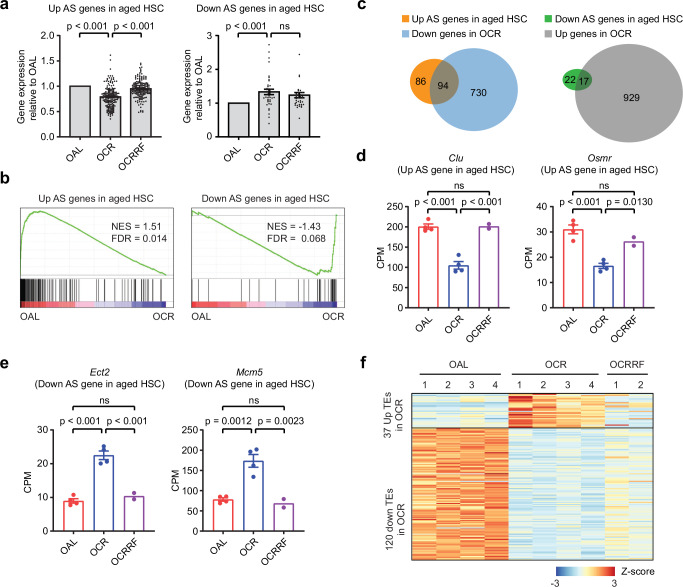
Lifelong CR preserves a youthful transcriptome in OCR HSCs. **a** Relative expression levels of aging signature (AS) genes in OAL, OCR, and OCRRF HSCs. List of upregulated (left, *n* = 180) and downregulated (right, *n* = 39) AS genes were analyzed^18^. Data are represented as mean ± SEM, one-way ANOVA. **b** GSEA plots generated with upregulated or downregulated AS genes. RNA-seq data of HSCs purified from OAL (*n* = 4) and OCR (*n* = 4). **c** Venn diagram showing the overlap between AS genes and DEGs from OAL versus OCR comparison. **d**, **e** Expression levels of upregulated (*Clu* and *Osmr*) (**d**) and downregulated (*Ect2* and *Mcm5*) (**e**) AS genes in OAL (*n* = 4), OCR (*n* = 4), and OCRRF (*n* = 2) HSCs. Data are represented as mean ± SEM, one-way ANOVA. **f** Heatmap of differentially expressed transposable elements (TEs) between OAL and OCR HSCs (FC > 1.5, FDR < 0.05).

### Epigenetic repression of *Kdr* and *Bmpr1a* expression contributes to the improved transcriptome in OCR HSCs

Given the global changes to transcription, we wanted to screen for altered epigenetic regulation underlying the mitigated HSC aging signature under CR conditions. Most literature focuses on histone acetylation in CR conditions as sirtuin expression is typically altered. However, we did not observe changes in the sirtuin family expression, but we found significant changes in other regulators of histone modifications, particularly those involved with histone methylation (Supplementary Data 3). Thus, we performed histone ChIP-seq on OAL and OCR HSCs on two histone methylation marks H3K4me3 and H3K27me3 which are key regulators of transcription. 

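None of the 7 sirtuin genes was a DEG between OCR and OAL HSCs, with log2 fold changes from -0.23 to 0.01. Sirt3 (ENSMUSG00000025486) moved most, from 198.8 ± 15.8 CPM in OAL to 172.1 ± 8.01 CPM in OCR (SD, n = 4 each, SE of the log2 fold change 0.0803, edgeR adjusted p = 0.0965). It was lower in every OCR library (exact permutation test, p = 0.0286). It passed the adjusted p threshold with DESeq2 (adjusted p = 0.0373) and without OAL replicate 3 (edgeR adjusted p = 0.0443). Adjusted over all genes the paper names for these experiments, and not over the sirtuins alone, its edgeR adjusted p was 0.0127. Its fold change stayed below the 1.2 set for DEGs. Of 8 histone methyltransferase genes tested, 1 was raised and 1 lowered in OCR. Ezh2 (ENSMUSG00000029687) rose from 41.0 ± 2.49 to 62.7 ± 5.62 CPM (log2 fold change 0.59, SE 0.0954, edgeR adjusted p = 0.000101), and Ezh1 (ENSMUSG00000006920) fell from 180.1 ± 13.8 to 132.6 ± 18.4 CPM (-0.47, SE 0.0872, edgeR adjusted p = 0.000569). Both encode catalytic subunits that methylate H3K27. Kmt2a, Kmt2b, Kmt2c, Kmt2d, Setd1a and Setd1b, which encode H3K4 methyltransferases, were not DEGs.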

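The histone ChIP-seq was made from sorted HSCs. The deposited tables of the OCR group held, for each of 31552 promoters and each of 2 replicates per mark, the authors' signal as a mean per base, normalized by them to a fixed number of reads per library. The windows in the tables were 750 bp downstream of the TSS for H3K4me3 and 2000 bp for H3K27me3. The H3K4me3 values given here are those of that window, which differs from the 1 kb on either side of the TSS in the paper's methods. The corresponding OAL libraries were not analysed here, so no histone level was compared between OCR and OAL. The paper's reporting summary lists 44762441 and 43731213 reads after removal of duplicates for the OCR H3K4me3 libraries and 61206193 and 64250299 for the OCR H3K27me3 libraries. The median signal per promoter was 10.2 and 9.64 for H3K4me3 and 0.312 and 0.316 for H3K27me3 in replicates 1 and 2.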

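Between the OCR replicates, Pearson's r of the signal over the 31552 promoters was 0.994 for H3K4me3 and 0.992 for H3K27me3. This correlation runs across promoters, which are not independent replicates. On a log2 scale with a pseudocount of 1 it was 0.996 and 0.984, and Spearman's rho was 0.971 and 0.904. In both replicates, 343 promoters had a signal of 0 for H3K4me3 and 221 for H3K27me3.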

Though stem cell numbers are limiting in ChIP assays, QC analysis of our samples showed high correlation between replicates for both H3K4me3 (permissive mark) and H3K27me3 (repressive mark) antibodies within treatment groups (Supplementary Fig. 6a). Global comparisons of all histone peaks in OAL and OCR HSCs revealed a general trend of reduced histone modification levels for both H3K4me3 and H3K27me3, with a more pronounced loss for H3K4me3 in the OCR (Fig. 4a), there were also decreased levels of both H3K4me3 and H3K27me3 at gene promoters (Supplementary Fig. 6b) in OCR HSCs compared to the OAL. To identify the candidate loci that contribute to altered transcription, we analyzed the most differentially modified promoter regions, selecting loci with the greatest relative increase or decrease in ratio of histone peaks in OAL and OCR HSCs (Fig. 4a).

**Fig. 4:**
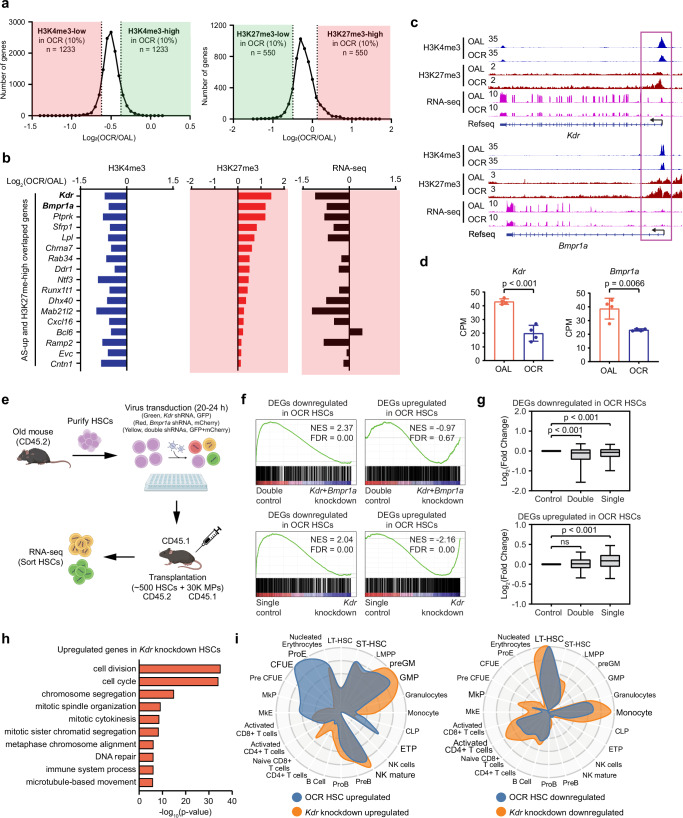
KDR is a regulator of aging transcriptome and CR response in HSCs. **a** Comparison of H3K4me3 and H3K27me3 levels at gene promoters in OAL and OCR HSCs. For H3K4me3 ChIP-seq, signals within ±1 kb of the transcription start site (TSS) were analyzed. For H3K27me3 ChIP-seq, signals from 0 to 2 kb downstream of the TSS were used for analysis. **b** Relative H3K4me3 and H3K27me3 levels at the promoters of 17 overlapping genes between upregulated AS genes and those categorized as H3K27me3-high in OCR HSCs, compared to their levels in OAL HSCs. The corresponding expression of these 17 genes is shown on the right. **c** IGV tracks displaying H3K4me3, H3K27me3, and gene expression levels at the *Kdr* and *Bmpr1a* loci. **d** Expression levels of replicates were shown on the right. Data are represented as mean ± SEM, *n *= 4, two-tailed t test. **e** Experiment workflow of shRNA mediated knockdown targeting *Kdr* and/or *Bmpr1a* in aged HSCs followed by transplantation. Created in BioRender. Ma, F. (https://BioRender.com/fdntz9h). **f** GSEA plots generated using DEGs from the OAL versus OCR comparison (FC > 1.2, FDR < 0.05). RNA-seq data from *Kdr* and *Bmpr1a* double knockdown (upper two panels) and *Kdr* single knockdown (lower two panels) HSCs were used. Double knockdown control, *n* = 2; double knockdown, *n* = 4; single knockdown control, *n* = 2; single knockdown, *n* = 4. **g** Box plots showing gene expression changes of DEGs (downregulated, *n* = 743; upregulated, *n* = 897) from OAL versus OCR comparison. RNA-seq data from *Kdr* and *Bmpr1a* double knockdown and *Kdr* single knockdown HSCs were used. Two-tailed t test. Box plots show the median (center line), the 25th and 75th percentiles (box), and the 5th and 95th percentiles (whiskers). **h** Pathway analysis of upregulated DEGs in *Kdr* knockdown HSCs. Gene Ontology enrichment was performed using DAVID. Enrichment p-values correspond to the DAVID EASE Score (modified one-sided Fisher’s exact test) without correction for multiple testing. **i** CellRadar plots derived from upregulated DEGs in OCR HSCs and *Kdr* knockdown HSCs (left), and downregulated DEGs in OCR HSCs and *Kdr* knockdown HSCs (right).

Consistent with the concept that H3K4me3 positively corelates with gene expression and H3K27me3 negatively correlates with gene expression, the genes that were in the top 10% of relative H3K4me3 levels between OCR and OAL (H3K4me3-high) and the loci with the lowest 10% of relative H3K27me3 levels (H3K27me-low) had higher expression levels in OCR HSCs (Supplementary Fig. 6c). Conversely, the H3K4me3-low and H3K27me3-high related genes had lower expression levels in OCR HSCs (Supplementary Fig. 6c). Given that the expression of AS genes trends toward a younger state in OCR HSCs (Fig. 3a, b), we examined whether changes in histone modifications in OCR HSCs are associated with the mitigation of AS gene expression changes in the OCR HSCs. For the 180 upregulated AS genes in aged HSCs^17^, 61 genes were associated with relatively lower H3K4me3 in OCR, and 17 genes overlapped with H3K27me3-high genes in OCR HSCs (Supplementary Fig. 6d). For 39 downregulated AS gene^17^, 7 genes overlapped with H3K4me3-high genes, and 1 gene overlapped with H3K27me3-low genes in OCR HSCs (Supplementary Fig. 6d). We focused on the 17 AS genes that showed increased levels of H3K27me3 in the OCR HSCs, as these H3K27me3 regions went against the global trend of overall decreased H3K27me3 level suggesting concerted mechanisms to increase the repression at these locations. Further, aged HSCs have global decreases in H3K27me3 compared to young HSCs (manuscript under review), and thus this increase of H3K27me3 might be reflective of a younger epigenetic status. These 17 AS genes also had lower levels of H3K4me3, and almost all showed reduced gene expression (Fig. 4b). 

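Of the 17 genes shown by the paper, 16 had lower expression in OCR than in OAL HSCs and 10 of them were DEGs. Adjusted over all genes the paper names for these experiments, and not over these 17 alone, 12 passed. The paper chose the 17 genes by their H3K27me3 and their place in the AS list. The log2 fold changes ran from -1.24 for Mab21l2 to 0.39 for Bcl6, the gene that was higher in OCR (SE 0.212, edgeR adjusted p = 0.383). No library of one group overlapped with the other for 7 genes, an arrangement that chance gives to a share of 0.0286 of genes. Kdr, Bmpr1a, Mab21l2 (SE 0.156, edgeR adjusted p = 2.22e-06), Ptprk (-0.84, SE 0.116, adjusted p = 9.89e-06), Lpl (-0.72, SE 0.116, adjusted p = 0.000101), Sfrp1 (-0.54, SE 0.0927, adjusted p = 0.000245), Dhx40 (-0.79, SE 0.144, adjusted p = 0.000506) and Ramp2 (-0.88, SE 0.165, adjusted p = 0.000694) were DEGs with every library left out in turn. Ntf3 (-0.99, edgeR adjusted p = 0.0320), at 1.60 CPM in OCR, lost its call in 7 of the 8 fits with a library left out, and Cxcl16 (-0.53, adjusted p = 0.0351) in 5. Runx1t1 (-0.35, edgeR adjusted p = 0.0559) was not a DEG, and passed with DESeq2, without the filter, with a minimum of 10 counts, and without OCR replicate 4 (edgeR adjusted p = 0.00470). Chrna7, Rab34, Ddr1, Evc and Cntn1 were lower by log2 fold changes of -0.38 to -0.12 and were not DEGs.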

We focused on *Kdr* and *Bmpr1a* which showed the highest fold increase in H3K27me3 and also had robust change in gene expression. 

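Kdr (ENSMUSG00000062960), which encodes a receptor for vascular endothelial growth factor, lies on the minus strand of chromosome 5 from 75932827 to 75978458 of mm10. Its expression was 43.1 ± 2.02 CPM in OAL and 19.9 ± 5.82 CPM in OCR HSCs (SD, n = 4 each), a log2 fold change of -1.14 (SE 0.134, edgeR adjusted p = 7.80e-07) that stayed between -1.32 and -1.01 with each library left out. Bmpr1a (ENSMUSG00000021796), a receptor for bone morphogenetic proteins, lies on the minus strand of chromosome 14 from 34410734 to 34503341. It stood at 38.7 ± 7.58 CPM in OAL and 23.2 ± 0.813 CPM in OCR, a log2 fold change of -0.76 (SE 0.119, edgeR adjusted p = 6.58e-05) that stayed between -0.90 and -0.68. No OCR library reached the level of an OAL library for either gene (exact permutation test, p = 0.0286). In the refed OCRRF HSCs, Kdr stood at 44.9 ± 11.2 CPM and Bmpr1a at 27.1 ± 4.35 CPM (SD, n = 2). The log2 fold change of Kdr between OCRRF and OAL was -0.06 (SE 0.119, edgeR adjusted p = 0.746). Its mean level was slightly higher in OCRRF, as the fit carries TMM factors and the levels do not. The log2 fold change of Bmpr1a was -0.64 (SE 0.156, edgeR adjusted p = 0.0348), larger in size than its levels give. This call was lost without OAL replicate 1, 2 or 3. The authors' H3K27me3 signal in the OCR replicates was 1.67 and 1.87 over the 2000 bp from the TSS of Kdr (chromosome 5 from 75976456 to 75978455) and 2.61 and 3.4 at Bmpr1a (chromosome 14 from 34500547 to 34502546). Their H3K4me3 signal was 26.2 and 21.2 at Kdr and 26.1 and 21.1 at Bmpr1a. The OAL histone libraries were not analysed here.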

Increased levels of H3K27me3 and decreased levels of H3K4me3 were at the promoters of *Kdr* and *Bmpr1a*, associated with reduced gene expression in the OCR HSCs compared to the OAL (Fig. 4c, d), suggesting this altered epigenetic regulation contributed to the changes in expression. As both *Kdr* and *Bmpr1a* encode cell-surface receptors involved in multiple signaling pathways, the regulatory genes have potential to globally impact gene transcription, and we felt these would be strong candidates for contributing to altered transcriptional profiles of the OCR HSCs. Additionally, *Bmp4*, the gene coding a ligand for *Bmpr1a*, also showed similar histone modification changes and decreased gene expression in OCR HSCs (Supplementary Fig. 6e).

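Bmp4 (ENSMUSG00000021835, minus strand of chromosome 14 from 46383520 to 46390669 of mm10) fell from 26.7 ± 5.54 CPM in OAL to 11.3 ± 4.13 CPM in OCR HSCs (SD, n = 4 each). The log2 fold change was -1.28 (SE 0.175, edgeR adjusted p = 9.71e-06), and every OCR library lay below every OAL library (exact permutation test, p = 0.0286). After refeeding it stood at 23.4 ± 5.97 CPM (SD, n = 2), a DEG against OCR (0.94, SE 0.204, edgeR adjusted p = 0.00387) and not against OAL. In the OCR replicates, the authors' H3K27me3 signal over the 2000 bp from its TSS (chromosome 14 from 46388670 to 46390669) was 2.79 and 2.71 and their H3K4me3 signal was 11.8 and 11.9. From the histone marks of OAL and OCR at these promoters and the lower expression, the paper proposes that altered epigenetic regulation contributed to the expression changes.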

To explore the role of KDR and BMPR1A in aged HSCs, we explored if knockdown of *Kdr* and *Bmpr1a* in aged HSCs could recapitulate the improved transcriptome signature observed in OCR HSCs. To investigate the effects of combinational and individual knockdowns, we infected purified, aged HSCs with both GFP-labeled *Kdr* shRNA virus (shRNA5) and mCherry-labeled *Bmpr1a* shRNA virus (shRNA1,2), or both GFP- and mCherry-labeled scramble shRNAs. These cells were then transplanted into lethally irradiated recipient mice with a radioprotective dose of myeloid progenitor cells (Fig. 4e and Supplementary Fig. 6f, g). This transplant paradigm allowed for continuous knockdown of these transcripts in HSCs, not feasible in vitro. At the end of the transplantation period, *Kdr* and *Bmpr1a* double knockdown HSCs, as well as *Kdr* single knockdown HSCs, were sorted for RNA-seq analysis (Fig. 4e). Scramble shRNA infected HSCs (GFP^+^mCherry^+^, or GFP^+^) were purified from transplanted mice as controls. 

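RNA-seq libraries of the transplanted cells came from HSCs with Kdr shRNA5 (n = 4) and their GFP scramble controls (n = 2), and from HSCs with Kdr shRNA5 and a Bmpr1a shRNA (n = 4, replicates 1 and 2 for each of Bmpr1a shRNA1 and shRNA2) and their double scramble controls (n = 2). The authors counted reads on genes as for the CR libraries. Totals were 39043511 to 44780217 reads in Kdr knockdown HSCs (median 40891918), 37490254 and 41580296 in their controls, 35657999 to 39856494 in double knockdown HSCs (median 38397676), and 38230212 and 40557302 in their controls. Each knockdown was compared with its own scramble controls. With 4 libraries against 2, the smallest two-sided exact permutation p is 0.0667, so single values cannot reach 0.05 that way. In simulated counts with 200 genes of a mean of at least 5 CPM changed 2-fold, 89.0% were recovered for the Kdr knockdown and 80.5% for the double knockdown. These rates do not cover genes with lower means, such as Kdr.
Kdr was lower in every knockdown library than in every scramble library. In the Kdr single knockdown it stood at 1.9, 2.2, 3.3 and 2.0 CPM against 6.1 CPM in both controls, a log2 fold change of -1.35 (SE 0.252, exact permutation test, p = 0.0667). Its edgeR adjusted p was 0.247 over all 20098 genes tested and 0.0202 over only the genes the paper names for these experiments. DESeq2 gave an adjusted p of 0.00276. In the double knockdown Kdr stood at 1.2, 0.6, 1.6 and 1.3 CPM against 3.9 and 4.6 CPM, a log2 fold change of -1.86 (SE 0.373, edgeR adjusted p = 0.272, and 0.0256 over only the genes the paper names). Bmpr1a stood at 4.4 and 0.7 CPM with shRNA1 and at 2.2 and 0.6 CPM with shRNA2, against 5.2 and 4.4 CPM in the double scramble controls (-1.29, SE 0.717, edgeR adjusted p = 0.602). Replicate 1 of shRNA1 thus held Bmpr1a at the level of a control.

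**Figure D3:**
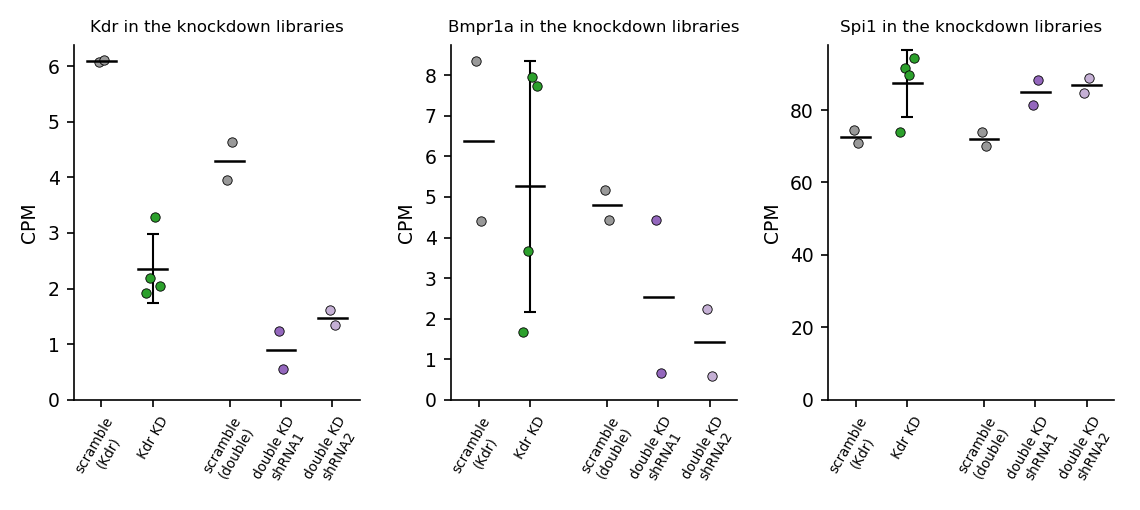
Expression of Kdr, Bmpr1a and Spi1 (vertical axes, CPM without TMM factors) in each scramble and knockdown library of the transplanted HSCs, with a point for each library and a horizontal line for the group mean. Kdr lies at 3.3 CPM or below in the 8 knockdown libraries, and Bmpr1a reaches 4.4 CPM in 1 double knockdown library.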

GSEA analysis of RNA-seq data revealed that both the *Kdr* and *Bmpr1a* double knockdown, as well as the *Kdr* single knockdown resulted in decreased expression of upregulated AS genes (Supplementary Fig. 6h, left). Conversely, these knockdowns were enriched for increased expression of downregulated AS genes (Supplementary Fig. 6h, right). 

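The upregulated AS genes had a median log2 fold change of -0.15 in the Kdr knockdown (176 genes) and -0.30 in the double knockdown (173 genes). limma's camera test at its preset correlation passed both (adjusted p = 6.36e-09 and 2.88e-11). Under fry, neither passed (limma adjusted p = 0.125 and 0.313), and neither did with an estimated correlation, which also held for the other sets that camera called in the knockdowns. Scores per library relative to the scramble mean were -0.182 ± 0.111 in the Kdr knockdown (SD, n = 4, exact permutation test, two-sided p = 0.133). In the double knockdown they were -0.374 ± 0.375 and reached from -0.928 to -0.117 (SD, n = 4, exact permutation test, p = 0.267). Every library of either knockdown lay below both of its controls. The margin was narrow in the Kdr knockdown, at -0.0535 against -0.0500, and wider in the double knockdown, at -0.117 against -0.0351. With either Bmpr1a shRNA alone against the double scramble controls, the median was -0.38 for shRNA1 and -0.13 for shRNA2.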

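The 39 downregulated AS genes had a median log2 fold change of 0.13 in the Kdr knockdown, with 27 genes higher, and 0.21 in the double knockdown (limma camera adjusted p = 1.01e-05 and 2.44e-07, limma fry adjusted p = 0.115 and 0.313). Scores relative to the scramble mean were 0.146 ± 0.0203 in the Kdr knockdown, above both controls (SD, n = 4, exact permutation test, p = 0.0667), and 0.215 ± 0.189 in the double knockdown (SD, n = 4, exact permutation test, p = 0.267). Of 10000 random lists matched in size, expression, exon length and GC content, 3 reached the median of the Kdr knockdown and none that of the double knockdown. From these shifts of the AS genes, the paper proposes that knockdown of Kdr and Bmpr1a can move the transcriptome of aged HSCs towards a younger state.

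**Figure D4:**
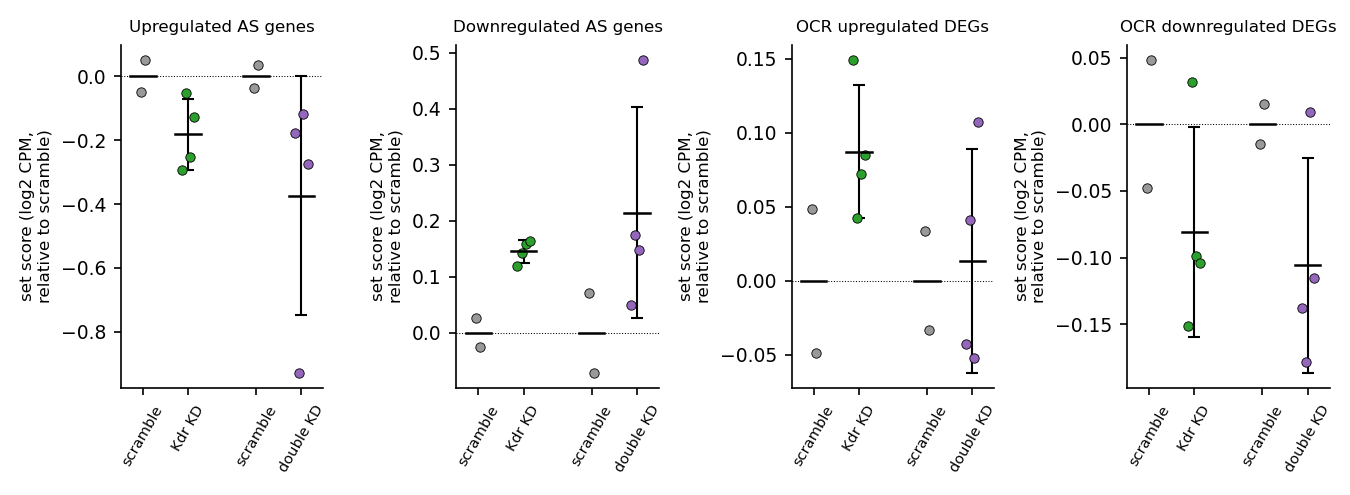
Scores of the gene lists named above the panels (vertical axes, median log2 CPM over the list minus the mean of the scramble controls) in transplanted HSCs, with a point for each library, a horizontal line for the group mean and error bars of ± 1 SD for the knockdown groups of 4 libraries. The scores of upregulated AS genes reach from -0.928 to -0.117 in the double knockdown.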

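The difference between the knockdowns was tested in 1 fit of all 12 transplanted libraries, as the double knockdown effect minus the Kdr knockdown effect. The paper infected cells with both viruses before the transplant and sorted single and double knockdown HSCs afterwards. It does not say whether libraries of both kinds shared recipient mice, and the fit treated them as independent. Its median was -0.15 for the upregulated AS genes (limma camera adjusted p = 0.00299, fry adjusted p = 0.60) and 0.13 for the downregulated AS genes (camera adjusted p = 0.0504). Without shRNA1 replicate 2 the difference for the upregulated AS genes was -0.03 and did not pass under camera.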

The effect was more pronounced with the double knockdown, as indicated by a higher enrichment score (Supplementary Fig. 6h). These findings suggest that knockdown of *Kdr* and *Bmpr1a* can shift the aging transcriptome of HSCs towards a more youthful state and imply that epigenetic repression of *Kdr* and *Bmpr1a* expression contributes to the improved transcriptome in OCR HSCs.

### Cell surface receptor *Kdr* is a regulator of the CR response in OCR HSCs

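The paper's lists of genes up- and downregulated in OCR HSCs (Supplementary Data 1) were tested as sets in the knockdown libraries. Downregulated genes of OCR had a median log2 fold change of -0.07 in the Kdr knockdown (734 genes) and -0.09 in the double knockdown (733 genes), with limma camera adjusted p = 0.000259 and 5.53e-05. Upregulated genes of OCR had a median of 0.09 in the Kdr knockdown (limma camera adjusted p = 4.20e-08) and 0.01 in the double knockdown (limma camera adjusted p = 0.421). The sign of the last median turned with shRNA1 alone, and with a filter at a mean of 5 CPM that was chosen after the data were seen. None of these 4 shifts passed under fry (limma adjusted p of 0.221 for both lists in the Kdr knockdown). The difference between the knockdowns was tested for the upregulated genes of OCR, with a median of -0.06 for double minus single (limma camera adjusted p = 0.000990, fry adjusted p = 0.60).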

When performing GSEA analysis with the DEGs identified in OCR HSCs, we observed that while both the *Kdr* and *Bmpr1a* double knockdown and the *Kdr* single knockdown can mimic the CR-associated gene downregulation in OCR HSCs, only the *Kdr* single knockdown recapitulated the CR-associated gene upregulation (Fig. 4f). 

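In the Kdr knockdown, 288 of 734 downregulated genes of OCR had a log2 fold change above 0, and in the double knockdown 277 of 733 did. Scores over this list, relative to the scramble mean, were -0.0805 ± 0.0788 and -0.106 ± 0.0807 (SD, n = 4 each, exact permutation test, two-sided p = 0.267 for each).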

A direct comparison of DEG expression levels showed that the DEGs downregulated in OCR HSCs were significantly downregulated in both the double and single knockdown HSCs (Fig. 4g, upper panel). However, DEGs upregulated in OCR HSCs were only significantly upregulated in the *Kdr* single knockdown HSCs (Fig. 4g, lower panel).

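Of 887 tested genes upregulated in OCR, 591 were higher in the Kdr knockdown and 467 in the double knockdown. Scores over the list were 0.0871 ± 0.0449 in the Kdr knockdown (SD, n = 4, exact permutation test, two-sided p = 0.200) and 0.0134 ± 0.0754 in the double knockdown (SD, n = 4, exact permutation test, p = 0.933). The central 95% of the medians of random lists matched in this way lay from 0.0071 to 0.0316 in the Kdr knockdown, none of 10000 at the observed median, and 6514 of 10000 random lists were at or above it in the double knockdown. Across 11796 genes, the log2 fold changes of the knockdowns had a Pearson's r of 0.292 and a Spearman's rho of 0.451. Against the fold changes of OCR versus OAL, r was 0.198 for the Kdr knockdown and 0.123 for the double knockdown, with rho 0.122 and 0.0642. Genes are not independent replicates in these correlations, and single and double knockdown libraries may have shared recipient mice. For comparison with contrasts that hold no knockdown, r was 0.0558 and rho 0.0215 between the Kdr knockdown and the difference of the 2 double scramble controls, and r was 0.230 and rho 0.0892 between the double knockdown and the difference of the 2 single scramble controls.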

Under CR stress, HSCs are driven into cell cycle and maintain circulating myeloid cells (Fig. 2). To investigate whether *Kdr* plays a role in regulating the response of HSCs to CR, we performed DEG analysis using RNA-seq data from control (GFP-Scramble) and *Kdr* knockdown (*Kdr*-shRNA5) HSCs (Supplementary Fig. 6i). 

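At the thresholds of the paper for this comparison, a fold change above 1.2 and an unadjusted p below 0.05, 600 genes were higher and 759 lower in Kdr knockdown than in scramble HSCs, of 20098 tested (exact binomial test against 50%, p = 1.78e-05, across genes that are not independent). With the Benjamini-Hochberg adjustment, 3 genes were DEGs in edgeR and 303 in DESeq2. The 3 were Il1rapl2 (ENSMUSG00000059203, log2 fold change -2.0, SE 0.164, edgeR adjusted p = 0.0114), Cd74 (ENSMUSG00000024610, -1.30, SE 0.111, adjusted p = 0.0114) and H2-Aa (ENSMUSG00000036594, -0.98, SE 0.101, adjusted p = 0.0367), all lower in the knockdown. Their calls were kept in 1, 2 and 1 of the 4 fits with a knockdown library left out, and none was kept against the scramble controls of both experiments together. Without Kdr knockdown replicate 3 no gene passed, and without replicate 2 there were 12.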

Pathway analysis indicated that DEGs in the *Kdr* knockdown HSCs were involved in cell cycle related pathways (Fig. 4h and Supplementary Fig. 6j). 

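Reactome sets were compared between Kdr knockdown and scramble HSCs as for OCR. Under limma's camera test, 135 of 679 sets were up and 37 down, and under fry no set passed. Mitotic Prometaphase (100 genes) had a median log2 fold change of 0.15 (camera adjusted p = 2.54e-09, fry adjusted p = 0.356, both from limma), Cell Cycle, Mitotic (381 genes) of 0.10 (limma camera adjusted p = 1.08e-08) and DNA Replication (98 genes) of 0.13 (limma camera adjusted p = 2.94e-08). The fixed S phase list had a median of 0.18 with 39 of 43 genes higher, and the G2/M list 0.28 with 48 of 54 genes higher (limma camera adjusted p = 6.36e-09 and 6.91e-22, fry adjusted p = 0.221 and 0.115). Scores over the lists were 0.176 ± 0.129 and 0.277 ± 0.125 in the Kdr knockdown (SD, n = 4, exact permutation test, two-sided p = 0.267 and 0.133). The S phase score of replicate 1 was 0.37, against 0.103 to 0.127 in the other replicates.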

CellRadar analysis showed a clear overlap between expression plots generated with DEGs identified in OCR HSCs compared to OAL HSCs and those from *Kdr* knockdown old HSCs compared to scramble control old HSCs (Fig. 4i). In *Kdr* knockdown HSCs, upregulated DEGs were enriched in genes related to ST-HSC and myeloid/erythroid cells (preGM, GMP, nucleated erythrocytes), while downregulated DEGs were enriched in LT-HSC and monocyte related genes (Fig. 4i). These findings suggest that *Kdr* knockdown induces a transcriptome that favors cell cycle progression and myeloid differentiation while inhibiting HSC self-renewal, mimicking the effects of CR. This indicates that *Kdr* not only contributes to the improved aging transcriptome in HSC under CR conditions but also plays a crucial role in regulating the CR response in HSCs.

### PU.1 regulates the response of HSCs to CR by increased binding to its target genes

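ATAC-seq marks open chromatin by the sites where the Tn5 transposase inserts adapters. The deposited values were whole-number counts per peak. The authors aligned reads with BWA to mm10, removed duplicates, kept uniquely mapped reads, called peaks with MACS at an FDR below 0.01 and merged them to 131918 consensus peaks. OCR (n = 4) and OCRRF (n = 2) libraries were analysed, and the OAL libraries were not analysed here. Totals over the peaks were 15721335 to 19558148 reads in OCR (median 16887458.5) and 16756636 and 18123022 in OCRRF. Peaks were tested with edgeR's quasi-likelihood test on TMM-normalized counts, and DARs had a fold change above 1.5, a mean log2 CPM above 1.5 and a Benjamini-Hochberg adjusted p below 0.05, the paper's thresholds. In simulated counts with 200 peaks of a mean of at least 5 CPM changed 2-fold, 94% were recovered.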

To identify potential intracellular regulators of the CR response we performed ATAC-seq on OAL, OCR, and OCRRF HSCs. PCA analysis revealed that samples from the same treatment group clustered together (Supplementary Fig. 7a). Differentially accessible region (DAR) analysis identified a similar number of DARs with increased (663) or decreased (673) accessibility in OCR HSCs (Fig. 5a and Supplementary Fig. 7b). Notably, the changes in chromatin accessibility were largely reversible, with accessibility in OCRRF HSCs returning towards the levels observed in OAL HSCs (Fig. 5a). 

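Between OCR and OCRRF HSCs, 273 of 123372 tested peaks were DARs, 112 more accessible and 161 less accessible in OCR. At an unadjusted p below 0.05, 1707 peaks passed the fold change and log2 CPM thresholds, and 9286 passed without the fold change threshold. DESeq2 called 182 DARs, 162 of them among the 273, and DESeq2's size factors in edgeR gave 270. Without the fold change threshold there were 558. The count rested on single libraries. It was 99 without OCR replicate 1, 139 without replicate 2, 301 without replicate 3 and 368 without replicate 4. Peaks that overlapped a PU.1 ChIP-seq peak of OCR HSCs (5429 peaks) had a median log2 fold change of 0.02 for OCR versus OCRRF, with 53.1% more accessible in OCR, and the other 117943 peaks a median of 0.01, with 50.8%. From accessibility in all of OAL, OCR and OCRRF, the paper states that the changes were largely reversible.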

Transcription factor motif analysis of these DARs highlighted a significant enrichment of PU.1 and SPIB binding motifs in regions with increased accessibility in OCR HSCs (Fig. 5b). 

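Spi1 (ENSMUSG00000002111, chromosome 2 from 91082390 to 91115756 of mm10) stood at 54.8 ± 2.46 CPM in OAL and 60.9 ± 2.11 CPM in OCR HSCs (SD, n = 4 each). Spib (ENSMUSG00000008193, chromosome 7 from 44525993 to 44532071) stood at 0.306 ± 0.204 and 0.381 ± 0.203 CPM (SD, n = 4 each) and was removed by the filter on low counts. In every library of both groups Spi1 was the higher gene.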

Given the similarity in PU.1 and SPIB binding motifs and the higher expression levels of *Spi1* (the gene encoding PU.1) compared to *SpiB* in HSCs (Supplementary Fig. 7c), our results suggested PU.1 may be a key regulator of the CR response in HSCs.

**Fig. 5:**
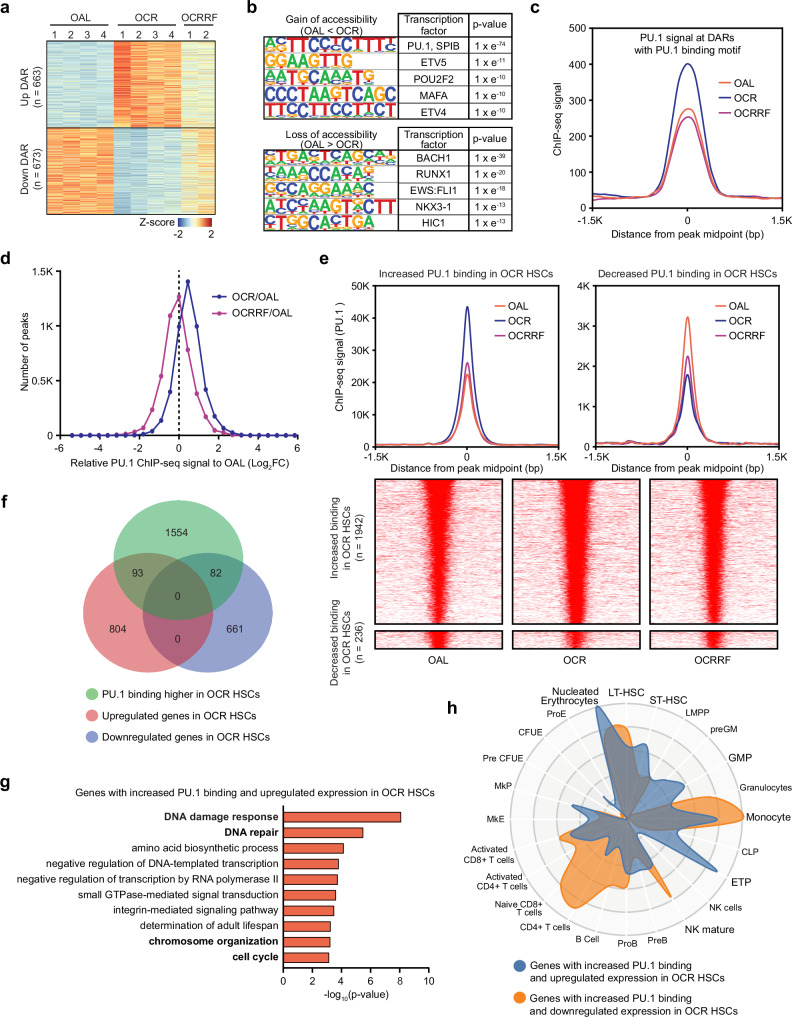
PU.1 regulates the response of HSCs to CR by increased binding to its target genes. **a** Heatmap of differentially accessible regions (DARs) between OAL and OCR HSCs (FC > 1.5, FDR < 0.05). **b** Transcription factors (TF) with binding motifs enriched in regions exhibiting CR-induced changes in accessibility. **c** Composite plot of PU.1 ChIP-seq signals at DARs containing PU.1 binding motif. **d** Comparison of PU.1 ChIP-seq signals at all peaks in OCR and OCRRF HSCs relative to OAL HSCs. **e** Heatmap and composite plots of PU.1 ChIP-seq signals generated from peaks with altered PU.1 binding (FC > 1.5) in OAL versus OCR HSCs comparison. **f** Venn diagram showing the overlap between genes with increased PU.1 binding and DEGs from OAL versus OCR comparison. **g** Pathway analysis of genes with increased PU.1 binding and upregulated expression in OCR HSCs. Gene Ontology enrichment was performed using DAVID. Enrichment *p*-values correspond to the DAVID EASE Score (modified one-sided Fisher’s exact test) without correction for multiple testing. **h** CellRadar plot derived from the overlapping genes between those with increased PU.1 binding and the DEGs in the OAL versus OCR comparison.

To test this, we conducted PU.1 ChIP-seq on OAL, OCR, and OCRRF HSCs. 

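PU.1 ChIP-seq was made from HSCs, with 1 library per antibody and diet. For OAL, OCR and OCRRF alike, the labels describe replicate 1 with a ThermoFisher antibody and give no antibody for replicate 2. The abcam antibody of replicate 2 was read from the name of its deposited file, and the paper's methods list both antibodies without saying which replicate used which. On this reading the libraries of a diet are not replicates of one measurement, and diets were compared within each antibody. The authors called peaks on each library with MACS2 at an FDR below 0.05 and deposited for each peak its position, its summit, a score, the fold enrichment and the -log10 of the p and q values. Fold enrichment and q are the authors' own values and were used only within a list. The lists held 3046 peaks for OAL, 5464 for OCR and 2817 for OCRRF with the ThermoFisher antibody, and 2900, 3852 and 2262 with the abcam antibody. Median peak widths were 273 to 327.5 bp and median fold enrichments 7.86 to 8.40. The paper's reporting summary gives 5641755 and 5983255 reads after removal of duplicates for OAL and 5500357 and 5412741 for OCR, so that OCR had 0.975 and 0.905 times the reads of OAL. Of the peaks with the ThermoFisher antibody, 70.3% in OAL, 58.1% in OCR and 61.1% in OCRRF overlapped an abcam peak by at least 1 bp.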

Genome browser viewing of our data confirmed the reported self-regulation of PU.1^21^, with binding of PU.1 upstream of its promoter (Supplementary Fig. 7d). 

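Distances at Spi1 were taken from the start of the gene in the annotation, at 91082390. A peak 11673 to 11706 bp upstream of that start was called in all 6 libraries, in sequence annotated as intergenic. In OCR HSCs with the ThermoFisher antibody it lay on chromosome 2 from 91070471 to 91070953 of mm10. Its fold enrichment was 18.8 to 24.0 in the 6 libraries, and it ranked from 24 to 76 among the peaks of each list. A peak in an annotated Spi1 intron, 632 to 722 bp downstream of that start, was also called in all 6 libraries with fold enrichments of 5.49 to 15.0. The promoter windows of the histone marks place a TSS of Spi1 at 91096678. Both peaks lie upstream of that TSS. A peak 30228 and 30284 bp upstream, in an intron of Gm13778, was called only in the OCR libraries, with fold enrichments of 5.17 for the ThermoFisher and 7.59 for the abcam antibody. Near its summits lay a GAGGAA core motif of PU.1 on the minus strand, from 91052189 to 91052194, within the plus-strand sequence CCCAAGGTTCCTCTGCAGTG.

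**Figure D5:**
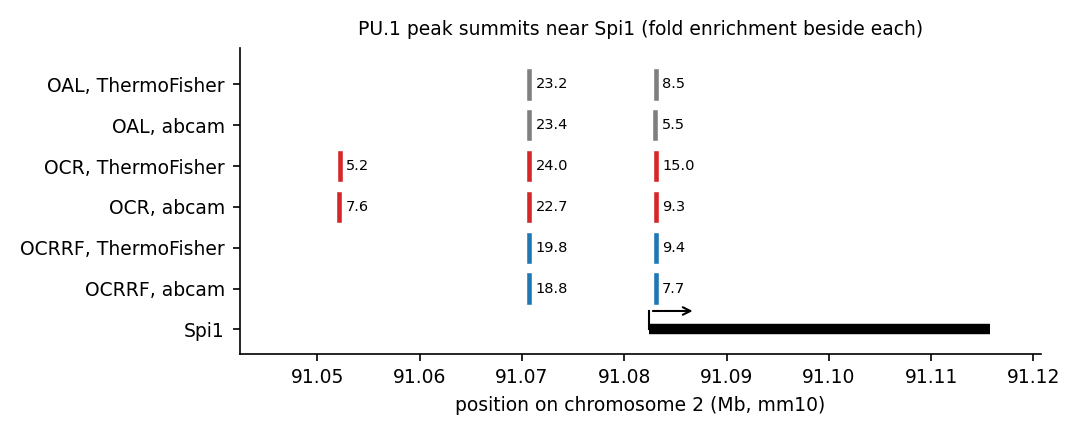
PU.1 peaks around Spi1 (horizontal axis, position on chromosome 2 of mm10) in the 6 ChIP-seq libraries, with a vertical mark at each peak summit and its fold enrichment beside it, a black bar for the gene and an arrow for the direction of its transcription. The mark 11673 to 11706 bp upstream of the annotated start of the gene stands in all 6 libraries.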

Consistent with the motif enrichment analysis, we observed increased PU.1 binding in OCR HSCs at DARs with a PU.1 binding motif, which returned to OAL levels upon refeeding (Fig. 5c). Genome-wide comparison of PU.1 binding demonstrated an overall trend of increased binding in OCR HSCs compared to OAL HSCs, which normalized after refeeding (Fig. 5d). 

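The OCR lists held 1.79 times the peaks of the OAL lists with the ThermoFisher antibody and 1.33 times with the abcam antibody. The OCRRF lists held 0.925 and 0.780 times the peaks of OAL. Among peaks with a q below 0.001 the ratios of OCR to OAL were 1.76 and 1.31, and among peaks found by both antibodies 1.48. The covered sequence was 967959, 1630792 and 829147 bp in OAL, OCR and OCRRF with the ThermoFisher antibody and 988878, 1162703 and 654777 bp with the abcam antibody. A peak list gives no signal outside its peaks, so the binding levels of the paper's genome-wide comparison were not analysed here. With 1 library per antibody and diet there is no replicate check of these numbers within an antibody. Across the antibodies, the order of the diets was the same, with OCR highest and OCRRF lowest.

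**Figure D6:**
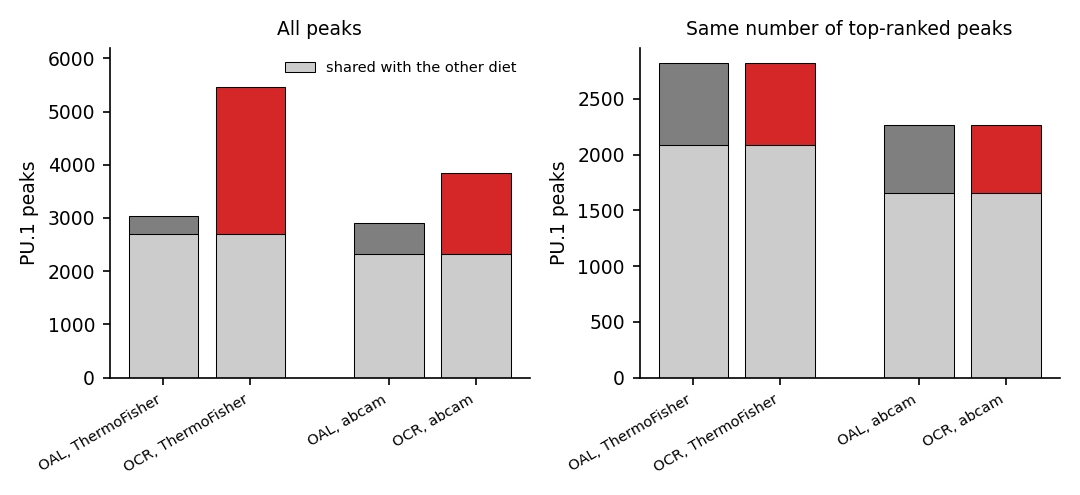
Number of PU.1 peaks per library (vertical axes) by diet and antibody, in grey for peaks shared with the other diet and in colour for peaks that are not, with all peaks on the left and equal numbers of top-ranked peaks on the right. OCR holds 5464 and 3852 peaks against 3046 and 2900 in OAL, and on the right the unshared numbers of both diets are nearly equal because the lists have equal length.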

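With the ThermoFisher antibody, 2758 of 5464 OCR peaks overlapped no OAL peak and 338 of 3046 OAL peaks overlapped no OCR peak. With the abcam antibody these counts were 1537 of 3852 and 585 of 2900, and for peaks found by both antibodies 1265 and 233. Lists of equal length have nearly equal unshared numbers by construction. Among the 2817 top-ranked ThermoFisher peaks of each diet, 734 OCR peaks were absent from OAL and 732 OAL peaks absent from OCR, and among 2262 top-ranked abcam peaks 603 and 604. Between OCR and OCRRF, 2984 and 1929 OCR peaks were not shared with OCRRF, while 88.0% and 85.1% of OCRRF peaks were shared with OCR.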

Consistent with this, we identified more peaks with increased PU.1 binding (1942) rather than decreased binding (236) in OCR HSCs (FC > 1.5) (Fig. 5e). Comparisons of genes associated with increased PU.1 binding and DEGs in OCR HSCs showed a balanced number of upregulated and downregulated DEGs with increased PU.1 binding (Fig. 5f), consistent with the reported activity of PU.1 functioning as both an activator and repressor of gene transcription^22^. 

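An OCR peak absent from OAL (ThermoFisher antibody) lay within 50 kb of the TSS of 151 of 687 upregulated DEGs of OCR (22.0%) and 208 of 808 downregulated DEGs (25.7%). For 10000 random gene lists matched in size and mean expression the central 95% of the shares lay from 20.2% to 26.4% and from 21.2% to 26.9%, so both observed shares fell among those of the random lists. With the abcam antibody the shares were 14.1% and 15.4%, also within the central 95% of their random lists. The paper relates the balanced numbers of up- and downregulated DEGs with increased binding to earlier reports of PU.1 as an activator and a repressor of transcription.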

Pathway analysis of these overlapping DEGs revealed an enrichment of cell cycle related pathways among the upregulated DEGs in OCR HSCs (Fig. 5g and Supplementary Fig. 7e), indicating that increased PU.1 binding is involved in regulating the cell cycle response to CR in HSCs. CellRadar analysis further showed that the upregulated overlapping DEGs in OCR HSCs were enriched for erythroid related genes (nucleated erythrocyte), while the downregulated overlapping DEGs were enriched for LT-HSC related genes (Fig. 5h). This suggests that increased PU.1 binding in OCR HSCs is also involved in regulating differentiation choices and inhibiting HSC self-renewal. To investigate potential binding partners of PU.1, we performed transcription factor motif enrichment analysis using HOMER, examining sequences within ±200 bp of the centers of PU.1 peaks associated with genes either upregulated or downregulated after CR. Both de novo and known motif analyses were conducted. As expected, the PU.1 motif was the most significantly enriched motif in both up- and downregulated gene-associated peaks (Supplementary Fig. 8a), confirming the specificity and robustness of our dataset. 

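Within 200 bp of the peak summits of each of the 6 libraries, 69.9% to 72.6% of peaks held GAGGAA, the core of the PU.1 motif, on either strand. At control positions shifted by 5000 bp, 32.5% to 34.5% held it. The longer GAGGAAGT stood near 37.1% to 41.4% of summits and 2.24% to 2.64% of control positions. Within 100 bp, a window chosen after the data were seen, 61.4% to 64.9% of peaks and 18.2% to 19.9% of control positions held GAGGAA. HOMER was not used here.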

Among known motifs, we observed similar enrichment of ETS family transcription factors - including ELF4, ETS1, FLI1, GABPA, and ERG - across both up- and downregulated gene-associated peaks (Supplementary Fig. 8a, left). These factors share the ETS DNA-binding domain and are known to act as either activators or repressors in a context-dependent manner, consistent with PU.1’s dual regulatory roles. Interestingly, de novo motif analysis revealed modest enrichment of distinct motifs between the two gene sets: NFIA and HMGA1 motifs were more enriched in PU.1 peaks linked to upregulated genes, whereas ZFP335 and MYBL2 motifs were more enriched in those associated with downregulated genes, although their enrichment p-values were substantially higher than that of PU.1 (Supplementary Fig. 8a, right). These results suggest that PU.1 may engage different co-regulatory partners in distinct transcriptional contexts. Alternatively, PU.1’s dual activity may involve sequence-independent mechanisms, such as recruitment of different chromatin modifiers to regulate transcription. To further explore the potential link between KDR and PU.1 pathways, we analyzed whether genes differentially expressed following *Kdr* knockdown were regulated by PU.1. ~50% of these DEGs had PU.1 binding within 50 kb of the transcription start site (TSS) (Supplementary Fig. 8b), indicating substantial potential regulatory overlap. Moreover, chromatin profiling revealed increased PU.1 binding after CR (Supplementary Fig. 8c), suggesting that PU.1 contributes to the transcriptional regulation of KDR-responsive genes under CR conditions. 

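Of the 1359 genes that changed in the Kdr knockdown at the thresholds of the paper, 1348 had a position in the annotation, and 575 of these (42.7%) had a PU.1 peak of OCR HSCs within 50 kb of the TSS. Among all 19886 tested genes with a position the share was 40.7%. Gene lists matched in size and mean expression gave 39.0% to 44.0%, and 1927 of 10000 of them had a share as high. A window of 10 kb gave 16.9% and one of 100 kb 61.1%, and peaks found by both antibodies gave 26.0%. Split by direction after the result was seen, 297 of 597 genes raised in the knockdown (49.8%) and 278 of 751 lowered genes (37.0%) had a peak, with 0 and 9879 of 10000 matched lists at or above these shares.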

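In OCR versus OAL HSCs Spi1 had a log2 fold change of 0.13 (SE 0.0839, edgeR adjusted p = 0.517). It was higher in every OCR library than in every OAL library (exact permutation test, two-sided p = 0.0286). In the Kdr knockdown it stood at 87.4 ± 9.28 CPM (SD, n = 4) against a mean of 72.6 CPM in the scramble controls (n = 2), a log2 fold change of 0.28 (SE 0.106, edgeR adjusted p = 0.502). In the double knockdown it stood at 85.9 ± 3.52 CPM (SD, n = 4) against 72.0 CPM (n = 2), above both controls, with a log2 fold change of 0.25 (SE 0.0669, edgeR adjusted p = 0.321, DESeq2 adjusted p = 0.0423). Its edgeR adjusted p was 0.0426 over only the genes the paper names for these experiments. A PU.1 peak 2604 to 2693 bp upstream of the Kdr TSS was called in all 6 ChIP-seq libraries, in sequence annotated as intergenic. In OCR with the ThermoFisher antibody it lay on chromosome 5 from 75980972 to 75981283 of mm10, with its summit at 75981122. The fold enrichment was 8.53 in OAL, 13.0 in OCR and 9.20 in OCRRF with that antibody, and 10.0, 12.1 and 10.8 with the abcam antibody. These folds belong to separate lists and were not tested against each other. A GAGGAA motif lay from 75981319 to 75981324, within TCTTTAGGAGGAAAAGAAGG, and within 200 bp of the OAL summits only.

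**Figure D7:**
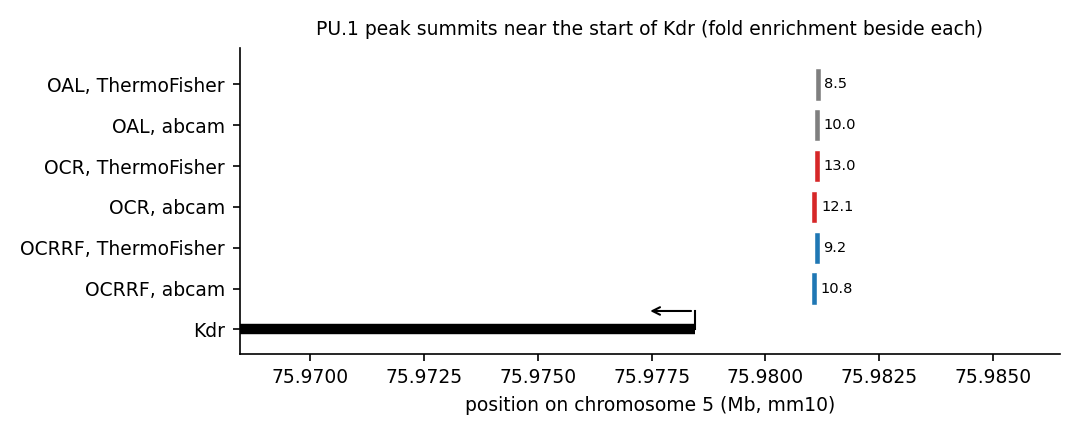
PU.1 peaks around the Kdr promoter (horizontal axis, position on chromosome 5 of mm10) in the 6 ChIP-seq libraries, with a vertical mark at each peak summit and its fold enrichment beside it, a black bar for the gene and an arrow for the direction of its transcription. A peak 2604 to 2693 bp upstream of the TSS stands in all 6 libraries.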

We also found that both CR and *Kdr* knockdown led to a modest increase in *Spi1* expression (Supplementary Fig. 8d), and ChIP-seq data showed PU.1 occupancy near the *Kdr* promoter (Supplementary Fig. 8e), supporting a possible reciprocal regulatory interaction between KDR signaling and PU.1 activity. In summary, our data support a role for PU.1 as an intracellular regulator of the CR response in HSCs and suggest that it may cooperate with KDR signaling to orchestrate the corresponding transcriptional program under CR conditions.

## Discussion

40% CR has been widely used as an effective method to mitigate aging-related functional decline^1^. However, despite its benefits, CR can also cause stress to the organism. Understanding how the hematopoietic system, especially HSCs, responds to CR is key to enhancing the positive effects of CR while minimizing immune suppression, a previously reported phenotype^7–9^. In this study, we found that male mice respond to this level of CR by reducing total white blood cell production, though whole bone marrow cellularity was not significantly decreased. Notably, while both myeloid and lymphoid cell production were reduced, myeloid cells - especially those critical for survival, such as MEPs, granulocytes, platelets, and red blood cells—were preferentially maintained. In contrast, lymphoid cell production was primarily suppressed, from early progenitor cells (MPPFlk2^+^ and CLPs) to differentiated B220^+^ blood cells. These findings are similar to the phenotypes seen after one year of 30% CR reported by the Rudolf group^9^. Unexpectedly, we observed increased cycling of HSCs under 40% CR conditions, which did not lead to enhanced self-renewal but rather promoted differentiation into myeloid cells. Although lymphoid differentiation was suppressed during CR, we observed a burst in lymphoid cell production upon refeeding, sometimes exceeding levels seen in ad lib fed mice. This suggests that modified feeding paradigms, such as cyclic CR or intermittent fasting, may preserve the benefits of CR while potentially maintaining or even enhancing immune function^23^. In terms of human health and disease prevention, intermittent or periodic CR may also be more practical and sustainable compared to lifelong CR.

The gold standard assays to test for functional potential, transplant assays, have previously shown lifelong CR does not affect HSCs’ function^14,15^, we also report no significant alterations in this paradigm (Supplementary Fig. 9), and we propose lack of functional translation of the altered HSCs’ transcriptional profiles is due to the swift reversal of CR-induced phenotypes when exposed to a fed environment. After refeeding, CR-associated changes in PB parameters, bone marrow cell frequencies, and HSC transcriptomes returned to levels similar to those seen in ad lib fed mice after just four weeks, and transplant experiments are four months. As recipient mice in transplantation assays were not CR treated - effectively creating a refed environment for the donor CR HSCs - this may contribute to the observed lack of differences between CR and control HSCs.

Importantly, our results showed that lifelong CR affects the HSC compartment transcriptionally, and the increased cycling did not appear to accelerate aging phenotypes; instead, a more youthful transcriptional state was present in lifelong CR HSCs. We examined whether other notable benefits associated with CR reported in other adult stem cells, including increased autophagy^24,25^ and changes in mTORC and Sirt1 pathways^26,27^ occurred in HSCs, but there were no significant enrichments for these pathways or targets. While most transcripts involved in these processes were not significantly altered, we did see a significant decrease in *Prkaa2*, *Ulk1*, and *Sqstm1 (p62)* (Supplementary Data 1) in the OCR HSCs compared to OAL, but didn’t observe these differences in the YCR. 

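Ulk1 (ENSMUSG00000029512) fell from 157.7 ± 7.24 CPM in OAL to 129.2 ± 7.17 CPM in OCR (SD, n = 4 each), a log2 fold change of -0.31 (SE 0.0790, edgeR adjusted p = 0.0139). The call was lost without OAL replicate 1 (adjusted p = 0.0560) or OAL replicate 4 (adjusted p = 0.0760) in edgeR. Sqstm1 (ENSMUSG00000015837) fell from 273.2 ± 4.42 to 226.7 ± 9.98 CPM (-0.29, SE 0.0765, edgeR adjusted p = 0.0177), and lost its call without OAL replicate 2 or 4. Both were lower in every OCR library (exact permutation test, p = 0.0286). Prkaa2 (ENSMUSG00000028518) fell from 14.8 ± 1.73 to 11.8 ± 1.24 CPM with overlapping libraries (-0.36, SE 0.133, edgeR adjusted p = 0.139, and 0.0202 over only the genes the paper names for these experiments). In YCR versus YAL, the 3 genes were lower by log2 fold changes of -0.83 to -0.24 and none was a DEG. Whether their response differed between the ages was tested as an interaction, and none of the 3 was among its 9 DEGs.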

While in somatic cells, CR has been reported to show metabolic remodeling, in muscle stem cells, no changes in metabolism were seen in calorically restricted animals^28^. While we did not directly measure changes in mitochondria metabolism, under CR conditions the old HSCs did show a decrease in both *Cpt1a* and *Acadl* which suggest potential reduction in fatty acid metabolism, which could affect the HSCs potential^29^, but these transcripts revert back to levels seen under ad lib feeding conditions which may explain the lack of this phenotype in the transplantation setting.

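Cpt1a (ENSMUSG00000024900), which encodes a carnitine palmitoyltransferase, fell from 349.6 ± 26.5 CPM in OAL to 213.4 ± 11.9 CPM in OCR (SD, n = 4 each), a log2 fold change of -0.73 (SE 0.0828, edgeR adjusted p = 3.91e-07). Acadl (ENSMUSG00000026003), an acyl-CoA dehydrogenase gene, fell from 208.3 ± 11.4 to 152.3 ± 5.28 CPM (-0.48, SE 0.0787, edgeR adjusted p = 0.000144). Every OCR library lay below every OAL library for both (exact permutation test, p = 0.0286). After refeeding, Cpt1a stood at 326.7 ± 21.4 CPM (SD, n = 2), a DEG against OCR (0.48, SE 0.117, edgeR adjusted p = 0.0116) and not against OAL (-0.22, SE 0.0764, edgeR adjusted p = 0.0834). The latter comparison passed with DESeq2 (adjusted p = 0.0158), with DESeq2's size factors in edgeR (adjusted p = 0.0369) and without the filter (edgeR adjusted p = 0.0266). Acadl stood at 184.9 ± 4.16 CPM (SD, n = 2), a DEG against OAL (-0.30, SE 0.0710, edgeR adjusted p = 0.0343) and not against OCR (0.15, SE 0.116, edgeR adjusted p = 0.545). The difference of Acadl from OAL lost its call without OAL replicate 2, 3 or 4. It also lost it with TMM factors from genes with a mean of at least 5 CPM, chosen after the data were seen. By its levels, Acadl in OCRRF lay nearer to OAL and further from OCR than these fold changes give, so the calls depend on the scaling.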

To better understand how CR mitigated acquiring an aged transcriptional signature, we evaluated associated epigenetic alterations. Surprisingly, little information about histone methylation under caloric restriction is available, with the majority of studies focused on histone acetylation (due to the SIRT1 connection), and the majority of studies performed in yeast or invertebrate models. We find globally a reduction in both H3K4me3 and H3K27me3 in the OCR HSCs compared to OAL. This is similar to changes that occur in liver cells under methionine restriction^30^, but in contrast to brains of female BALB/c with 30% caloric restriction, which showed increase in global H3K27me3. The global decrease in both marks in the OCR compared to OAL was striking to us as during aging we also see loss of these histone modifications in old HCSs compared to young (manuscript under review). Given that the transcriptome of the OCR HSCs was younger, we may have expected to see increased levels of both. Then, we examined loci that had epigenetic and corresponding transcriptional changes and focused on those with relatively increased levels of H3H27me3 and decreased gene expression. This profiling identified several receptors from the HSC aging signature gene list that show increased expression in aged HSCs^17^ but decreased expression in the OCR HSCs. We focused on *Kdr* and *Bmpr1a* as they showed the most robust relative increase of H3K27me3, associated with decreased expression of these transcripts in OCR HSCs.

Knockdown of *Kdr* and *Bmpr1a* in aged HSCs isolated from ad lib fed mice improved their aging transcriptome, suggesting that these receptors’ related pathways are critical in shaping HSC aging characteristics. We designed our transplant paradigm to evaluate the effects of sustained knockdown on transcription in old HSCs, but by prioritizing this aspect, we were precluded from analyzing the functional output of the aged HSCs. Since we minimized the time of exposure to the viruses ex-vivo (up to 24 h) and didn’t sort for GFP or mCherry expression before transplantation, we are unable to determine how competitive each of the transplants were, as we transplanted both infected and non-infected HSCs precluding analysis of changes in functional potential. However, we were able to demonstrate that these key receptors play an important role in regulating the HSC transcriptome.

We believe that KDR will be an intriguing receptor to modulate to mitigate aging HSCs phenotypes as KDR is a vascular endothelial growth factor receptor crucial for angiogenesis, vascular development and HSC survival^31,32^. VEGF signaling has been implicated in aging phenotypes^33^, and in tumor models, targeting KDR restored frequencies of HSC populations. KDR has also been implicated in mediating differentiation choices in inflamed cancer conditions, with KDR inhibiting lymphoid cell development^34^. Intriguingly, PU.1 is also essential for differentiation choices, involved in both myeloid and lymphoid differentiation^35,36^. Further PU.1 has been shown to modulate the HSC cell cycle, either preventing HSC exhaustion or limiting their expansion during inflammatory stress, primarily acting as a repressor of HSC cycling^21,37^; however, under CR conditions PU.1 acts as an activator of HSC cycling, indicating a context-dependent role. We have recently shown that during aging, changes in the chromatin accessibility of aged HSCs include the loss of accessibility at PU.1 binding sites, and increased access to RUNX1 and EWS:FLI1 binding sites (manuscript under review), all of which were significantly reversed in the lifelong CR HSCs.

We have presented data suggesting that HSCs have a unique response to CR and again highlight how individual cell types respond to 40% CR in diverse ways. HSCs increase their cycling and prioritize for generating life-critical cell types. We also demonstrate that methylation at H3K4 and H3K27 was globally reduced in OCR HSCs compared to OAL HSCs and that these histone methylation modifications respond to dietary interventions. Further, we identify two key receptors, that significantly increase with age on HSCs, and reducing their expression levels restores transcription to a more youthful signature. These receptors act in concert with changes in PU.1 binding under CR conditions mitigating age associated alterations in transcription. These data presented will inform future studies on drivers of the positive aspects of CR on hematopoiesis and suggest different cell types will respond to CR in distinct manners depending on their function and that inclusion of additional epigenetic modifications should be evaluated in dietary restriction studies.

It should be noted that this study was conducted exclusively in male mice, and future work will be necessary to determine whether similar mechanisms are conserved across sexes. Additionally, while we did not perform direct functional validation of immune suppression, previous studies indicating this response were validated by our results of suppressed lymphoid cell production, from early progenitor cells (MPPFlk2+ and CLPs) to differentiated B220+ blood cells at 40% CR.

## Methods

### Animals

Life-long ad lib feeding and CR mice (male, C57BL/6, 24-26 months) were acquired from the NIA Aged Rodent Colony. Young C57BL/6 (CD45.2) male mice (3-4 months), Ki67-RFP reporter mice, and young female transplant recipient B6.SJL-Ptprca Pepcb/BoyJ (CD45.1) mice were obtained from The Jackson Laboratory. Lifelong CR mice were subjected to 40% CR (60% of AL diet) starting at the age of 3-4 months. Short-term CR mice (3-4 months) were subjected to 20% CR for the first week, then 40% CR for another 3 weeks (C57BL/6) or 3 months (Ki67-RFP reporter mice). For refeeding, CR mice were returned to ad lib feeding for 4 weeks following either lifelong or short-term CR. All CR regimens were applied continuously, with the same restricted feeding maintained on both weekdays and weekends. Mice were maintained under a 12 h light/12 h dark cycle, at an ambient temperature of 69–75 °F, with relative humidity of 30–70%. All animal experiments were performed under protocols approved by NIA Institutional Animal Care and Use Committees (469-TGB-2025).

### Antibodies

#### Flow cytometry

The following antibodies are from Biolegend: Biotin anti-TER119 (Cat# 116204, 1:100 dilution), Biotin anti-B220 (Cat# 103204, 1:100 dilution), Biotin anti-CD3 (Cat# 100244, 1:100 dilution), Biotin anti-Mac-1 (Cat# 101204, 1:100 dilution), Biotin anti-Gr-1 (Cat# 108404, 1:100 dilution), PB anti-TER119 (Cat# 116232, 1:200 dilution), PB anti-B220 (Cat# 103227, 1:200 dilution), PB anti-Mac-1 (Cat# 101224, 1:200 dilution), PB anti-CD3 (Cat# 100214, 1:200 dilution), BV421 anti-Gr-1 (Cat# 108445, 1:200 dilution), BV421 anti-IL7Rα (Cat# 135027, 1:200 dilution), APC/Cy7 anti-Sca-1 (Cat# 108126, 1:200 dilution), PE anti-c-Kit (Cat# 105808, 1:200 dilution), BV421 anti-c-Kit (Cat# 105827, 1:200 dilution), APC anti-Flk2 (Cat# 135310, 1:50 dilution), PE/Cy7 anti-CD150 (Cat# 115914, 1:200 dilution), APC anti-CD48 (Cat# 103412, 1:200 dilution), APC anti-CD45.1 (Cat# 110714, 1:200 dilution), PerCP/Cy5.5 anti-CD45.1 (Cat# 110728, 1:100 dilution), PB anti-CD45.2 (Cat# 109820, 1:100 dilution), PerCP/Cy5.5 anti-TER119 (Cat# 116228, 1:200 dilution), APC/Cy7 anti-B220 (Cat# 103224, 1:200 dilution), PE anti-CD3 (Cat# 100206, 1:200 dilution), PE/Cy7 anti-Mac-1 (Cat# 101216, 1:200 dilution), FITC anti-Gr-1 (Cat# 108406, 1:200 dilution), BV510 anti-Gr-1 (Cat# 108457, 1:200 dilution). FITC anti-CD34 (Cat# 11-0341-85, 1:50 dilution) and PerCP/Cy5.5 anti-FcγRα (Cat# 45-0161-82, 1:100 dilution) are from ThermoFischer.

#### ChIP-seq

Anti-H3K4me3 (Sigma, Cat# 07-473, 1.5 ul per IP), anti-H3K27me3 (Diagenode, Cat# C15410195, 1.5 ul per IP), anti- PU.1 (ThermoFischer, Cat# MA5-15064, 9 ul per IP), anti- PU.1 (abcam, Cat# ab227835, 9 ul per IP).

### Peripheral blood analysis

Complete blood count (CBC) data were collected using Hemavet 950FS. Frequencies of PB cell populations were generated using flow cytometry after ACK treatment and staining with Ter119, B220, Mac-1, CD3, and Gr-1 for CR experiments; staining with CD45.1, CD45.2, Ter119, B220, Mac-1, CD3, and Gr-1 for transplantation experiments.

### Whole bone marrow analysis

Bone marrow cells were treated with ACK and then stained with antibodies. For staining WBM cells from ad lib and CR mice: lineage (Ter119, B220, Mac-1, CD3, Gr-1), Sca-1, c-Kit, CD34, Flk2, CD150, FcγRα. For staining WBM cells from post-transplant recipient mice: lineage (Ter119, B220, Mac-1, CD3, Gr-1), Sca-1, c-Kit, CD34, Flk2, CD150, CD45.1, CD45.2.

### HSC purification

Bone marrow cells were collected from crushed femurs, tibias, pelvises, humeri and filtered through 100 µm filters. Isolated BM cells were positively selected with PE c-Kit antibody and EasySep™ PE Positive Selection Kit II (17684, STEMCELL). For CR experiments, enriched cells were stained with antibodies against lineage (Ter119, B220, Mac-1, CD3, Gr-1, IL-7Rα), Sca-1, c-Kit, CD34, Flk2, CD150. For transplantation experiments, enriched cells were stained with antibodies against lineage (Ter119, B220, Mac-1, CD3, Gr-1), Sca-1, c-Kit, CD48, CD150, CD45.1, CD45.2. Propidium Iodide (PI) was used to exclude dead cells. HSCs were sorted as PI^-^Lin^-^Sca-1^+^c-Kit^+^(LSK)CD34^-^Flk2^-^CD150^+^ for CR experiments and PI^-^LSKCD48^-^CD150^+^CD45.2^+^ for transplantation experiments with BD FACSAria II Cell Sorter.

### HSC in vitro culture and virus transduction

HSCs were cultured in media described before^38^: F12 medium, 10 mM HEPES, 1% ITSX, 1% P/S/G, 100 ng/ml mouse TPO, 10 ng/ml mouse SCF and 0.1% PVA (P8136, Sigma) in 96-well U-bottom plates at 37 °C with 5% CO_2_ and O_2_. The lentivirus shRNA knockdown vector construction and virus packaging were performed by VectorBuilder. The target sequences of shRNA are 5′-GCATCTCATCTGTTACAGCTT-3’ (*Kdr*-shRNA5), 5′-CAATTTGTGCAACCAGTA-TTT-3’ (*Bmpr1a*-shRNA1), and 5′-TCAAGACTCCAATCCTGATAA-3’ (*Bmpr1a*-shRNA2). For virus transduction, 10,000 HSCs purified from aged mice were cultured in 50 μl of media with the virus overnight (12–16 h). The next morning, 150 μl of fresh media was added to each well. For knockdown efficiency test, HSCs were cultured for 3.5 days before sorting for RNA-seq. For transplantation, HSCs were cultured for 20–24 h before the procedure.

### HSC transplantation

For transplantation of HSCs from OAL, OCR and OCRRF mice, 200 HSCs (CD45.2) were transplanted into lethally irradiated (9.56 Gy) recipients (CD45.1) together with 2 × 10^5^ WBM cells (CD45.1) via retro-orbital injection. For transplantation of virus transfected HSCs, about 500 cultured HSCs (CD45.2) were transplanted into lethally irradiated (9.56 Gy) recipients (CD45.1) together with 30,000 myeloid progenitor cells (CD45.1) via retro-orbital injection.

### RNA-seq

HSCs were directly sorted into TRIzol Reagent (15596026, ThermoFisher) and stored at −80 °C. RNA was purified with Direct-zol RNA Microprep (R2060, Zymo) for CR experiments. RNA from transplanted HSCs was extracted using phenol-chloroform extraction and isopropanol precipitation. cDNA libraries were prepared with SMART-Seq RNA Kit (634891 for CR experiments, 634772 for RNA from transplanted HSCs, TaKaRa) according to the manufacturer’s protocol. Sequencing libraries were constructed using Nextera XT DNA Library Preparation Kit (FC-131-1024, Illumina) with 125 pg input cDNA. Sequencing was done with Illumina HiSeq 2500 instrument for CR experiments libraries, and Illumina NovaSeq 6000 System for libraries from transplanted HSCs.

### ATAC-seq

ATAC-seq was performed as described previously^39^. 6,000 sorted HSCs were spun down using a fixed angle rotor at 500 g, 4 °C for 10 min. Cells were resuspended with 50 µl of cold resuspension buffer (10 mM Tris-HCl, 10 mM NaCl, 3 mM MgCl_2_ in water) containing 0.1% NP40, 0.1% Tween-20, and 0.01% Digitonin by pipetting up and down 3 times, and incubated on ice for 3 min. 1 ml of cold resuspension buffer containing 0.1% Tween-20 (without NP40 or Digitonin) was added to wash the cells and tubes were inverted 3 times to mix. The nuclei were pelleted by spinning at 500 g, 4 °C for 10 min with a fixed angle rotor. The pellet was then resuspended in 50 µl of transposition mix (25 µl of 2x TD buffer, 2.5 µl of Tn5 Transposase (20034197, Illumina), 22.5 µl of H_2_O) by pipetting up and down 6 times. The reaction was Incubated at 37 °C for 30 min in a thermomixer with 1000 rpm mixing and cleanup was performed with DNA Clean & Concentrator-5 (D4013, Zymo Research). DNA was eluted with 21 µl of H_2_O and amplified for 5 cycles with NEBNext Ultra II Q5 Master Mix (M0544L, NEB). We determined the optimum additional PCR cycles by qPCR as described previously^40^. The final PCR reaction was purified with DNA Clean & Concentrator-5 (D4013, Zymo Research). Libraries were size selected (120 − 800 bp) by running TBE gel (EC6265BOX, ThermoFisher) and sequenced on Illumina HiSeq 2500 instrument.

### ChIP-seq

ChIP-seq was performed as described previously^41^ with Chromatin Immunoprecipitation (ChIP) Assay Kit (17-295, Millipore). For histone ChIP-seq, 10,000 sorted HSCs were mixed with 1 × 10^8^ bacteria (18258012, ThermoFisher), then crosslinked with 1% formaldehyde (F8775, Sigma-Aldrich) at room temperature (RT) for 10 min. Crosslinking was stopped by adding 2 M glycine to a final concentration of 0.125 mM and incubated at RT for 5 min. After one wash with cold 1x PBS, cells were resuspended in SDS lysis buffer with 1x proteinase inhibitor cocktail (Millipore, 4693132001) and incubated on ice for 10 min. Sonication was performed with Bioruptor Plus (Diagnode) using the following setting: 3 × 10 cycles of 30 sec ON and 30 sec OFF at HIGH setting. After sonication, fragmented chromatin was diluted by adding 9 volumes of ChIP dilution buffer with 1x proteinase inhibitor cocktail. Corresponding antibodies were added and incubated overnight at 4 °C with rotation. 20 µl of Dynabeads Protein A (10002D, ThermoFisher) were added and incubated at 4 °C for 2 h with rotation. Before washing, 5 ng biotin-DNA carrier immobilized with 10 µl of Dynabeads M-280 Streptavidin (11205D, ThermoFisher) was added. Sample was washed with 1 ml washing buffer at 4 °C for 5 min in the following order: 1x with low salt buffer, 1x with high salt buffer, 1x with LiCl washing buffer, 2x with TE. Beads were resuspended with decrosslinking buffer (0.5% SDS, 0.2 M NaCl in TE) and incubated at 65 °C for 4–5 hour or overnight with 1000 rpm mixing. 20 mg/ml proteinase K (final concentration 0.8 mg/ml, 26160, ThermoFisher) was added and incubated at 55 °C for 2 h. ChIPed DNA was purified with 1.6x SPRIselect beads (B23318, Beckman Colter). For PU.1 ChIP-seq, 20,000 sorted HSCs were mixed with 5 × 10^7^ bacteria, and beads were washed for 1 min instead of 5 min in the sample wash step. Libraries were prepared with TruSeq Nano DNA Low Throughput Library Prep Kit (20015964, Illumina) according to manufacturer’s instructions. Sequencing was done with Illumina HiSeq 2500 instrument.

### RNA-seq analysis

For analysis of transcriptome datasets, we built an index for STAR using the GENCODE M22 reference feature including protein-coding and non-coding genes. Prior to sequence alignment, we applied trim galore (version 0.4.3) with cutadapt (version 1.12)^42^ to remove any unnecessary genomic fragments (e.g., adapter dimers) and low-quality nucleotide sequences from the raw reads. We mapped adapter trimmed sequencing reads to the mouse reference genome (mm10) using STAR aligner^43^ and calculated the raw count using featureCounts software (gene-level)^44^. Differentially expressed gene (DEG) lists were generated with DESeq2^45^. For transposable element (TE) detection, we utilized SQuIRE^46^ and used limma based edgeR package of R^47^ to find differential transposable elements.

### ATAC-seq analysis

All sequencing reads were trimmed using cutadapt^42^, and trimmed reads (>36 bp minimum alignment length) were mapped against the mm10 genome using BWA aligner^48^. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. The candidate peaks were predicted by MACS peak calling tool (FDR < 0.01)^49^. After identifying narrow peaks from all replicates, we created a merged set of consensus peaks and generated a matrix of open chromatin regions (OCRs). This OCR matrix was then imported into the R package DESeq2^45^, and we determined differentially accessible regions (DARs) with cutoff: FC > 1.5, logCPM > 1.5, FDR < 0.05. Finally, the candidate differential open chromatin regions were submitted to search for potential transcription factor binding sites using HOMER software^50^ with non-DARs as background regions. In this analysis, de novo motif and known motif searches were performed, and we reported the top five significant de novo motif results. Composite plots and heatmaps were generated by customized Python script and Java TreeView software.

### ChIP-seq analysis

All sequencing reads were trimmed using cutadapt^42^, and trimmed reads (>36 bp minimum alignment length) were mapped against the mm10 genome using BWA aligner^48^. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. For H3K4me3 ChIP-seq, signals within ±1 kb of the transcription start site (TSS) were used for downstream analysis. For H3K27me3 ChIP-seq, signals from 0 to 2 kb downstream of the TSS were used for further analysis. For PU.1 ChIP-seq, the candidate peaks were predicted by MACS peak calling tool (FDR < 0.05)^49^. Composite plots and heatmaps were generated with customized Python script and Java TreeView software.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE284988. Source data are provided with this paper.

# Supplementary material for: Epigenetic profiling of hematopoietic stem cells from male mice identifies KDR and PU.1 as regulators of aging transcriptome and caloric restriction response
**Source:** Nat Commun. 2026 Feb 20;17:2978. doi: 10.1038/s41467-026-69718-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Fig. 1

**a**

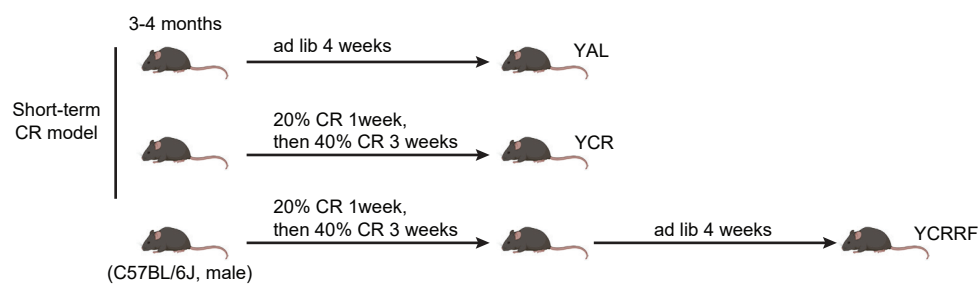

**b**

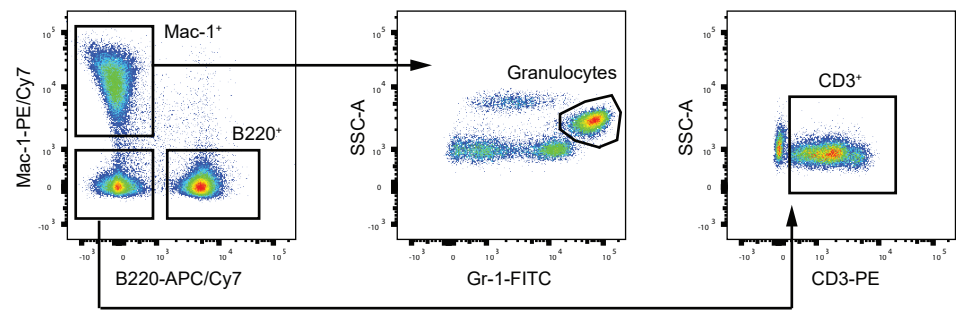

**c**

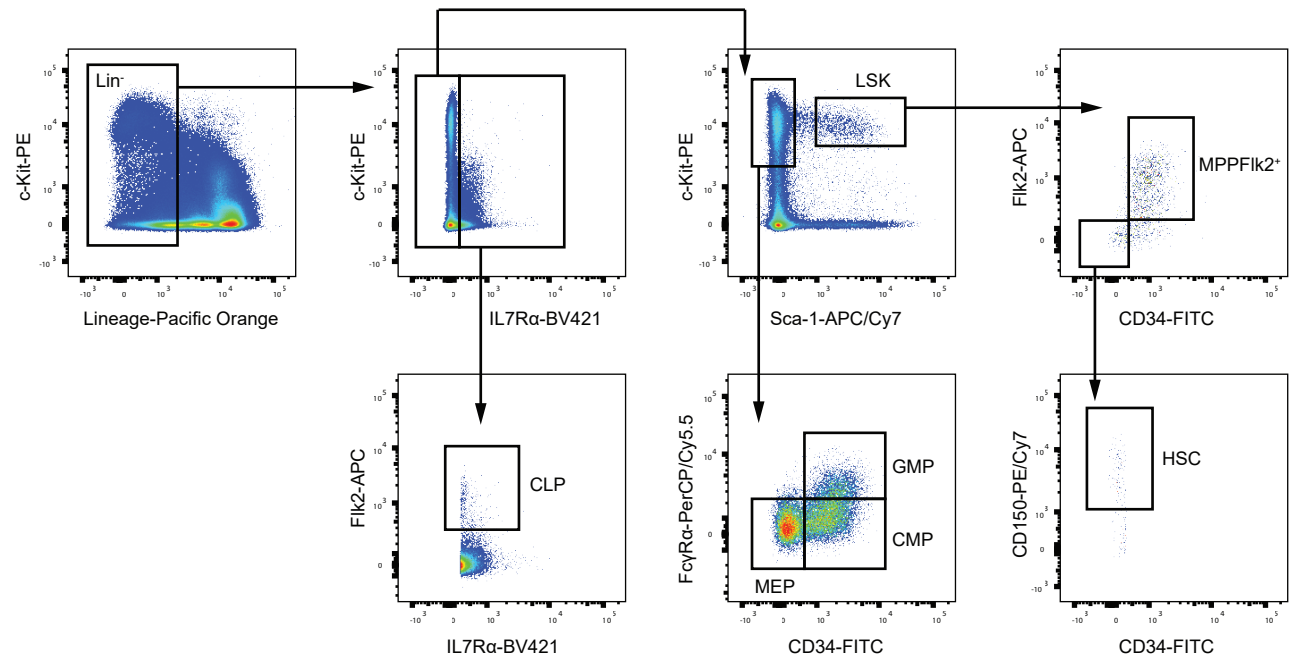

**Supplementary Fig. 1: Short-term CR paradigms, and the gating strategy.**

(a) Short-term CR paradigms. YAL (Young Ad Libitum), 4 weeks ad libitum feeding; YCR (Young Caloric Restricted), 4 weeks CR; YCRRF (Young Caloric Restricted Re-Fed), 4 weeks ad libitum access to food after 4 weeks CR. Created in BioRender. Ma, F. (2025) <https://BioRender.com/fdntz9h>.

(b) Gating strategy of peripheral blood (PB) analysis.

(c) Gating strategy of whole bone marrow (WBM) analysis.

## Supplementary Fig. 2

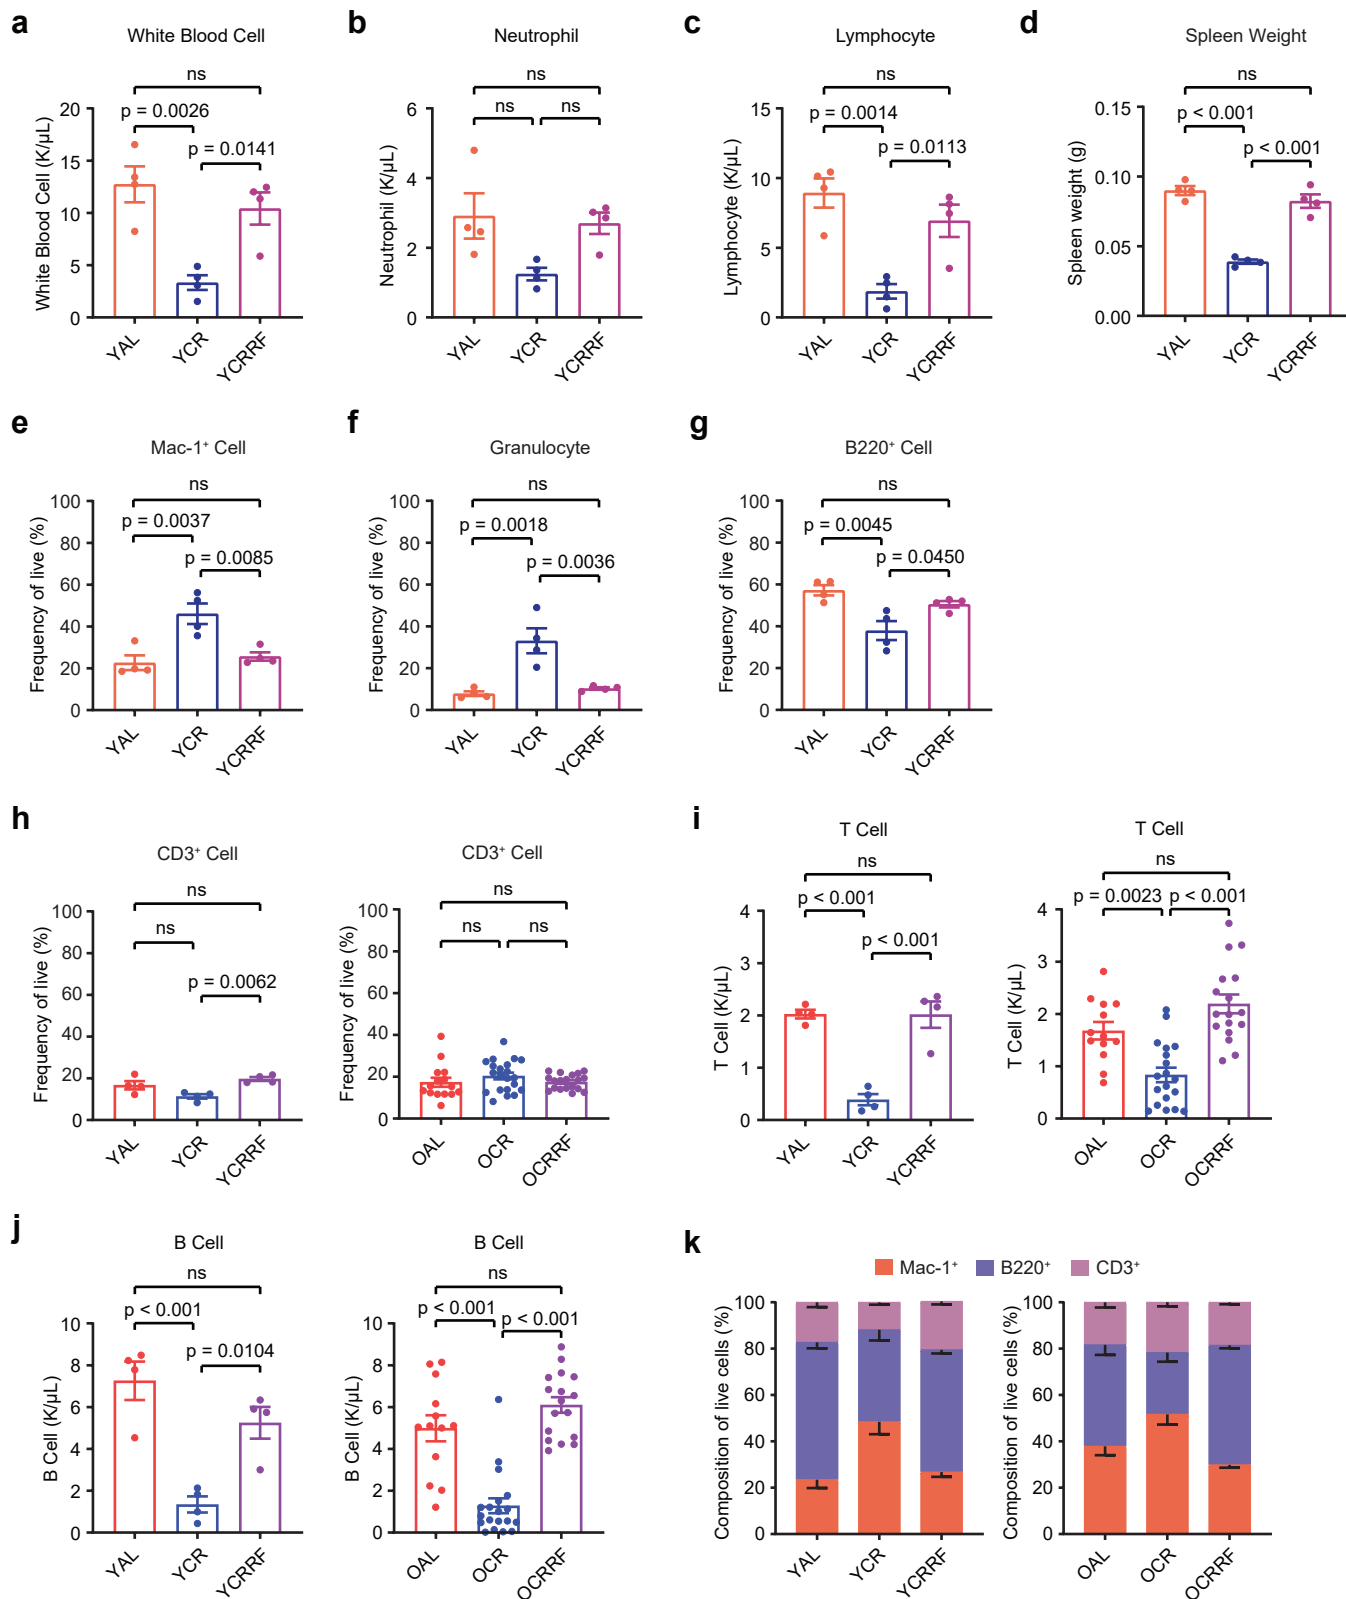

**Supplementary Fig. 2: Complete blood count and FACS analysis of peripheral blood in short-term and lifelong CR mice.**

(a-c) Complete blood count of white blood cells (a), neutrophils (b), and lymphocytes (c) in YAL, YCR, and YCRRF mice. Data are represented as mean  $\pm$  SEM, n = 4, one-way ANOVA. Source data are provided as a Source Data file.

(d) Spleen weight of YAL, YCR and YCRRF mice. Data are represented as mean  $\pm$  SEM, n = 4, one-way ANOVA. Source data are provided as a Source Data file.

(e-g) Frequency of Mac-1<sup>+</sup> cells (e), granulocytes (f), and B220<sup>+</sup> cells (g) in the PB of YAL, YCR, and YCRRF mice. Data are represented as mean  $\pm$  SEM, n = 4, one-way ANOVA. Source data are provided as a Source Data file.

(h) Frequency of CD3<sup>+</sup> cells in the PB of young and old CR mice. Data are represented as mean  $\pm$  SEM, young (n = 4), OAL (n = 15), OCR (n = 21), OCRRF (n = 19), one-way ANOVA. Source data are provided as a Source Data file.

(i,j) Absolute count of T cells (i) and B cells (j) in young and old CR mice. Data are represented as mean  $\pm$  SEM, young (n = 4), OAL (n = 13), OCR (n = 19), OCRRF (n = 17), one-way ANOVA. Source data are provided as a Source Data file.

(k) Lineage composition of the PB in young and old CR mice. Data are represented as mean  $\pm$  SEM, young mice (n = 4), OAL (n = 15), OCR (n = 21), OCRRF (n = 19). Source data are provided as a Source Data file.

# Supplementary Fig. 3

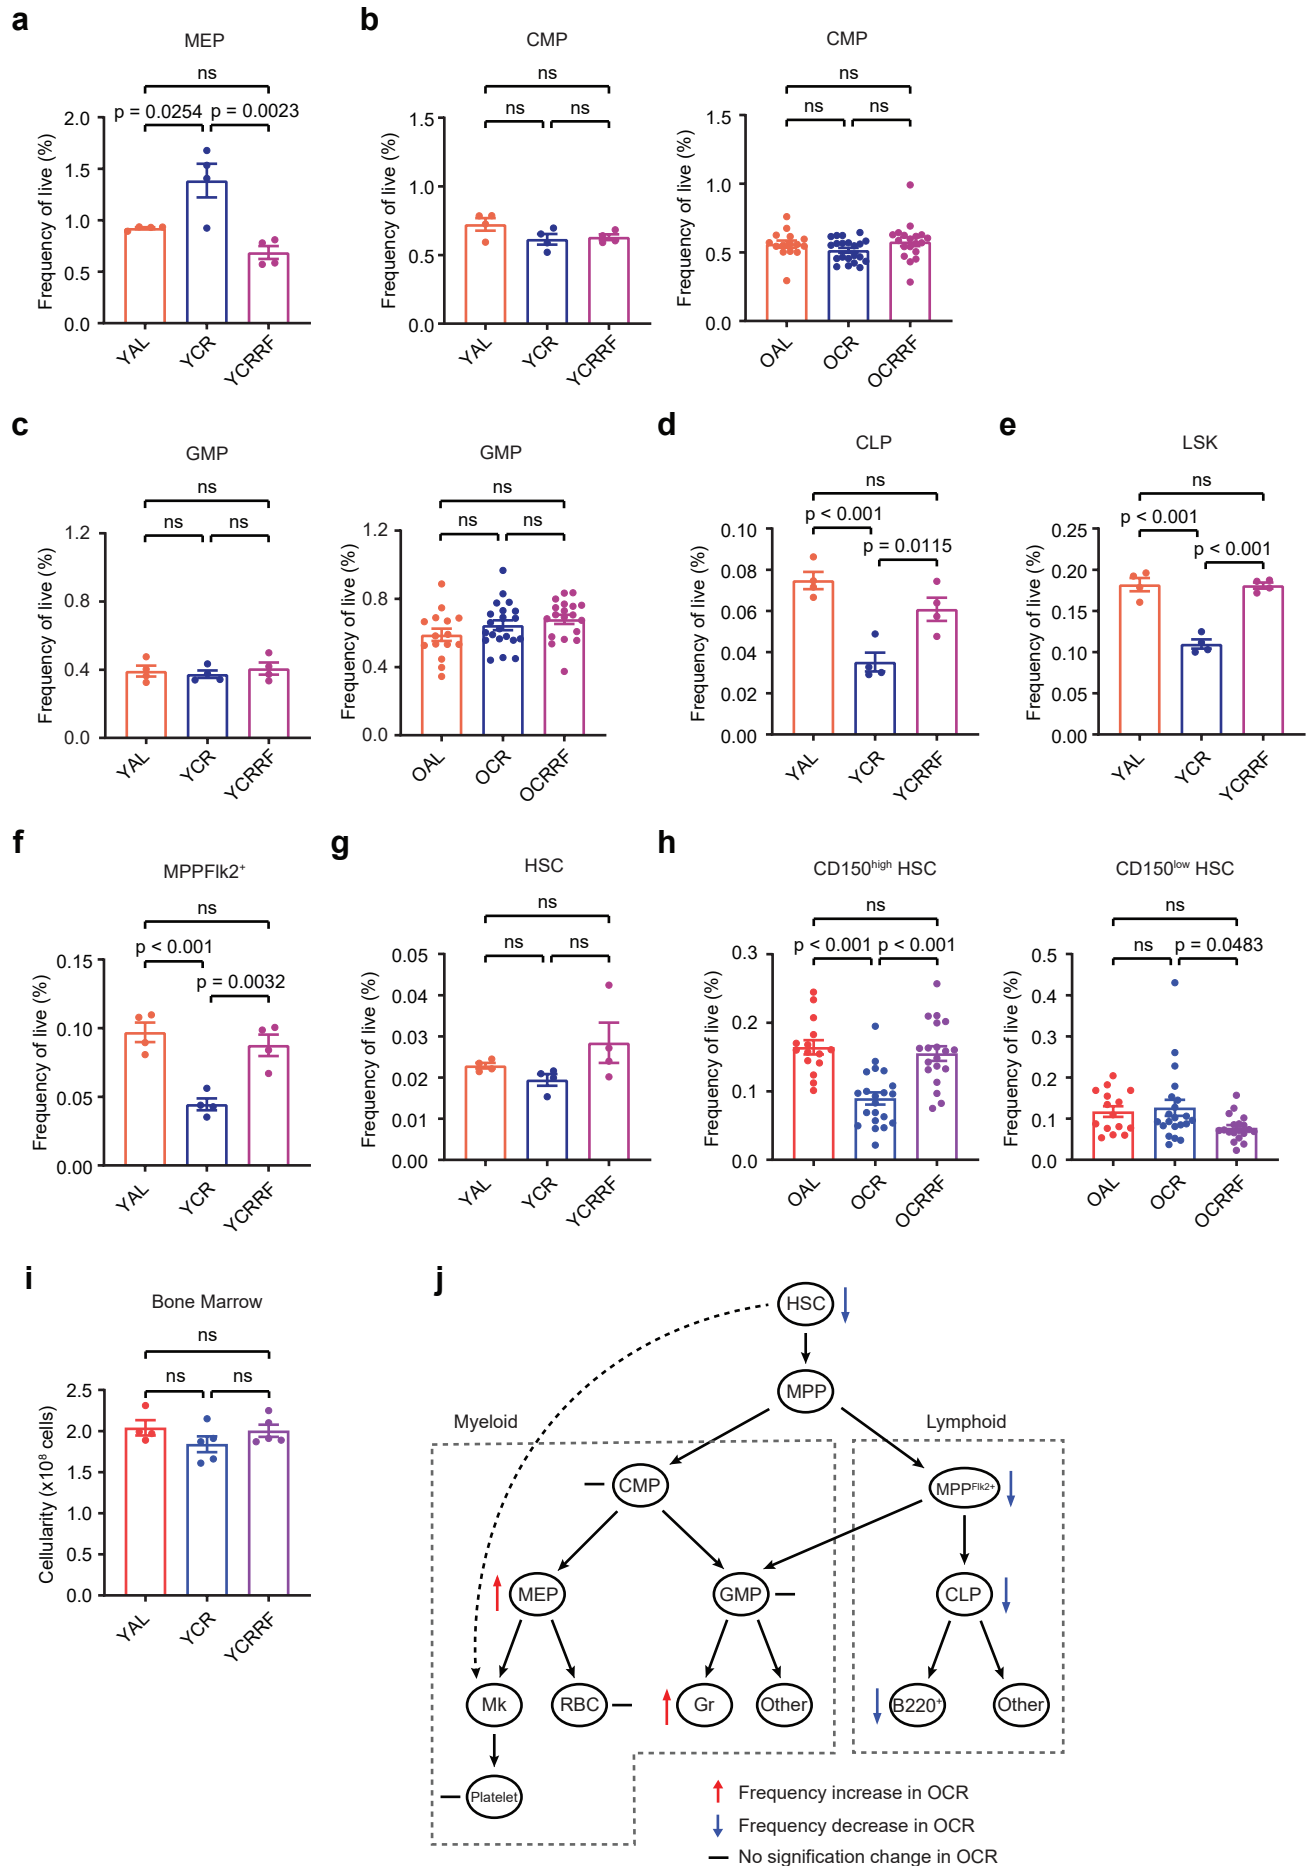

**Supplementary Fig. 3: FACS analysis of the WBM in short-term and lifelong CR mice.**

(a-h) Frequency of megakaryocyte-erythroid progenitors (MEP) (a), common myeloid progenitors (CMP) (b), granulocyte-monocyte progenitors (GMP) (c), common lymphoid progenitors (CLP) (d), Lin-Sca-1<sup>+</sup>c-Kit<sup>+</sup> cells (LSK) (e), lymphoid-biased multipotent progenitors (MPPFik2<sup>+</sup>) (f), and hematopoietic stem cells (HSCs) (g), CD150<sup>high</sup> and CD150<sup>low</sup> HSCs (h) in the bone marrow of young and/or old CR mice. Data are represented as mean  $\pm$  SEM, young (n = 4), OAL (n = 15), OCR (n = 21), OCRRF (n = 19), one-way ANOVA. Source data are provided as a Source Data file.

(i) Bone marrow cellularity in YAL, YCR, and YCRRF mice. Data are represented as mean  $\pm$  SEM, one-way ANOVA. YAL (n = 4), YCR (n = 5), YCRRF (n = 5). Source data are provided as a Source Data file.

(j) Model of hematopoiesis under CR stress showing prioritized myeloid differentiation and repressed lymphoid differentiation.

# Supplementary Fig. 4

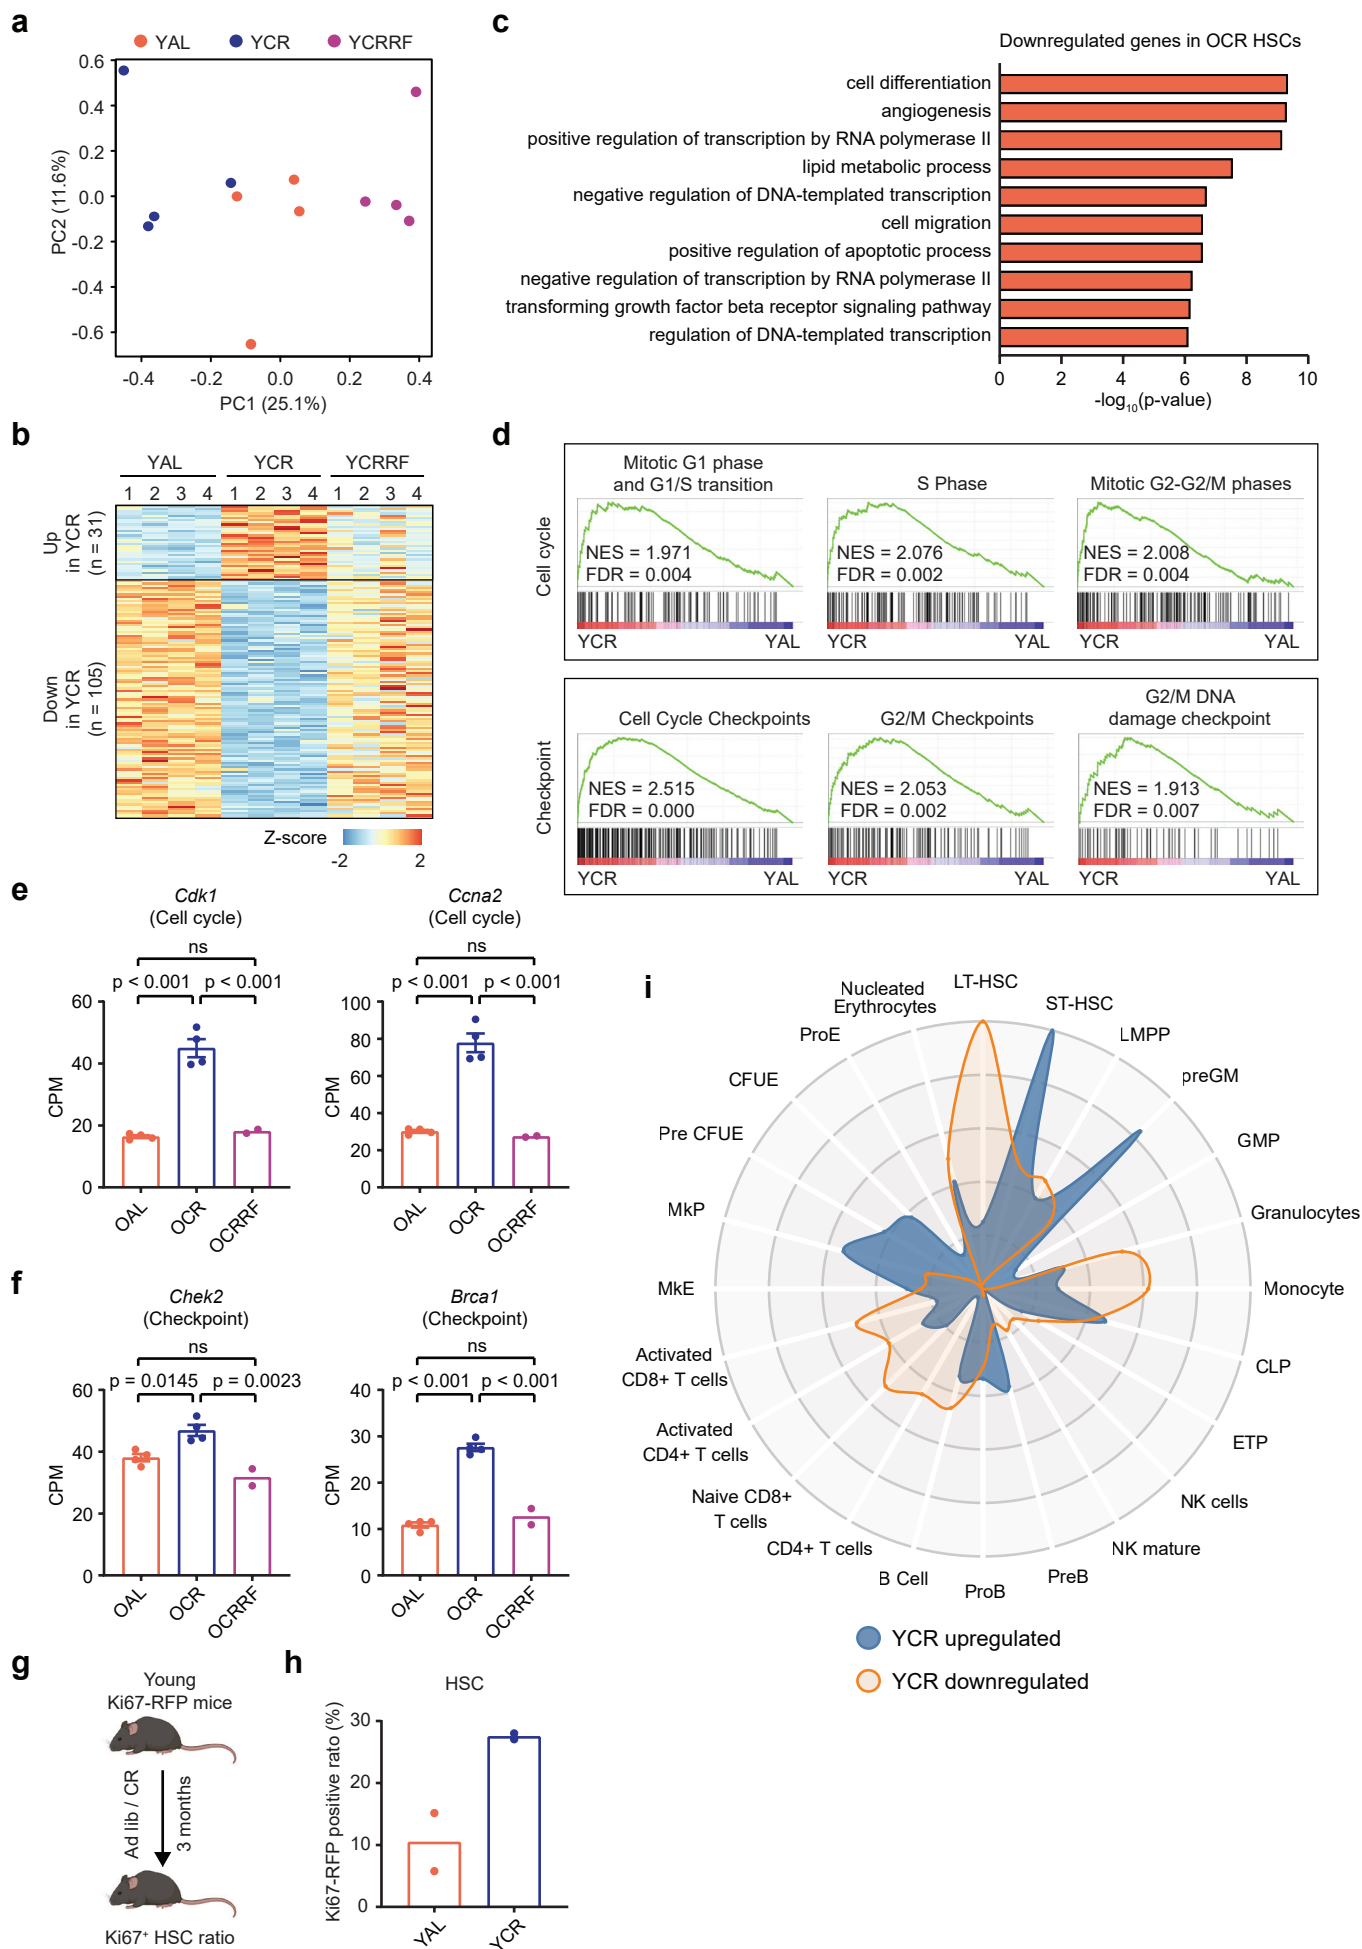

**Supplementary Fig. 4: RNA-seq analysis of HSCs from short-term and lifelong CR mice.**

- (a) PCA plot of RNA-seq datasets from YAL (n = 4), YCR (n = 4), and YCRRF (n = 4) HSC samples.
- (b) Heatmap of differentially expressed genes (DEGs) in YAL versus YCR comparison ( $FC > 1.2$ ,  $FDR < 0.05$ ). RNA-seq data of HSCs purified from YAL (n = 4), YCR (n = 4), and YCRRF (n = 4) mice were used.
- (c) Pathway analysis of downregulated DEGs in OCR HSCs. Gene Ontology enrichment was performed using DAVID. Enrichment p-values correspond to the DAVID EASE Score (modified one-sided Fisher's exact test) without correction for multiple testing.
- (d) GSEA analysis of cell cycle and checkpoint related pathways using RNA-seq data from YAL and YCR HSCs.
- (e-f) Expression levels of *Cdk1* and *Ccna2* (E), *Chek2* and *Brca1* (F) in OAL (n = 4), OCR (n = 4), and OCRRF (n = 2) HSCs. Data are represented as mean  $\pm$  SEM, one-way ANOVA.
- (g) Short-term CR treatment in young Ki67-RFP mice. Ki67-RFP mice (3-4 months old) were subjected to 20% CR for the first week, followed by 40% CR for a total of 3 months. Ad lib fed mice were used as controls. Created in BioRender. Ma, F. (2025) <https://BioRender.com/fdntz9h>.
- (h) Ratio of Ki67-RFP positive, cycling HSCs in ad lib and CR-treated Ki67-RFP mice. YAL (n = 2), YCR (n = 2). Source data are provided as a Source Data file.
- (i) CellRadar plot derived from DEGs of YAL versus YCR comparison ( $FC > 1.2$ ,  $FDR < 0.05$ ). RNA-seq data of HSCs purified from YAL (n = 4), YCR (n = 4) mice were used.

Supplementary Fig. 5

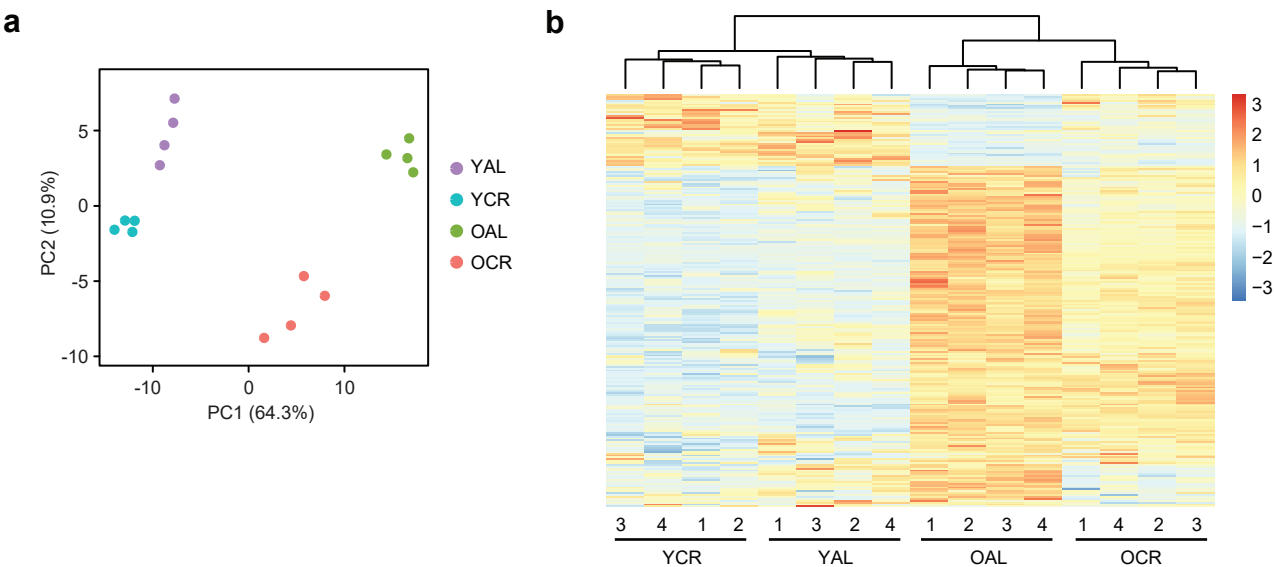

**Supplementary Fig. 5: PCA and unsupervised clustering of RNA-seq data from HSCs of short-term and lifelong CR mice.**

(a) PCA plot of RNA-seq data from HSCs of short-term and lifelong CR mice (n = 4).

(b) Unsupervised clustering of RNA-seq data from HSCs of short-term and lifelong CR mice (n = 4).

Supplementary Fig. 6

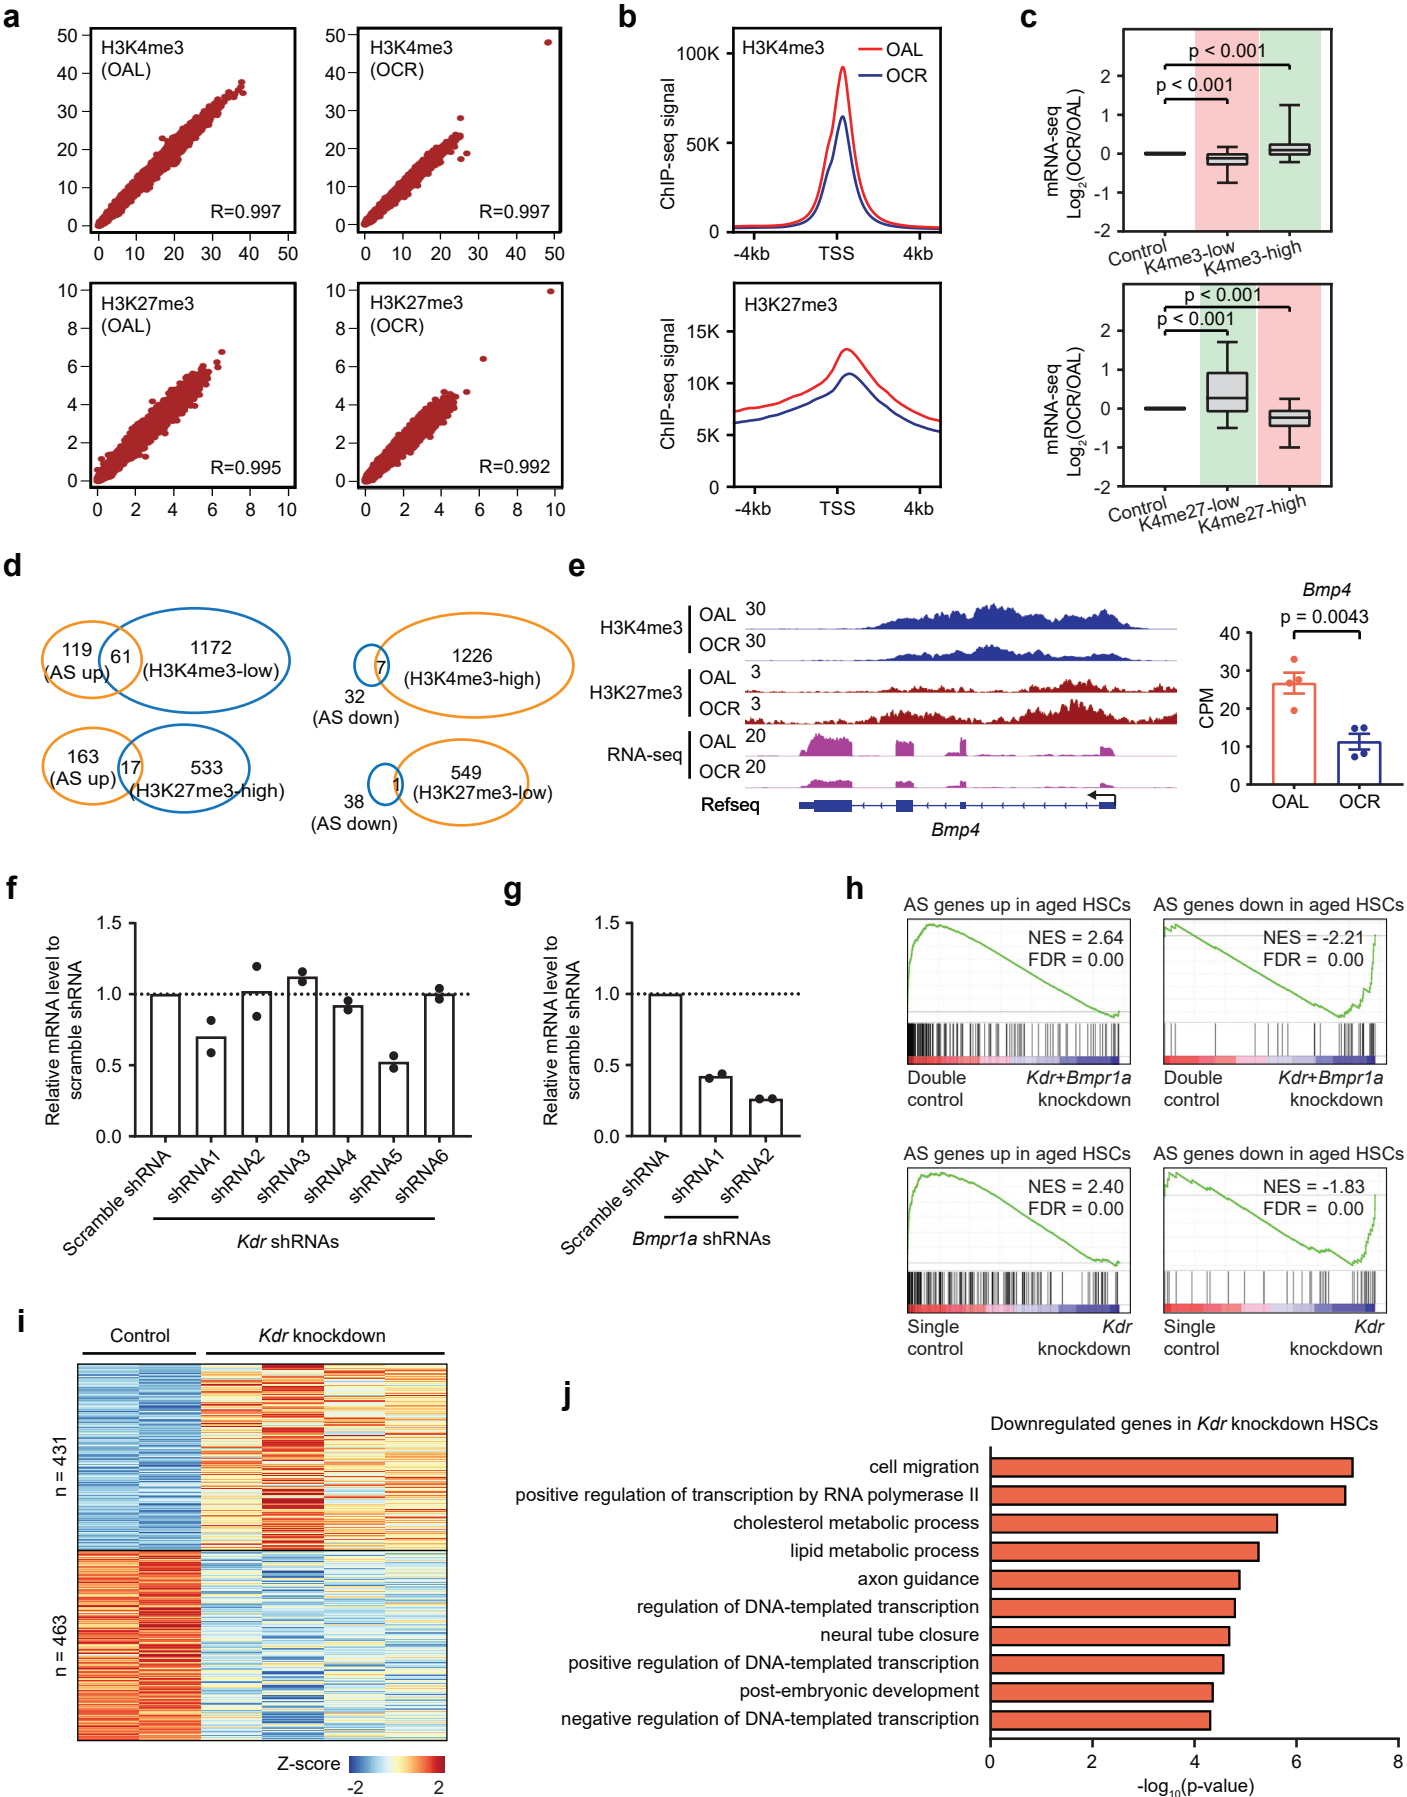

**Supplementary Fig. 6: ChIP-seq analysis of H3K4me3 and H3K27me3 in OAL and OCR HSCs, along with the analysis of *Kdr* and/or *Bmpr1a* knockdown in aged HSCs.**

- (a) Scatter plots visualizing the correlation between two biological replicates of indicated histone modification ChIP-seqs generated with OAL or OCR HSCs. Pearson correlations are noted.
- (b) Composite plots of H3K4me3 and H3K27me3 levels at the promoters of all genes. TSS, transcription start site.
- (c) Box plots showing gene expression changes for genes categorized as H3K4me3-low and H3K4me3-high (upper) and H3K27me3-low and H3K27me3-high (lower) in OCR HSCs. RNA-seq data from OAL and OCR HSCs were used. Two-tailed t test. Box plots show the median (centre line), the 25th and 75th percentiles (box), and the 5th and 95th percentiles (whiskers).
- (d) Venn diagram illustrating the overlap between AS genes and genes categorized as H3K4me3-high/low or H3K27me3-high/low in OCR HSCs.
- (e) IGV tracks displaying H3K4me3, H3K27me3, and gene expression levels at the *Bmp4* loci. Expression levels of replicates were shown on the right. Data are represented as mean  $\pm$  SEM, n = 4, two-tailed t test, p-value: < 0.01 \*\*.
- (f-g) Testing the knockdown efficiency of various shRNAs in vitro using HSCs purified from aged mice. HSCs were sorted into PVA-based media<sup>40</sup>, then infected with shRNA viruses targeting *Kdr* (f) or *Bmpr1a* (g). GFP positive cells were sorted for RNA-seq 3.5 days post virus transduction.
- (h) GSEA plots generated using AS genes. RNA-seq data from *Kdr* and *Bmpr1a* double knockdown (upper two panels) and *Kdr* single knockdown (lower two panels) HSCs were used. Double knockdown control, n = 2; double knockdown, n = 4; single knockdown control, n = 2; single knockdown, n = 4.
- (i) Heatmap of DEGs in control versus *Kdr* knockdown comparison (FC > 1.2, p < 0.05). RNA-seq data of purified control (n = 2) or *Kdr* knockdown (n = 4) HSCs from recipient mice were used.
- (j) Pathway analysis of downregulated DEGs in *Kdr* knockdown HSCs. Gene Ontology enrichment was performed using DAVID. Enrichment p-values correspond to the DAVID EASE Score (modified one-sided Fisher's exact test) without correction for multiple testing.

Supplementary Fig. 7

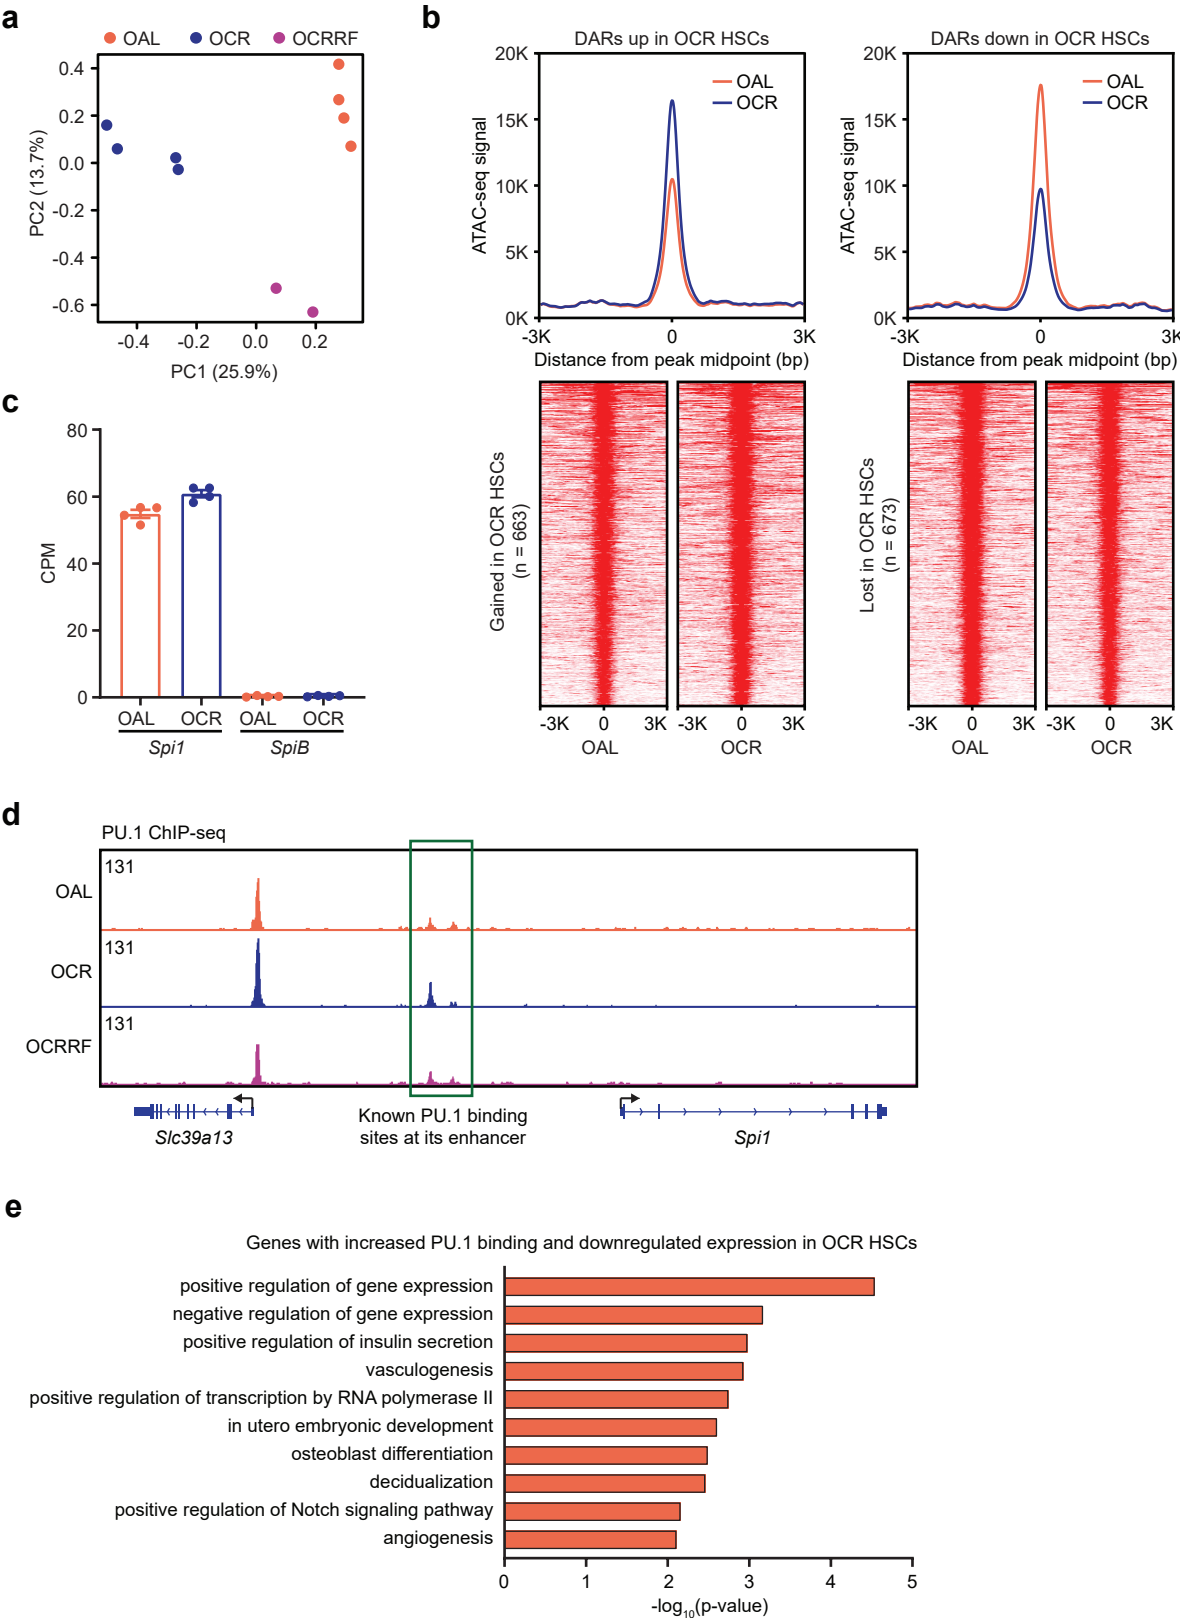

**Supplementary Fig. 7: Chromatin accessibility and PU.1 ChIP-seq analysis in OAL, OCR and OCRRF HSCs.**

(a) PCA plot of ATAC-seq datasets from OAL (n = 4), OCR (n = 4), and OCRRF (n = 2) HSC samples.

(b) Heatmap and composite plots of differentially accessible regions (DARs) between OAL and OCR HSCs (FC > 1.5, FDR < 0.01).

(c) Expression levels of *Spi1* and *SpiB* in OAL (n = 4) and OCR (n = 4) HSCs. Data are represented as mean ± SEM.

(d) IGV tracks displaying PU.1 signals at the *Spi1* loci.

(e) Pathway analysis of genes with increased PU.1 binding and downregulated expression in OCR HSCs. Gene Ontology enrichment was performed using DAVID. Enrichment p-values correspond to the DAVID EASE Score (modified one-sided Fisher's exact test) without correction for multiple testing.

Supplementary Fig. 8

a

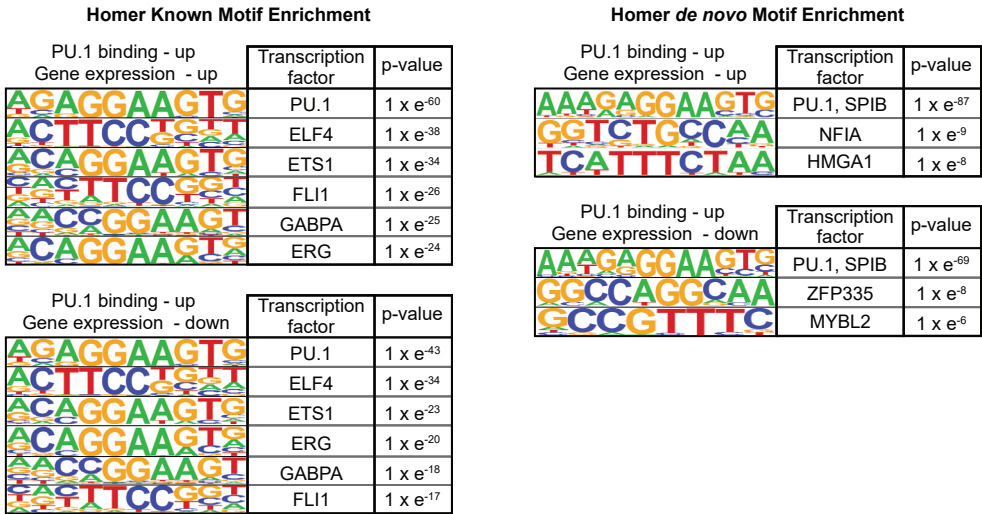

b

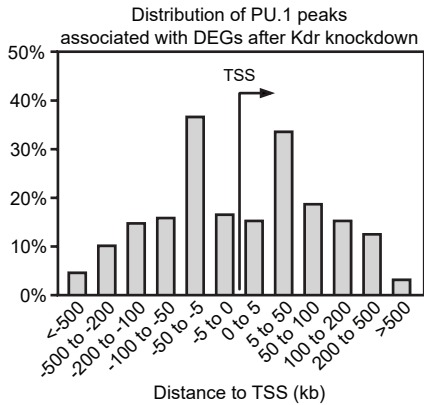

c

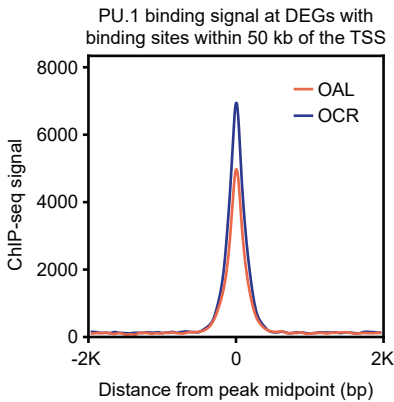

d

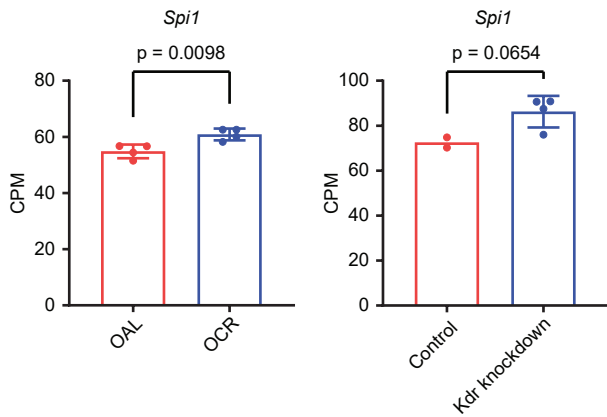

e

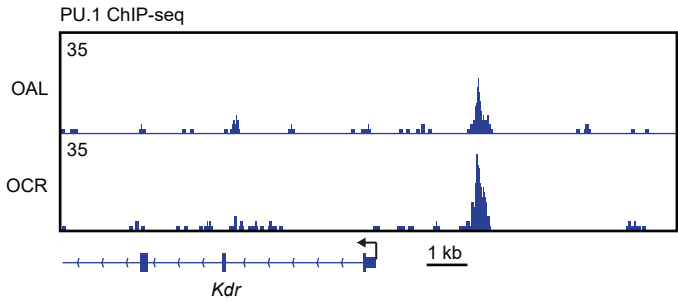

**Supplementary Fig. 8: PU.1 motif enrichment and link to KDR signaling under CR.**

(a) Transcription factor motif enrichment analysis of increased PU.1 peaks associated with genes upregulated or downregulated after CR. Both known (left) and *de novo* (right) motif analyses were performed using HOMER, examining sequences within  $\pm 200$  bp of PU.1 peak centers.

(b) Distribution of increased PU.1 peaks associated with DEGs after *Kdr* knockdown.

(c) Composite plot of PU.1 ChIP-seq signals in OAL and OCR HSCs at *Kdr* knockdown associated DEGs with PU.1 binding sites within 50 kb of the TSS.

(d) *Spi1* expression in HSCs from lifelong CR, and *Kdr* knockdown mice. Data are represented as mean  $\pm$  SEM, OAL and OCR (n = 4), control (n = 2), knockdown (n = 4), two-tailed t test.

(e) IGV tracks showing PU.1 occupancy near the *Kdr* promoter region.

Supplementary Fig. 9

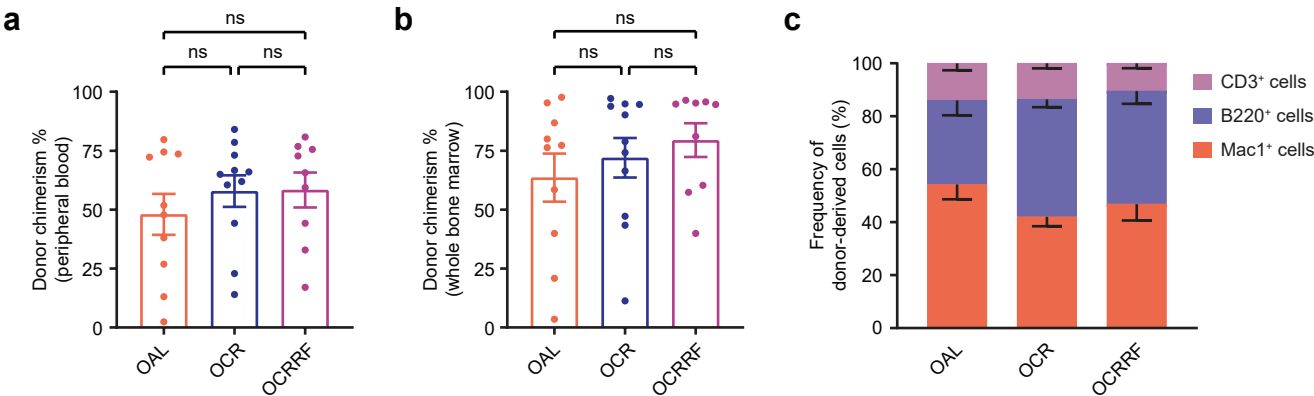

**Supplementary Fig. 9: Donor chimerism and lineage output analysis of transplants with HSCs from OAL, OCR, or OCRRF mice.**

(a-b) PB (a, 16 weeks) or WBM (b, 21 weeks) donor chimerism of recipient mice transplanted with HSCs purified from OAL, OCR, or OCRRF mice. 200 HSCs (CD45.2) were transplanted into lethally irradiated (9.56 Gy) recipients (CD45.1) together with  $2 \times 10^5$  WBM cells (CD45.1) via retro-orbital injection. Data are represented as mean  $\pm$  SEM, OAL (n = 10), OCR (n = 11), OCRRF (n = 9), one-way ANOVA. Source data are provided as a Source Data file.

(c) Lineage composition of the PB (16 weeks) in recipient mice transplanted with HSCs purified from OAL, OCR, or OCRRF mice. Data are represented as mean  $\pm$  SEM, OAL (n = 10), OCR (n = 11), OCRRF (n = 9). Source data are provided as a Source Data file.

# Supplementary material for: Epigenetic profiling of hematopoietic stem cells from male mice identifies KDR and PU.1 as regulators of aging transcriptome and caloric restriction response
**Source:** Nat Commun. 2026 Feb 20;17:2978. doi: 10.1038/s41467-026-69718-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1: Genes with differential expression between age matched CR and AL HSCs**

Differential expression was analyzed using DESeq2. Statistical significance was assessed using two-sided Wald tests, and p-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. Significantly changed genes were defined as those with an absolute fold change  $> 1.2$  and  $FDR < 0.05$ . RNA-seq data of HSCs purified from YAL (n = 4), YCR (n = 4), OAL (n = 4) and OCR (n = 4) mice were used.

### **Supplementary Data 2-3: Expression changes of AS genes (Supplementary Data 2), Sirtuin gene and histone regulator (Supplementary Data 3) after lifelong CR**

Differential expression was analyzed using DESeq2. Statistical significance was assessed using two-sided Wald tests, and p-values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) method. Genes with  $FDR < 0.05$  were considered significant. RNA-seq data of HSCs purified from OAL (n = 4) and OCR (n = 4) mice were used.

# Supplementary material for: Epigenetic profiling of hematopoietic stem cells from male mice identifies KDR and PU.1 as regulators of aging transcriptome and caloric restriction response
**Source:** Nat Commun. 2026 Feb 20;17:2978. doi: 10.1038/s41467-026-69718-0
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FACS data was collected on BD FACS Aria II, Fusion using Diva software. ATAC-seq, ChIP-seq and RNA-seq libraries were sequenced on Illumina HiSeq 2500 and NovaSeq 6000 System.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Data analysis   | <p>FACS Analysis was performed in FlowJo v10 and statistics data was generated in GraphPad Prism 9.</p> <p>RNA-seq analysis</p> <p>For analysis of transcriptome datasets, we built an index for STAR using the GENCODE M22 reference feature including protein-coding and non-coding genes. Prior to sequence alignment, we applied trim galore (version 0.4.3) with cutadapt (version 1.12) to remove any unnecessary genomic fragments (e.g. adapter dimers) and low-quality nucleotide sequences from the raw reads. We mapped adapter trimmed sequencing reads to the mouse reference genome (mm10) using STAR aligner and calculated the raw count using featureCounts software (gene-level). Differentially expressed gene (DEG) lists were generated with DESeq2. For transposable element (TE) detection, we utilized SQuIRE and used limma based edgeR package of R to find differential transposable elements.</p> <p>ATAC-seq analysis</p> <p>All sequencing reads were trimmed using cutadapt, and trimmed reads (&gt;36 bp minimum alignment length) were mapped against the mm10 genome using BWA aligner. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. The candidate peaks were predicted by MACS peak calling tool (FDR &lt; 0.01). After identifying narrow peaks from all replicates, we created a merged set of consensus peaks and generated a matrix of open chromatin regions (OCRs). This OCR matrix was then imported into the R package DESeq2, and we determined differentially accessible regions (DARs) with cutoff: FC &gt; 1.5, logCPM &gt; 1.5, FDR &lt; 0.05. Finally, the candidate differential open chromatin regions were submitted to search for potential transcription factor binding sites using HOMER software with non-DARs as background regions. In this analysis, de novo motif and known motif searches were performed, and</p> |

we reported the top five significant de novo motif results. Composite plots and heatmaps were generated by customized Python script and Java TreeView software.

#### ChIP-seq analysis

All sequencing reads were trimmed using cutadapt, and trimmed reads (>36 bp minimum alignment length) were mapped against the mm10 genome using BWA aligner. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. For H3K4me3 ChIP-seq, signals within  $\pm 1$  kb of the transcription start site (TSS) were used for downstream analysis. For H3K27me3 ChIP-seq, signals from 0 to 2 kb downstream of the TSS were used for further analysis. For PU.1 ChIP-seq, the candidate peaks were predicted by MACS peak calling tool (FDR < 0.05). Composite plots and heatmaps were generated with customized Python script and Java TreeView software.

#### Code availability

All customized Python scripts used in the manuscript are available via GitHub repository URL ([https://github.com/genomicspark/ESCA\\_Unit\\_Scripts](https://github.com/genomicspark/ESCA_Unit_Scripts)) and has been archived in Zenodo for citation (<https://doi.org/10.5281/zenodo.17857712>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw data are available at the NCBI Gene Expression Omnibus database (GEO; <http://www.ncbi.nlm.nih.gov/geo/>) under the accession number GSE284988 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284988>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

We used power calculations from previous experiments to determine the sample size.

Data exclusions

No data were excluded from the analyses.

Replication

Biological replicates of each experiments were described in the corresponding figure legends.

Randomization

The mice used in this study were randomly allocated to different experiment group.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a

Involved in the study

☐

☒

Antibodies

☒

☐

Eukaryotic cell lines

☒

☐

Palaeontology and archaeology

☐

☒

Animals and other organisms

☒

☐

Clinical data

☒

☐

Dual use research of concern

☒

☐

Plants

Methods

n/a

Involved in the study

☐

☒

ChIP-seq

☐

☒

Flow cytometry

☒

☐

MRI-based neuroimaging

### Antibodies

Antibodies used

Flow cytometry. The following antibodies are from Biolegend: Biotin anti-TER119 (Cat# 116204, 1:100 dilution), Biotin anti-B220 (Cat# 103204, 1:100 dilution), Biotin anti-CD3 (Cat# 100244, 1:100 dilution), Biotin anti-Mac-1 (Cat# 101204, 1:100 dilution), Biotin anti-Gr-1 (Cat# 108404, 1:100 dilution), PB anti-TER119 (Cat# 116232, 1:200 dilution), PB anti-B220 (Cat# 103227, 1:200 dilution), PB anti-Mac-1 (Cat# 101224, 1:200 dilution), PB anti-CD3 (Cat# 100214, 1:200 dilution), BV421 anti-Gr-1 (Cat# 108445, 1:200 dilution), BV421 anti-IL7R $\alpha$  (Cat# 135027, 1:200 dilution), APC/Cy7 anti-Sca-1 (Cat# 108126, 1:200 dilution), PE anti-c-Kit (Cat# 105808, 1:200 dilution), BV421 anti-c-Kit (Cat# 105827, 1:200 dilution), APC anti-Flk2 (Cat# 135310, 1:50 dilution), PE/Cy7 anti-CD150 (Cat# 115914, 1:200 dilution), APC anti-CD48 (Cat# 103412, 1:200 dilution), APC anti-CD45.1 (Cat# 110714, 1:200 dilution), PerCP/Cy5.5 anti-CD45.1 (Cat# 110728, 1:100 dilution), PB anti-CD45.2 (Cat# 109820, 1:100 dilution), PerCP/Cy5.5 anti-TER119 (Cat# 116228, 1:200 dilution), APC/Cy7 anti-B220 (Cat# 103224, 1:200 dilution), PE anti-CD3 (Cat# 100206, 1:200 dilution), PE/Cy7 anti-Mac-1 (Cat# 101216, 1:200 dilution), FITC anti-Gr-1 (Cat# 108406, 1:200 dilution), BV510 anti-Gr-1 (Cat# 108457, 1:200 dilution). FITC anti-CD34 (Cat# 11-0341-85, 1:50 dilution) and PerCP/Cy5.5 anti-Fc $\gamma$ R $\alpha$  (Cat# 45-0161-82, 1:100 dilution) are from ThermoFischer.

ChIP-seq. Anti-H3K4me3 (Sigma, Cat# 07-473, 1.5  $\mu$ l per IP), anti-H3K27me3 (Diagenode, Cat# C15410195, 1.5  $\mu$ l per IP), anti- PU.1 (ThermoFischer, Cat# MA5-15064, 9  $\mu$ l per IP), anti- PU.1 (abcam, Cat# ab227835, 9  $\mu$ l per IP).

Validation

All antibodies used in this study are commercially available, and their validation is supported by references provided on the manufacturer's website.

### Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Life-long ad lib feeding and CR mice (male, C57BL/6, 24-26 months) were acquired from the NIA Aged Rodent Colony. Young C57BL/6 (CD45.2) male mice (3-4 months), Ki67-RFP reporter mice, and young female transplant recipient B6.SJL-Ptprca Pepcb/Boyl (CD45.1) mice were obtained from The Jackson Laboratory. Mice were maintained under a 12 h light/12 h dark cycle, at an ambient temperature of 69–75 °F, with relative humidity of 30–70%.

Wild animals

No wild animals were involved in this study.

Reporting on sex

Male C57BL/6J mice were used in this study. For recipient B6.SJL-Ptprca Pepcb/Boyl mice, female mice were used.

Field-collected samples

This study did not involve samples collected from the field.

Ethics oversight

Institutional Animal Care and Use Committees (National Institute on Aging)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied. |
| Authentication        | Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | ChIP-seq data generated by this study have been deposited to GEO with public accession of GSE284988.                                                                                                        |
| Files in database submission                                       | Provide a list of all files available in the database submission.                                                                                                                                           |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents. |

### Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | ChIP-seq in this study were performed with two replicates.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Sequencing depth        | <p>Pair-end sequenced ChIP-seq samples (2x51bp for H3K9me3, 2x75bp for other marks):</p> <p>samples total mapped uniq_read dedup_uniq_read</p> <p>ChIP_OAL_H3K4me3_Rep1 101093753 89052961 78739963 36957478</p> <p>ChIP_OAL_H3K4me3_Rep2 105281872 96365530 85737250 38287372</p> <p>ChIP_OAL_H3K27me3_Rep1 95677805 91248261 82343754 56148091</p> <p>ChIP_OAL_H3K27me3_Rep2 111487542 107116939 96984942 60116481</p> <p>ChIP_OCR_H3K4me3_rep1 93108675 89374944 78072528 44762441</p> <p>ChIP_OCR_H3K4me3_rep2 93465673 90310138 78797734 43731213</p> <p>ChIP_OCR_H3K27me3_rep1 96566279 93293725 83946865 61206193</p> <p>ChIP_OCR_H3K27me3_rep2 109238408 105528368 95252869 64250299</p> <p>ChIP_OAL_PU.1_Rep1 83888049 8055354 7038871 5641755</p> <p>ChIP_OAL_PU.1_Rep2 90670164 9303875 8119553 5983255</p> <p>ChIP_OCR_PU.1_Rep1 81782920 8558860 7496878 5500357</p> <p>ChIP_OCR_PU.1_Rep2 85980375 7967398 6966261 5412741</p> <p>ChIP_OCR_PU.1_Rep1 89782745 7724527 6730549 5323981</p> <p>ChIP_OCR_PU.1_Rep2 85543890 6320330 5504861 4418867</p> |
| Antibodies              | Anti-H3K4me3 (Sigma, Cat# 07-473), anti-H3K27me3 (Diagenode, Cat# C15410195), anti- PU.1 (ThermoFischer, Cat# MA5-15064), anti- PU.1 (abcam, Cat# ab227835).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Peak calling parameters | All sequencing reads were trimmed using cutadapt, and trimmed reads (>36 bp minimum alignment length) were mapped against an mm10 genome using BWA aligner. We used de-duplicated and uniquely mapped reads for peak calling analysis after excluding high-sensitive black-list regions defined by ENCODE. For H3K4me3, the narrow candidate peaks were predicted by MACS peak calling software (FDR < 0.05, shift 0, extsize 150). The sequencing libraries of all the histone marks were normalized (10 M reads). These normalized files were used to perform broad peak calling and chromatin state analysis. For H3K27me3, we identified broad peaks from IDEAS chromatin states (FDR < 0.05) and expanded the peak range to include any markers that appeared significant compared to random background height (average broad peak height > 0.3, and significant p-val < 1e-4). PU.1 peak calling was performed using MACS2 (FDR<0.05).                                                                                                                       |
| Data quality            | Strong peaks were confirmed with visualization through genome browser for all samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Software                | <p>BWA-MEM (v.2.2.1): <a href="https://github.com/lh3/bwa">https://github.com/lh3/bwa</a></p> <p>IDEAS (v.1.0.0): <a href="https://github.com/seqcode/IDEAS">https://github.com/seqcode/IDEAS</a></p> <p>MACS2 (v.2.2.7.1): <a href="https://pypi.org/project/MACS2">https://pypi.org/project/MACS2</a></p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

For peripheral blood sample preparation, blood samples were treated with ACK twice to remove red blood cells, then stained with antibody cocktail.  
For whole bone marrow sample preparation, bones from legs and/or arms were crushed and filtered. Then bone marrow cells were treated with ACK once to remove red blood cells then stained with antibody cocktail.  
For c-kit enrichment and cell sorting, bone marrow cells were positive selected using PE-c-kit antibody and EasySep™ PE Positive Selection Kit II, then stained with antibody cocktail.

Instrument

BD FACS Aria II, BD FACS Fusion.

Software

BD FACSDiva and FlowJo v10 software were used for data acquisition and analysis.

Cell population abundance

Cell purity was assessed after sorting, with more than 98% purity achieved after each sorting.

Gating strategy

Included in Extended data Figure 1.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

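RNA-seq, ATAC-seq, histone ChIP-seq and PU.1 ChIP-seq libraries of mouse HSCs were analysed from the values the authors deposited, without the reads. The RNA-seq groups were OAL, OCR, YAL, YCR and YCRRF with 4 libraries each, OCRRF with 2, Kdr knockdown and Kdr with Bmpr1a double knockdown with 4 each, and their scramble controls with 2 each. For ATAC-seq 4 OCR and 2 OCRRF libraries were used, for the histone marks 2 OCR libraries each, and for PU.1 2 libraries each of OAL, OCR and OCRRF. The OAL libraries of ATAC-seq and of the histone marks were not analysed here, so comparisons of OCR with OAL on these assays have no values of their own. Conditions and replicate numbers came from the sample labels and the paper. The PU.1 antibody of replicate 1 came from its label. That of replicate 2 is not in its label and was read from the name of its deposited file. The paper's methods list both antibodies and do not say which replicate used which.

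For RNA-seq, the authors trimmed the reads with trim galore and cutadapt, mapped them to mm10 with STAR on GENCODE M22 genes and deposited the featureCounts counts per gene of each library. How multi-mapping reads and strand were treated in the counting is not named in the paper's text, so overlapping, antisense and near-identical genes are uncertain. For ATAC-seq, the authors deposited counts of reads in 131918 consensus peaks, after mapping with BWA, removal of duplicates and peak calling with MACS. Whether insertion sites were shifted for the transposase is not named in the paper's text, and a shift of a few bases would not move most reads between peaks of this width. For the histone marks, the authors deposited a signal per promoter, the mean per base in a window at the TSS of each transcript, scaled to a fixed number of reads per library. The H3K4me3 window in the deposited signal was 750 bp long, downstream of the TSS, and the H3K27me3 window 2000 bp. All H3K4me3 values given here use that window and not the 1 kb on either side of the TSS named in the paper's methods. For PU.1, the authors called peaks with MACS2 on each library and deposited for each peak its score, its fold enrichment (a ratio) and the -log10 of its p-value and q-value. Columns of no mapped sample numbered 0.

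The RNA-seq libraries of the restricted and ad lib mice held 11102898 to 36579392 counts and those of the transplanted cells 35657999 to 44780217, and deeper libraries give less counting error. The PU.1 and histone values carry no counts per region, so the depth behind each of them is unknown beyond the totals of the paper's reporting summary.

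Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes or peaks were filtered with filterByExpr by group, normalized with TMM and tested with glmQLFit and glmQLFTest, each comparison on its own groups. The difference between old and young CR and the difference between the knockdowns were fitted with all their groups together. A DEG had a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.2. A DAR had an adjusted p below 0.05, a fold change above 1.5 and a mean log2 CPM above 1.5. For the Kdr knockdown, the paper's threshold of an unadjusted p below 0.05 was applied as well. All numbers of genes or peaks at an unadjusted p below 0.05 kept the fold change threshold, and those of peaks the log2 CPM threshold, unless said otherwise. SEs were taken as the absolute log2 fold change divided by the square root of the F value. Log2 CPM values used a prior count of 2. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with fry and with an estimated correlation. The sets were the paper's AS list, the paper's DEG lists of OCR versus OAL (Supplementary Data 1), S phase and G2/M lists, and the Reactome sets of 15 to 500 genes in the fgsea 1.28.0 package. Sets were also set against 10000 random lists matched on mean expression, exon length and GC content. A score per library was the median over a set of the log2 CPM minus the mean of the control group. Single values were compared with exact permutation tests, two-sided, in scipy 1.17.1, and correlations across libraries with 1e+05 resamples.

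Genes named in the text were all genes the paper names for these experiments, and for OCR versus OAL, YCR versus YAL and the knockdowns also the 3 DEGs with the largest log2 fold change in each direction among those with a mean of at least 5 CPM and no overlap between the groups, and sex-linked genes. Other genes named were chosen after their values were seen. The tests, their groups, the named genes and the alternatives were set before the data were examined, apart from those said to be chosen after the data were seen.

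Alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors, no filter on low counts, at least 10 counts in every library, the replicate number as a block, 1 fit of all groups of an experiment, the adjusted p alone, and each library left out in turn. After the data were seen, a filter at a mean of 5 CPM, DESeq2 on protein-coding genes past that filter, TMM factors from the genes past it, and the receptor gene background as a covariate were added. PCA used the 500 most variable genes. Peaks were compared in Python 3.11.15 and bedtools 2.31.1 by an overlap of at least 1 bp, or of 50% as an alternative. Gene positions, exon lengths and GC content came from the GENCODE annotation of mm10. A peak was assigned to a gene when its summit lay within 50 kb of the TSS. Motifs were counted within 200 bp of summits on the mm10 sequence, read with samtools 1.23.1. The largest peak end of every chromosome lay within the length of the chromosome in that sequence. numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were also used. The tests of counts and of gene sets were tested on simulated counts. In these, 200 genes or peaks with a mean of at least 5 CPM were changed by a known fold. The overlap of peaks was tested on simulated peaks.

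Transposable elements, CellRadar, DAVID, GSEA and HOMER analyses, the signal of the PU.1 libraries outside their peaks, and the flow cytometry and transplantation data of the paper were not analysed here.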

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

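The tests of plasma or B cell RNA, of library preparation and of B cells behind Cd74, and the counts of other splits for the AS genes, were chosen only after the results were seen.

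Groups of 4 or more libraries were searched with Dixon's test for a library far from the rest of its group. Of 224 groups, over depth measures, gene set scores and named genes, 17 (7.59%) held such a library, where chance gives about 1 in 20 groups. In YCRRF, replicate 4 held 11102898 counts against 33420651 to 36579392 in the others. YCRRF replicate 3 stood apart in the share of its most abundant gene (4.78% of counts against 0.478% to 0.897%), in mitochondrial genes (4.09% against 1.09% to 1.54%), in the ribosomal RNA gene CT010467.1 (47830 CPM against 4425 to 8973 CPM) and in its score of downregulated AS genes (-0.39 against -0.150 to -0.138). YCR replicate 4 stood apart in its most abundant gene (1.14% against 0.745% to 0.785%) and in CT010467.1 (11400 CPM against 7449 to 7852 CPM). In both libraries CT010467.1 was the most abundant gene, so these values are the same measurement, and the 17 include it under each measure. A wide spread in YCRRF might have hidden DEGs of YCRRF versus YAL. Without YCRRF replicate 3 there were still 0 DEGs. Past the fold change threshold at an unadjusted p below 0.05 there were 990 genes in place of 706. Leaving out YCRRF replicate 1, 2 or 4 gave 1032, 833 and 921. With all libraries the test recovered 34.5% of 200 genes of a mean of at least 5 CPM changed 2-fold in simulated counts for this comparison. The spread of this library and an absence of changes thus cannot be told apart by a fit with fewer libraries. The downregulated AS genes shifted by -0.27 in YCRRF versus YAL with all libraries and by -0.19 without replicate 3, and passed limma's camera test both times. Where the ribosomal reads came from was not tested, and no biological explanation was tested for these libraries.

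Among the old libraries, OCR replicate 1 held 15940 CPM of Lars2 against 11950 to 12290 CPM in the other OCR libraries. Of the named genes, Bcl6 was low in OCR replicate 2 (16.5 CPM against 27.0 to 27.8 CPM), as were Setd1b (21.4 against 26.4 to 27.2 CPM) and Ddx3y (94.9 against 104.8 to 105.6 CPM). Ramp2 was high in OCR replicate 3 (43.4 against 21.8 to 24.7 CPM) and Eif2s3y low in OCR replicate 1 (63.9 against 101.0 to 103.9 CPM). In OAL, Setd1a was low in replicate 3 (12.4 against 14.3 to 14.6 CPM) and Pdk4 high in replicate 4 (14.1 against 8.56 to 9.00 CPM). Mki67 was low in YAL replicate 3 (8.13 against 36.8 to 38.2 CPM). In the Kdr knockdown, replicate 1 had an S phase score of 0.37 against 0.103 to 0.127. Without that library the S phase genes shifted by 0.085 in place of 0.18, and still passed limma's camera test (adjusted p = 0.000134). No biological explanation was tested for single libraries, and a number of such values is given by chance.

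The response to CR was larger in the old than in the young libraries for the cell cycle lists. The median difference, old minus young, was 0.42 for the S phase genes and 0.76 for the G2/M genes, and both held under limma's fry test (adjusted p = 0.00465 and 0.00101). Of 100 splits of the 16 libraries that moved the diet labels within each age, the real one included, 3 gave a camera p as small for S phase and 3 for G2/M. Among single genes, Top2a rose from 36.6 to 46.6 CPM in OAL to 133.4 to 180.2 CPM in OCR and from 61.9 to 73.8 CPM in YAL to 97.5 to 119.1 CPM in YCR, a difference of 1.27 (SE 0.164, edgeR adjusted p = 0.00526). Cdk1 differed by 1.41 (SE 0.238, edgeR adjusted p = 0.0366). In all, 9 genes differed, a number that 4 of 100 such splits reached. It fell to 2 without OCR replicate 1 and rose to 27 without YAL replicate 1. Chance arrangement of the libraries is thus argued against for these results. A difference in library preparation between the ages stays open, since the lowest old library held 11910 CPM of Lars2 and the highest young library 5080 CPM, although a shift common to both diets of one age would leave this difference unchanged. Age, the length of CR and the origin of the mice changed together, so which of them may lie behind the difference was not tested.

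The AS genes also differed between the ages. For the downregulated AS genes the difference was 0.35 (limma fry adjusted p = 0.00198), and 1 of 100 splits, the real one, gave a camera p as small. For the upregulated AS genes the difference was -0.18 (limma camera adjusted p = 0.0112), and 49 of 100 splits gave one as small, so a chance arrangement could explain that call. It also failed under fry (limma adjusted p = 0.0566) and without OCR replicate 1, OAL replicate 2, YCR replicate 1, YAL replicate 1 or YAL replicate 4 under camera.

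Igkc, Jchain and Igha, which encode parts of antibodies, had the largest differences between the ages, with fitted log2 values of -12.27 (SE 2.08, edgeR adjusted p = 0.0366), -13.71 (SE 2.18, adjusted p = 0.0255) and -17.15 (SE 2.72, adjusted p = 0.0255). Several libraries held no read of Jchain or Igha, so the size of these values depends on the prior count of the fit and is no bound. Igkc stood at 617.2, 913.7 and 313.9 CPM in YCR replicates 2, 3 and 4 and at 7.2 CPM in replicate 1, against 10.1 to 23.9 CPM in YAL. In OAL it stood at 184.9 and 61.8 CPM in replicates 1 and 3 and at 0.640 and 0.502 CPM in the others, against 0.116 to 0.734 CPM in OCR. RNA of plasma or B cells in single libraries is a candidate explanation. Over the 12 young libraries, 6 other plasma cell genes rose with Igkc (Pearson's r 0.79, permutation p = 0.0028, adjusted over 4 relations 0.0056) and r was 0.642 without the pair of libraries farthest from the median of Igkc. Spearman's rho was 0.609 (permutation p = 0.0398, adjusted 0.159), which did not pass. The relation rests in large part on 3 YCR libraries. Over the 10 old libraries the same genes gave r -0.367 (permutation p = 0.305, adjusted 0.305) and rho -0.285, while Jchain alone followed Igkc with r 0.976 (permutation p = 0.00139, adjusted 0.00556), rho 0.479 (permutation p = 0.165), and r 0.54 without the pair farthest from the median. In the old libraries such RNA cannot be told apart from other sources, since the other genes were near the floor. The plasma cell list had a median of 2.01 in YCR versus YAL, with 9 of 10 tested genes higher and none a DEG, and 0.03 in OCR versus OAL. Whether CR changed antibody genes within HSCs was not tested.

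Of the remaining genes with a different response, Sult1a1 (-1.30, SE 0.173, edgeR adjusted p = 0.00526) fell from 304.3 to 429.5 CPM in OAL to 139.7 to 209.5 CPM in OCR, and stood at 167.8 to 214.4 CPM in YAL and 203.7 to 257.2 CPM in YCR. Itgb3 (-1.35, SE 0.232, adjusted p = 0.0390) fell from 314.3 to 393.7 CPM in OAL to 161.7 to 237.2 CPM in OCR, and stood at 66.2 to 114.4 CPM in YAL and 97.9 to 164.2 CPM in YCR. Mamdc2 (0.98, SE 0.155, adjusted p = 0.0255) rose from 42.0 to 50.9 CPM in OAL to 57.3 to 77.1 CPM in OCR and fell from 99.0 to 109.8 CPM in YAL to 65.9 to 79.8 CPM in YCR. For each of these 3 genes, no library of one diet overlapped with the other diet in the old mice, an arrangement that chance gives to a share of 0.0286 of genes. Gm26719 (-8.81, SE 1.35, adjusted p = 0.0292) had no read in YAL and at most 2.46 CPM elsewhere, so its value depends on the prior count. These genes were chosen by their test and no explanation was tested for them.

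Between the knockdowns, double minus single, the upregulated AS genes differed by -0.15 and the upregulated DEGs of OCR by -0.064 in limma's camera test. Neither held under fry (adjusted p = 0.60 each). The first lost its call without shRNA1 replicate 2, at -0.033. The single and the double knockdown had their own scramble controls, and 2 libraries per control give these differences a wide spread, from -0.016 to -0.12 for the upregulated DEGs of OCR with a control library of the Kdr knockdown left out. No biological explanation was tested.

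A few genes outside those the paper discusses changed in the knockdowns. In the Kdr knockdown, Il1rapl2 (-2.0) stood at 2.8 to 3.2 CPM against 11.9 and 12.8 CPM in the scramble controls, Cd74 (-1.30) at 182 to 233 CPM against 561 and 458 CPM, and H2-Aa (-0.98) at 84.5 to 94.7 CPM against 198.7 and 156.3 CPM. Against both kinds of scramble control together, the edgeR adjusted p was 0.0666, 0.232 and 0.251. In the double scramble controls, Il1rapl2 stood at 4.89 and 7.99 CPM, Cd74 at 228 and 247 CPM and H2-Aa at 106.5 and 93.5 CPM. For Cd74 and H2-Aa these levels are near those of the Kdr knockdown. An effect of the knockdown on them cannot be told apart from high levels in its own scramble controls. Cd74 and H2-Aa belong to antigen presentation, and B cells in the scramble libraries might have brought them. The highest Cd79a of a scramble library was 0.192 CPM, and all 7 tested genes of the B cell list were higher in the knockdown, with a median of 3.00, so B cells in the controls are argued against. Other antigen-presenting cells were not tested. In the double knockdown, Tmem164 was the only DEG (-0.69, SE 0.0505, edgeR adjusted p = 0.0194), at 103.2 CPM against 165.9 CPM, and lost its call without any 1 of the 4 knockdown libraries.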

How the results depend on the processing

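The settings with a filter at a mean of 5 CPM, with DESeq2 on protein-coding genes past that filter, with TMM factors from those genes and with the receptor gene background as a covariate were chosen only after the results were seen. Where a value below changed with a setting, the cause was not tested unless it is named.

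The comparison of OCR with OAL changed least. Its 1511 DEGs ranged from 1430 to 1927 over all settings and from 1054 (without OAL replicate 4) to 1653 (without OCR replicate 3) with 1 library left out. The upregulated AS genes (-0.40 to -0.34), the downregulated AS genes (0.24 to 0.30), the S phase genes (0.68 to 0.84) and the G2/M genes (1.14 to 1.26) kept their direction and their side of the threshold in those fits. Of 108 results of named genes, 57 kept their direction and call under every alternative, while under at least 1 alternative 18 became weaker, 13 became stronger, 13 moved and 16 reversed, all of the last with fold changes between -0.18 and 0.09. Of 24 gene set results outside the comparisons the paper names, 14 kept theirs, 5 became weaker, 2 became stronger, 3 moved and 3 reversed. A result can count under more than 1 of these.

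DESeq2 called more genes than edgeR in most comparisons. It gave 3906 DEGs for OCRRF versus OAL (892 higher, 3014 lower), 2352 for OCRRF versus OCR (190 higher, 2162 lower), 454 for YCR versus YAL (184 higher, 270 lower), 15 for YCRRF versus YAL, 280 for YCRRF versus YCR, 303 for the Kdr knockdown, 332 for the double knockdown and 210 for the difference between old and young CR. For OAL versus YAL it gave 2856 higher and 1897 lower genes. Cdk1 in OCRRF versus OAL turned to -0.040. With DESeq2's size factors in edgeR, OCRRF versus OAL gave 3215 DEGs (849 higher, 2366 lower) and YCRRF versus YCR gave 1, Cdk1 in OCRRF versus OAL turned to -0.041 and the downregulated AS genes in YCR versus YAL to 0.0062.

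Without the filter on low counts there were 2684 DEGs for OCRRF versus OAL (1199 higher, 1485 lower), 368 for YCR versus YAL, 40 for YCRRF versus YAL, 275 for YCRRF versus YCR, 6671 for OAL versus YAL (4485 higher, 2186 lower, with a median over all genes of 1.07), 82 for the Kdr knockdown, 19 for the double knockdown and 23 for the difference between old and young CR. Sirt7 turned to -0.0045. With at least 10 counts in every library, which tests fewer genes, YCRRF versus YCR gave 4 DEGs, OAL versus YAL 1852 (983 higher, 869 lower), the Kdr knockdown 5 and the difference between old and young CR 20. There the G2/M genes in OCRRF versus OAL stood at 0.0015, the downregulated AS genes in YCR versus YAL at 0.014, Kmt2d at 0.0058 and Setd1a at 0.00022. With all groups of an experiment in 1 fit, OCRRF versus OAL gave 108 DEGs (58 higher, 50 lower), YCR versus YAL 30, YCRRF versus YCR 32, the Kdr knockdown 0 with 1299 genes at an unadjusted p below 0.05, and the double knockdown 15.

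Libraries of different groups share replicate numbers, and the numbers do not pair the samples. The correlation of the deviations of same-numbered libraries from their group means lay between -0.18 and 0.157 for RNA-seq and between -0.0325 and -0.0139 for ATAC-seq, and neither the labels nor the paper name a shared litter, day or batch. With the replicate number as a block, OCRRF versus OAL gave 2080 DEGs (760 higher, 1320 lower), OCRRF versus OCR 3437 (1003 higher, 2434 lower), YCR versus YAL 7, YCRRF versus YCR 0 with 1253 at an unadjusted p below 0.05, OAL versus YAL 1651 (626 higher, 1025 lower), the Kdr knockdown 26, or 2049 at the paper's unadjusted threshold, the double knockdown 0 with 1336 at an unadjusted p below 0.05, the difference between old and young CR 3, and ATAC-seq 762 DARs (289 and 473). In these blocked fits the downregulated AS genes in YCR versus YAL stood at 0.019, the G2/M genes in the double knockdown at -0.018 and Brca1 in OCRRF versus OAL at -0.023. For double minus single knockdown, the downregulated AS genes stood at 0.21 and the downregulated DEGs of OCR at -0.048, both past the camera threshold (limma adjusted p = 0.0298 and 0.0448).

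Of the settings added after the data were seen, the filter at a mean of 5 CPM gave 55 DEGs for OCRRF versus OAL (39 higher, 16 lower), 111 for YCR versus YAL, 1743 for OAL versus YAL (933 higher, 810 lower), 7 for the Kdr knockdown and 27 for the difference between old and young CR. It moved the G2/M genes in OCRRF versus OAL to 0.083 (limma camera adjusted p = 0.00215), the downregulated AS genes in YCR versus YAL to 0.012, the upregulated DEGs of OCR in the double knockdown to -0.00031, the G2/M genes there to -0.0048 and the refeeding slope of the young libraries to 0.0337. Kmt2d stood at 0.020 and Setd1a at 0.012 in OCR versus OAL, and in OCRRF versus OAL Chek1 stood at 0.063, Clu at 0.020 and Kdr at 0.078. DESeq2 on protein-coding genes past that filter gave 182 DEGs for OCRRF versus OAL (126 higher, 56 lower), 361 for YCR versus YAL, 1 for YCRRF versus YAL, 200 for YCRRF versus YCR, 2054 for OAL versus YAL (1143 higher, 911 lower), 242 for the Kdr knockdown, 208 for the double knockdown and 124 for the difference between old and young CR, with Kmt2d at 0.018, Setd1a at 0.0099, Chek1 at 0.068, Clu at 0.023 and Kdr at 0.080. TMM factors from those genes gave 808 DEGs for OCRRF versus OAL (754 higher, 54 lower) and 1 for YCRRF versus YCR, with the same 5 genes at 0.020, 0.012, 0.063, 0.020 and 0.078. With the receptor gene background as a covariate there were 35 DEGs for YCR versus YAL, 0 for YCRRF versus YCR with 1561 at an unadjusted p below 0.05, and 13 for OAL versus YAL, where background and age nearly coincide. Under it Sirt1 stood at 0.072, Sirt4 at 0.012, Sirt5 at 0.038, Kmt2d at 0.062, Setd1a at 0.11 and Uty at 0.0056 in OCR versus OAL.

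In the knockdowns, both kinds of scramble control together gave 14 DEGs for the Kdr knockdown, of which 0 were among the 3 called against its own controls. At the paper's unadjusted threshold there were 1359 genes against its own controls and 1315 against both kinds together. Bmpr1a shRNA1 alone gave 7 DEGs against the double scramble controls, with the upregulated DEGs of OCR at -0.0018 and the G2/M genes at -0.024. shRNA2 alone gave 0 DEGs with 1750 genes at an unadjusted p below 0.05. With the paper's own DEG lists in place of the calls made here, 3 upregulated AS genes were higher and 1 downregulated AS gene was lower in OCR, and the refeeding slope of the old libraries was 0.146.

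Gene set calls in the knockdowns rested on camera's preset correlation. Under fry, the limma adjusted p in the Kdr knockdown was 0.125 for the upregulated AS genes (-0.15), 0.115 for the downregulated AS genes (0.13), 0.221 for the upregulated (0.087) and downregulated (-0.071) DEGs of OCR, 0.221 for the S phase genes (0.18) and 0.115 for the G2/M genes (0.28). With an estimated correlation these were 0.183, 0.161, 0.286, 0.324, 0.286 and 0.161. In the double knockdown, the upregulated AS genes (-0.30), the downregulated AS genes (0.21) and the downregulated DEGs of OCR (-0.092) had 0.313 each under fry and 0.328 each with an estimated correlation. For double minus single, the upregulated AS genes (-0.15) and the upregulated DEGs of OCR (-0.064) had 0.60 each and 0.576 each. For old minus young CR, the upregulated AS genes (-0.18) had 0.0566 and 0.124. Under fry, Reactome gave 18 sets for OCR versus OAL and 0 for YCR versus YAL and for the Kdr knockdown. Without the S and G2/M genes, the downregulated AS genes stood at 0.17 for double minus single and passed under camera (limma adjusted p = 0.00499).

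On PC1, the share of variance was 30.8%, 17.5% and 49.2% for the old, the young and both ages with 2000 genes, 29.9%, 19.3% and 42.2% with all genes, 61.3%, 36.9% and 59.7% on the variance stabilized scale, and 53.9%, 31.9% and 46.0% with genes at a mean of at least 5 CPM. The last pair of settings parted OCR from OAL in the old libraries (exact permutation test, p = 0.0286 each). Without the fold change threshold there were 558 DARs (154 and 404). Lists of equal length left 734 OCR peaks absent from OAL with the ThermoFisher antibody and 603 with the abcam antibody, and 732 OAL peaks absent from OCR with the ThermoFisher antibody, and the near equality of both diets there follows from the equal length. Peaks found by both antibodies left 1265 OCR peaks absent from OAL and 233 OAL peaks absent from OCR. The correlation of the histone replicates was 0.996 and 0.984 on a log2 scale, 0.971 and 0.904 as Spearman's rho, and 0.994 for H3K4me3 without promoters at 0. PU.1 peaks lay near 16.9% of Kdr knockdown genes within 10 kb, near 61.1% within 100 kb, and near 26.0% for peaks found by both antibodies.

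Leaving out each library in turn moved several counts. OCRRF versus OAL ranged from 101 (without OAL replicate 2) to 386 (without OAL replicate 3), OCRRF versus OCR from 622 (without OCR replicate 2) to 2755 (without OCR replicate 3), YCR versus YAL from 6 (without YCR replicate 2) to 27, YCRRF versus YAL from 0 to 1 (without YCRRF replicate 2), with 601 to 1032 genes at an unadjusted p below 0.05 in the fits with 0, YCRRF versus YCR from 0 (without YCRRF replicate 1, 1618 at an unadjusted p below 0.05) to 10 (without YCR replicate 1), and OAL versus YAL from 1475 (without OAL replicate 1) to 5357 (without YAL replicate 4). The Kdr knockdown ranged from 0 (without replicate 3 or 4, 1434 and 1522 at an unadjusted p below 0.05) to 12 (without replicate 2), the double knockdown from 0 to 1 (without shRNA2 replicate 1), with 1399 at an unadjusted p below 0.05 without shRNA1 replicate 1, and the difference between old and young CR from 2 (without OCR replicate 1) to 27 (without YAL replicate 1). DARs ranged from 99 (without OCR replicate 1) to 368 (without OCR replicate 4).

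In the same fits, the G2/M genes in OCRRF versus OAL ranged from -0.083 (without OAL replicate 1) to 0.021 (without OAL replicate 3), and the downregulated AS genes in YCR versus YAL from -0.050 (without YCR replicate 4) to 0.068 (without YAL replicate 2). In the Kdr knockdown the downregulated AS genes ranged from 0.070 to 0.17, and in the double knockdown the upregulated DEGs of OCR from -0.026 (without shRNA2 replicate 2) to 0.062 (without scramble replicate 1) and the G2/M genes from -0.10 (without shRNA2 replicate 2) to 0.12 (without scramble replicate 1). The upregulated AS genes ranged from -0.19 to -0.095 for old minus young CR. For double minus single they ranged from -0.23 to -0.033 (without shRNA1 replicate 2), the downregulated AS genes from 0.073 to 0.20, the upregulated DEGs of OCR from -0.12 to -0.016, and the downregulated DEGs of OCR from -0.089 to 0.0030 (without scramble replicate 1 of the Kdr knockdown). The refeeding slope ranged from 0.212 to 0.332 in the old and from 0.0391 to 0.260 in the young libraries. Genes with folds near 0 changed sign in OCR versus OAL, namely Sirt1 (-0.12 to 0.068), Sirt5 (-0.13 to 0.028), Sirt7 (-0.056 to 0.077), Kmt2a (-0.033 to 0.091), Kmt2c (-0.024 to 0.12), Kmt2d (-0.094 to 0.049), Setd1a (-0.090 to 0.057) and Ddx3y (-0.12 to 0.019), and in OCRRF versus OAL Mki67 (-0.0047 to 0.16) and Chek1 (-0.43 to 0.19).

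Leaving out 1 of 2 OCRRF or scramble libraries leaves an arm with a single library, so such fits gave fold changes and no count of calls. The test recovered fewer simulated changes in the young comparisons. Of 200 genes of a mean of at least 5 CPM changed 2-fold in simulated counts, the test recovered 31.5% for YCRRF versus YCR. The small numbers of DEGs in the young comparisons thus leave room for changes of that size that were not detectable. For OCRRF versus OAL, OCRRF versus OCR and OAL versus YAL it recovered 98.5%, 95.0% and 80.5%.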

Differences from the paper's values

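For YCR versus YAL, the paper reports 31 upregulated DEGs, called with DESeq2, and 17 were called here with edgeR. Of the alternatives set before the data were examined, a minimum of 10 counts in every library gave 27, within 1.5 times the paper's value. The adjusted p alone gave 17, DESeq2's size factors 18, DESeq2 184, no filter 134, 1 fit of all groups 5, the block 0, and the fits that each left out 1 library 0 to 8, none of which came that near. Of the settings chosen after seeing the values, the filter at a mean of 5 CPM gave 33, also within 1.5 times, while DESeq2 on protein-coding genes gave 147, TMM factors from genes with a mean of at least 5 CPM 16, and the background covariate 6.

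For the downregulated DEGs of YCR versus YAL, the paper's value is 105 and 51 were called here. With a minimum of 10 counts in every library there were 75, still fewer than in the paper but within 1.5 times its value. Among the other alternatives set before the data were examined, the adjusted p alone gave 51, DESeq2's size factors 44, DESeq2 270, no filter 234, 1 fit of all groups 25, the block 7, and leaving out 1 library 6 to 20, and none of these came that near. The filter at a mean of 5 CPM, chosen after seeing the values, gave 78, also within 1.5 times. DESeq2 on protein-coding genes gave 214, the added TMM factors 39 and the covariate 29.

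PC1 of the old libraries held about 48% of the variance in the paper (Fig. 2a, read by eye) and 31.1% here. Of the alternatives set before the data were examined, the variance stabilizing transformation gave 61.3%, above the paper's value and within 1.5 times it, while 2000 variable genes (30.8%) and all genes (29.9%) stayed further below it. The 500 most variable genes with a mean of at least 5 CPM, chosen after seeing the values, gave 53.9%, also above it and within 1.5 times.

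In the Kdr knockdown, the paper shows about 460 downregulated genes at its unadjusted threshold (Supplementary Fig. 6i, read by eye), and 759 were found here. None of the alternatives set before the data were examined came within 1.5 times the paper's number, with 763 under DESeq2, 743 with its size factors, 1157 without a filter, 733 with a minimum of 10 counts, 1207 with the block, 734 in 1 fit of all groups, 821 against both kinds of scramble control, and 770 to 892 with 1 knockdown library left out. The filter at a mean of 5 CPM gave 527 and DESeq2 on protein-coding genes past it 552, both chosen after seeing the values and both within 1.5 times the paper's number.

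The paper places the groups apart in its PCA of the old libraries, with refed libraries near OAL. On the log2 CPM scale used here the OCR and OAL ranges on PC1 overlapped, and both OCRRF libraries, at 15.5 and 28.0, lay beyond the OAL libraries, the highest of which stood at -4.71. On PC2 these ranges overlapped with 500 and with 2000 genes. With all genes, PC2 parted OCR at 17.2 to 57.4 from OAL at -39.8 to -22.3 (exact permutation test, p = 0.0286). OCRRF lay at -13.1 to -11.8 there, nearer to OAL. On the variance stabilized scale, set before the data were examined, OCR and OAL parted and both OCRRF libraries, at -7.61 and -6.53, lay inside the OAL range, as in the paper. With genes at a mean of at least 5 CPM, a choice made after seeing the values, OCR and OAL also parted, with OCRRF at -8.23 and -5.58 beside OAL at -14.1 to -6.58. The paper also describes a shift of OCR towards the young libraries along PC1 of both ages. Here 3 OCR libraries lay at 25.9 to 28.8, on the young side of OAL at 29.6 to 31.5, and OCR replicate 3 lay on the other side at 38.0.

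The paper names Chek2 as raised in OCR and made its DEG lists with DESeq2. Chek2 was not a DEG here (edgeR adjusted p = 0.100). It passed under DESeq2 (adjusted p = 0.0422), with a minimum of 10 counts in every library (edgeR adjusted p = 0.0336) and without OCR replicate 3 (0.0320), and under settings chosen after seeing the values, namely the filter at a mean of 5 CPM (0.0148), DESeq2 on protein-coding genes past it (0.00297), TMM factors from these genes (0.0241) and the background covariate (0.0287). Prkaa2, which the paper names as lowered in OCR, was not a DEG (edgeR adjusted p = 0.139). It passed only when edgeR's p was adjusted over all genes the paper names for these experiments (0.0202).

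Acadl is described by the paper as back at the ad lib level after refeeding. It was still lower in OCRRF than in OAL (edgeR adjusted p = 0.0343). The difference was not called in 1 fit of all groups (0.113) or without OAL replicate 2, 3 or 4, nor under settings chosen after seeing the values, namely the filter at a mean of 5 CPM (0.381), DESeq2 on protein-coding genes past it (0.350) and TMM factors from these genes (0.195).

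Spi1 is described by the paper as modestly raised by CR and by Kdr knockdown, with a two-tailed t test of this gene. The DEG calls here are adjusted over all tested genes and are not the same test. The direction of Spi1 was the same here, and it was not a DEG in OCR versus OAL or in the Kdr knockdown (edgeR adjusted p = 0.517 and 0.502), nor under any setting run (adjusted p from 0.104 to 0.775 and from 0.215 to 0.635). In the double knockdown, which the paper does not name here, it passed with DESeq2 alone (adjusted p = 0.0423) among the settings that test all genes.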

Other observations

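The tests of silent genes in OCRRF versus OAL, of cells of other types, of library size between the ages and of PU.1 sequencing depth, the counts of splits for Reactome and those for the AS genes in the young CR comparison and for each list in the other comparisons outside OCR versus OAL, were chosen only after the results were seen.

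Other splits of the same libraries were counted for each comparison of 4 with 4 libraries, which can be divided in 35 ways, the real one included. In OCR versus OAL, 1 of the 35 splits, the real one, gave as many DEGs, and 1 gave a limma camera p as small for the upregulated AS genes, the downregulated AS genes, the S phase genes and the G2/M genes each. For the number of Reactome sets past the threshold, 15 of the 35 splits gave as many, so a chance arrangement could give that number and the number alone does not separate CR from other splits. In OAL versus YAL, 1 of 35 splits reached the number of DEGs, and 1 reached the shift of each of the 4 lists.

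In YCR versus YAL, 1 of 35 splits gave as many DEGs, 1 gave as many Reactome sets, and 1 gave a camera p as small for the upregulated AS genes, the S phase genes and the G2/M genes each. For the downregulated AS genes 32 of 35 did, so no shift was detectable there. In YCRRF versus YAL, with 0 DEGs and 706 genes at an unadjusted p below 0.05, all 35 splits gave as many DEGs. A camera p as small came from 2 of 35 splits for the upregulated AS genes, which chance may give, and from 1 of 35 for the downregulated AS genes, the S phase genes and the G2/M genes each. The S phase genes had a median of -0.34 there, with 37 of 43 lower in YCRRF. The G2/M genes had a median of -0.30, with 42 of 54 lower, so both lists lay below the YAL level after refeeding. In YCRRF versus YCR, 1 of 35 splits gave as many DEGs, and 1 of 35 a camera p as small for the upregulated AS genes, the S phase genes and the G2/M genes each, against 2 of 35 for the downregulated AS genes.

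The old libraries held more reads on normally silent genes than the young ones. Receptor genes made up at least 530.8 CPM in every old library and at most 475.3 CPM in a young one, and 42.1 CPM at most in the libraries of transplanted cells. Genomic DNA is a candidate source. In a male genome it would give X-linked silent genes fewer reads per kb than autosomal ones, and over 1363 X-linked and 18312 autosomal silent genes the ratio was 0.422 to 0.465 in the old libraries and 0.33 to 0.688 in the young libraries. Over the 10 old libraries, receptor CPM fell with library size (Pearson's r -0.877, permutation p = 0.00024, adjusted over 3 relations 0.00072, Spearman's rho -0.818, permutation p = 0.00572, adjusted 0.0172), with r -0.818 without the pair of libraries farthest from the median. OCRRF replicate 2 (23497989 counts, 1490 CPM), OCR replicate 3 (27979109 counts, 1260 CPM) and OCRRF replicate 1 (29180038 counts, 1163 CPM) had the smallest totals and the highest background, so the relation rests in part on diet groups that differ in both. The same relation was absent from the 12 young libraries (r 0.0599, permutation p = 0.853, rho -0.112, permutation p = 0.732), and did not pass in the 12 libraries of transplanted cells (r -0.376, permutation p = 0.221, adjusted 0.332, rho -0.371). Library size is argued against as the reason for the difference between the ages, since young libraries reached smaller totals, down to 11102898 counts, at a lower background. Age stays open as a biological explanation of the reads on silent genes and was not tested.

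OCRRF versus OAL gave 1316 DEGs, a comparison for which the paper gives no number of DEGs. Reads on silent genes, more of them in OCRRF, and the normalization they bring are a candidate explanation. With genes at a mean of at least 5 CPM, 55 DEGs were left, or 0.441 per 100 genes tested against 4.14 per 100 over all tested genes. The genes above 10 CPM that were DEGs with lower expression numbered 772, and 52 with TMM factors from genes with a mean of at least 5 CPM. With 2 OCRRF libraries, an effect of refeeding cannot be separated from their background, and it was not tested apart from it. For OCR versus OAL the background of single libraries is argued against as the reason for the number of DEGs, with 1707 DEGs (982 higher, 725 lower) when it was a covariate.

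The rise of the cell cycle genes in OCR was tested against cells of other types in the sort. Proliferating erythroid cells would bring their transcripts, yet the erythroid list had a median of -0.83 in OCR versus OAL, with 7 of 10 genes lower and 4 called lower. The medians of the other lists were 0.23 for granulocytes (8 of 9 genes higher), 0.05 for B cells, 0.57 for T cells (6 of 7 higher), 0.26 for megakaryocytes (6 of 7 higher), -0.14 for endothelial cells and -0.20 for immediate early genes, with no gene called higher in the first 5 of these lists. Female and male sex genes had medians of -0.32 and -0.16, with no gene called. Among 10000 random lists matched on expression, exon length and GC content, 0 had a median as high as the cell cycle lists. Erythroid cells and a trend with expression, length or GC content are thus argued against. Cells of other types and a rise of the cell cycle genes within HSCs under CR cannot be told apart, since some of these lists moved with the cell cycle genes and no list of cycling progenitors was tested. A change in the mix of HSC states that the sort does not part was not tested.

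The AS genes moved against age in OCR, and 0 of 10000 matched random lists lay as far from 0. Without the S and G2/M genes, the downregulated AS genes kept a median of 0.21, so cell cycle genes in the list are argued against as the whole reason. In the knockdowns, 0 of 10000 matched lists were as low as the downregulated DEGs of OCR, in the single and in the double knockdown. The upregulated DEGs of OCR kept a median of 0.071 in the Kdr knockdown without the S and G2/M genes. An effect of the knockdown on these lists stays a hypothesis, since 2 scramble libraries per experiment set the direction of every fold change, and other technical explanations were not tested.

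Fold changes of the Kdr and the double knockdown were correlated across 11796 genes (Pearson's r 0.292, Spearman's rho 0.451), and genes are not independent replicates. Whether the libraries of both knockdowns shared recipient mice is not stated in the paper and was not tested. The contrast between the 2 scramble libraries of the Kdr experiment holds no knockdown, and its correlation with the double knockdown was 0.23 (Pearson's r) and 0.0892 (Spearman's rho). The scramble contrast of the double experiment gave 0.0558 and 0.0215 with the Kdr knockdown, low on both measures. A shared trend with expression level may lie behind part of the Pearson's r of 0.292. The second contrast showed little of such a trend for the Kdr knockdown. As it sets scramble against scramble, it cannot exclude a trend shared by the comparisons of shRNA with scramble. For the double knockdown, its effect and such a trend cannot be told apart, since the 2 measures of correlation point to different answers. Granulocyte genes had a median of -1.10 in the double knockdown, and erythroid genes 0.46 in the Kdr knockdown, which no test explained.

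PU.1 peaks were more numerous in OCR than in OAL. A greater sequencing depth is argued against, since the ratio of deduplicated reads, OCR over OAL, was 0.975 with the ThermoFisher and 0.905 with the abcam antibody. The paper's depth table names OCR for a second pair of PU.1 libraries, with fewer reads still (5323981 and 4418867), so OCR had fewer reads than OAL by either pair. Weak peaks near the threshold could add to the number. At q < 0.001 the smaller ratio of peak numbers was still 1.31, but each diet had 1 library per antibody, so the quality of a library and CR cannot be told apart. Spi1, which encodes PU.1, was higher in OCR by 0.13 with an edgeR adjusted p of 0.517, and a chance difference between libraries cannot be told apart from a small effect of CR at this spread.

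The DEGs of young and old CR overlapped. Of 17 upregulated DEGs of YCR, 12 were also DEGs in OCR and 17 had the same sign, and of 51 downregulated DEGs, 36 were also DEGs and 49 had the same sign. The groups of the 2 ages share no library.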
